# M2 macrophage-derived TGF-β induces age-associated loss of adipogenesis through progenitor cell senescence

**DOI:** 10.1016/j.molmet.2024.101943

**Published:** 2024-04-23

**Authors:** Xinyi Zeng, Teh-Wei Wang, Kiyoshi Yamaguchi, Seira Hatakeyama, Satoshi Yamazaki, Eigo Shimizu, Seiya Imoto, Yoichi Furukawa, Yoshikazu Johmura, Makoto Nakanishi

**Keywords:** Adipogenesis, Senescence, p16, Adipose progenitor cells, TGF-β, Cachexia

## Abstract

**Objectives:**

Adipose tissue is an endocrine and energy storage organ composed of several different cell types, including mature adipocytes, stromal cells, endothelial cells, and a variety of immune cells. Adipose tissue aging contributes to the pathogenesis of metabolic dysfunction and is likely induced by crosstalk between adipose progenitor cells (APCs) and immune cells, but the underlying molecular mechanisms remain largely unknown. In this study, we revealed the biological role of p16^high^ senescent APCs, and investigated the crosstalk between each cell type in the aged white adipose tissue.

**Methods:**

We performed the single-cell RNA sequencing (scRNA-seq) analysis on the p16^high^ adipose cells sorted from aged p16-Cre^ERT2^/Rosa26-LSL-tdTomato mice. We also performed the time serial analysis on the age-dependent bulk RNA-seq datasets of human and mouse white adipose tissues to infer the transcriptome alteration of adipogenic potential within aging.

**Results:**

We show that M2 macrophage-derived TGF-β induces APCs senescence which impairs adipogenesis *in vivo*. p16^high^ senescent APCs increase with age and show loss of adipogenic potential. The ligand–receptor interaction analysis reveals that M2 macrophages are the donors for TGF-β and the senescent APCs are the recipients. Indeed, treatment of APCs with TGF-β1 induces senescent phenotypes through mitochondrial ROS-mediated DNA damage *in vitro*. TGF-β1 injection into gonadal white adipose tissue (gWAT) suppresses adipogenic potential and induces fibrotic genes as well as p16 in APCs. A gWAT atrophy is observed in cancer cachexia by APCs senescence, whose induction appeared to be independent of TGF-β induction.

**Conclusions:**

Our results suggest that M2 macrophage-derived TGF-β induces age-related lipodystrophy by APCs senescence. The TGF-β treatment induced DNA damage, mitochondrial ROS, and finally cellular senescence in APCs.

## Highlights

• The p16^high^ APCs show the lower adipogenic potential.
• Cellular senescence of APCs is induced by TGF-β secreted by M2 macrophages.
• Time serial analysis reveal the transcriptomic changes in macrophages in WAT during aging.
• Increase in the p16^high^ APCs is involved in cancer cachexia.

## 1 Introduction

Cellular senescence refers to the state in which cells enter permanent cell cycle arrest in response to environmental cellular stresses. Besides, senescent cells are characterized by the production of numerous pro-inflammatory cytokines, growth factors, and other secreted factors, collectively known as the senescence-associated secretory phenotype (SASP) [1]. These senescent cells progressively accumulate during the aging process of an organism, leading to localized chronic inflammation in tissues.

Adipose tissue plays a critical role in maintaining systemic glucose, lipid, and energy balance. It is also involved in the secretion of several adipokines and endocrine hormones [2]. During the aging process, adipose tissue gradually loses its ability to maintain the balance of homeostasis. In general, white adipose tissue (WAT) exhibits characteristic signs of aging, including an increase in adipocyte size (hypertrophy) and a reduced capacity for adipogenesis [3]. As a result, WAT becomes inefficient in storing excess energy in the body, leading to the development of various metabolic disorders [4]. At the same time, aging adipose tissue exhibits chronic inflammation by upregulating the expression of pro-inflammatory cytokines, which further contributes to the increased risk of cardiovascular diseases and type 2 diabetes [5].

Over the past decade, numerous studies have suggested that many phenotypic manifestations of adipose tissue aging may be associated with the accumulation of senescent cells. In aged WAT, the expression levels of the senescence marker genes, p21 and p16, increase with age [6,7]. Furthermore, the association between the accumulation of senescent cells and adipose tissue fibrosis or insulin resistance has been previously described [8,9]. SASP factors promote adipose tissue fibrosis, leading to structural changes and impaired metabolic functions. In addition, the presence of senescent cells in adipose tissue contributes to dysregulating insulin signaling pathways and the development of insulin resistance in aging. Studies using genetic and pharmacological approaches to eliminate senescent cells in WAT have shown promising results in terms of improving insulin sensitivity and reducing adipose tissue inflammation [6,10,11]. Recently, adipocytes have become highly susceptible to senescence in obesity and activation of sterol regulatory element-binding protein 1c (SREBP1c)-PARP1 axis counteracts the senescence program, the loss of which exacerbates systemic insulin resistance [12]. In the culture system, senescent APCs secrete activin A, which suppresses the adipogenesis of surrounding APCs [13,14]. These findings underscore the critical role of senescent cells in adipose tissue dysfunction and its implications for age-related metabolic disorders. However, much remains unknown about the specific cell types involved in cellular senescence and how senescent cells participate in WAT aging phenotypes *in vivo*.

Mammalian WAT depots contain diverse populations of immune cells. Among these, adipose tissue macrophages (ATMs) play a central role in the inflammation induced by obesity and aging [3,15]. ATMs are known to exhibit functional heterogeneity. M1 ATMs produce pro-inflammatory cytokines and M2 ATMs have anti-inflammatory potential. The number and ratio of M1 and M2 ATMs affect the adipose tissue microenvironment and regulate insulin sensitivity. The interactions between senescent adipose-derived cells, vascular endothelial cells, and immunoregulatory cells including ATMs within the adipose tissue remain largely unexplored.

In this study, we used p16-Cre^ERT2^/LSL-tdTomato mice to visualize and isolate the adipose-derived cells from aged mice for single-cell RNA sequencing (scRNA-seq) [16]. Using this approach, we analyzed the transcriptomic differences between senescent and non-senescent adipose progenitor cells. In addition, we employ single-cell analysis to investigate the interactions between senescent cells and other vascular endothelial or immune cells within the adipose tissue microenvironment.

## 2 Materials and methods

### 2.1 Mouse models

All animal protocols were approved by the University of Tokyo and the Institutional Laboratory Animal Care, and all experiments were performed according to their guidelines. The mice were housed in a pathogen-free facility, residing in ventilated cages and maintained under controlled conditions (12-h light/dark cycle, 23–25 °C). They had unrestricted access to standard mouse diets (CA-1, CLEA Japan) and water. The p16-Cre^ERT2^-tdTomato mice were generated through the crossing of p16^Ink4a^-Cre^ERT2^ mice [16] with Rosa26-CAG-lsl-tdTomato mice obtained from Jackson's Laboratory. For all experimental groups, age-matched mice of the same strain were used. All the mice utilized in the study were the result of in-house breeding.

### 2.2 Mouse experiments

The male mice were exclusively selected for all experimental procedures. In the case of both young and aging mouse models, p16-Cre^ERT2^-tdTomato mice were employed. These mice were sacrificed at the predetermined time point, precisely two weeks after receiving daily intraperitoneal (i.p.) injections of tamoxifen (TAM) (Sigma–Aldrich) at a dosage of 80 mg/kg body weight for five consecutive days.

To establish cancer cachexia models, we employed 2–3-month-old p16-Cre^ERT2^-tdTomato mice. The model was constructed by subcutaneously inoculating KPCY primary murine pancreatic adenocarcinoma cells kindly provided by Dr. Ben Z. Stanger [17] at an amount of 3 × 10^5^ cells per mouse in 100 μl of PBS, specifically targeting the dorsal region. Five weeks after the tumor cell inoculation, the mice were sacrificed for subsequent analysis. In the last two weeks before sacrifice, TAM was administered via i.p. injections every other day, resulting in a total of seven injections. The body weight and gonadal adipose tissue were monitored and recorded. SB431542 (Selleck) was dissolved in DMSO in 50 mg/ml to prepare the stock solution. In the last two weeks before sacrifice, SB431542 was diluted in corn oil (Wako) and administered via i.p. injections with a dose of 10 mg/kgBW every other day, resulting in a total of seven injections.

For the high-fat diet (HFD) model, we employed 2–3-month-old p16-Cre^ERT2^-tdTomato mice and fed them with an HFD containing 60 kcal% fat, 20 kcal% carbohydrate, and 20 kcal% protein (Research Diets) for either 4 weeks or 8 weeks. Following the dietary intervention, the mice were administered i.p. injections of TAM at a dosage of 80 mg/kg body weight for five consecutive days at the designated time points. Two weeks after the final TAM injection, the mice were sacrificed for subsequent analyses.

For *in vivo* TGF-β1 injection, we followed the in situ injection protocol for AAV delivery [18]. TGF-β1 was reconstituted with PBS to a working solution of 400 μg/ml. Under anesthesia with 3.5% isoflurane, the peritoneal cavity of the mice was opened, and then 8 μl∗6 spots of the solution were injected into one side of the fat pad. A total of 40 μg of TGF-β1 was directly injected into the gWAT of the mice. The mice were sacrificed two weeks after the injection.

### 2.3 RNA extraction and quantitative real-time PCR analysis

Total RNA from sorted cells or cultured cells was extracted using the Single Cell RNA Purification Kit (NORGEN) according to the manufacturer's instructions, and then reverse transcribed into complementary DNA (cDNA) with the ReverTra Ace qPCR RT kit (TOYOBO). Quantitative real-time PCR (qPCR) was carried out on optical 96-well reaction plates (Applied Biosystems) using the THUNDERBIRD® SYBR® qPCR Mix (TOYOBO). The qPCR protocol consisted of an initial pre-incubation step at 95 °C for 1 min, followed by 40 cycles of amplification at 95 °C for 15 s and 60 °C for 30 s. The expression levels of each gene were normalized with Actb. Primer sequences for the target genes were listed in Supplementary Table 1.

### 2.4 Western blotting

Protein extraction from cells was carried out through homogenization in Laemmli buffer containing 2% SDS, 10% glycerol, 5% 2-mercaptoethanol, 0.002% bromophenol blue, and 62.5 mM Tris HCl at pH 6.8. Following extraction, the whole cell lysates (20–50 μg) were separated using SDS-PAGE, transferred onto a PVDF membrane (Immobilon-P; Millipore), and subjected to a standard western blot procedure. The antibodies used in this study are listed in Supplementary Table 2. The images were visualized by using the Amersham Imager 680 (Cytiva).

### 2.5 Isolation of gonadal adipose stromal vascular fraction and flow cytometry analysis

Gonadal adipose tissue samples were subjected to direct mincing using a sharp scissor, followed by digestion in DMEM supplemented with 0.3 unit/ml Liberase TM (Roche) and 10% BSA at 37 °C for 50 min with gentle shaking. After incubation, the resulting cell suspension was centrifuged at 400*g* for 3 min, and the supernatant was removed. The stromal vascular fractions (SVFs) present in the cell pellet were resuspended in DMEM and passed through 100 μm cell strainers. Subsequently, the red blood cells were lysed using RBC buffer for 5 min.

The remaining cells were washed with PBS and resuspended in PBS containing 4% FBS and mouse FcR blocking reagent (MACS) at 4 °C for 10 min, and further stained with desired antibodies at 4 °C for 30 min, washed and subjected to FACS SORP Aria (BD Biosciences). The antibodies used in this study are listed in Supplementary Table 2. All the flow cytometry data were analyzed and graphed using FlowJoV10.7.1.

### 2.6 Single-cell RNA sequencing analysis

For the scRNA-seq library construction, we follow the manufacturer's instructions of 10× Genomics Chromium Single Cell 3′ Reagent Kit v3.1. The single-cell suspension (either whole population or adipocyte progenitor cells) was isolated from the gWAT of 18-month-old p16-Cre^ERT2^-tdTomato mice. Library sequencing was performed on the DNBSEQ-G400RS (MGI Tech) with 150 bp paired-end reads. The Cell Ranger package (version 3.0.2) was utilized to process unique molecular identifiers (UMIs) and barcodes and align the transcripts to a mm10 mouse reference genome. After obtaining the feature-barcode matrix, quality control, clustering, cell annotation, and identification of differentially expressed genes (DEGs) were performed using the R (version 4.2.1) package Seurat (version 4.3.0) [19]. The thresholds of quality control included 1000 < nFeatures < 7000 and mitochondrial counts ratio <8%. After quality control filtering, a total of 3031 Tom^+^ APCs and 4493 Tom^−^ APCs were selected for further normalization, log-transformation, dimensional reduction, and clustering. 

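The deposited count tables held 5566 barcodes of Tom+ cells and 11838 barcodes of Tom- cells, before this filter. Among them, 1892 Tom+ and 4969 Tom- barcodes had no more than 1000 genes, and the thresholds on genes and mitochondrial counts together left 3524 Tom+ and 6717 Tom- cells. These cells were clustered together, and clusters were named from marker genes. The cluster with the APC markers, called APC-like here, held 3036 Tom+ cells (exact Poisson 95% interval 2929 to 3146) and 4505 Tom- cells (4374 to 4639). A mesothelial-like cluster, led by Msln and Upk3b, held 245 Tom+ and 1923 Tom- cells. A cluster led by immunoglobulin genes held 213 Tom+ and 104 Tom- cells, and a cluster led by Calca and Ncam1 held 30 and 185. Neither of the last clusters met the rule for a name. With a mitochondrial share under 5% in place of 8%, the APC-like cells numbered 2386 and 4059.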

Marker genes were generated by the FindAllMarkers function using the Wilcoxon Rank Sum test, and then cell clusters were assigned to specific cell populations based on the expression of canonical markers of these cell populations.

The differentially expressed genes (DEGs) between Tom^+^ and Tom^−^ APCs were conducted using the ‘FindMarkers’ function in the Seurat software. The non-parametric two-sided Wilcoxon rank-sum test was employed to calculate the log2 fold changes (Log2FC) and adjusted p-values for each identified DEG calculated by B–H method. Specifically, DEGs with an absolute value of ‘avg_logFC’ greater than 0.1 and a ‘p_val_adj’ less than 0.05 were designated as Tom^+^/Tom^−^ DEGs of APCs.

Gene Ontology (GO) analysis was carried out using Metascape (version 3.5) [20] to identify enriched biological processes, molecular functions, and cellular components associated with the differentially expressed genes (DEGs). The results were visualized using the ggplot2 R package. Representative terms chosen from the top 100 ranked GO terms or pathways with a significance threshold of p-value <0.01 were displayed.

The Gene Set Variation Analysis (GSVA) [21] was conducted using the GSVA R package (version 1.44.5). The signaling pathway gene sets of interest were obtained from the MsigDB database. To facilitate the analysis, the gene-by-cell matrix was converted to a geneset-by-cell matrix, and GSVA scores were computed for gene sets with a minimum of 5 detected genes. Subsequently, the significantly enriched pathways were identified using the limma R package (version 3.52.4) [22]. Only pathways that demonstrated statistical significance in two-sided unpaired t-tests followed by Benjamini–Hochberg p-value adjustment were included for downstream analysis.

The transcriptional regulatory network was examined using the SCENIC (version 1.3.1) workflow [23], specifically employing the GENIE3 (version 1.18.0) [24] and RcisTarget (version 1.16.0) R packages, with default parameters. The reference transcription factors (TFs) for the mm10 genome were obtained using RcisTarget. To begin, co-expression modules were identified by analyzing the gene expression matrix, focusing on the relationship between TFs and potential target genes using GENIE3. Subsequently, for each co-expression module, a cis-regulatory motif enrichment analysis was performed among all potential target genes using RcisTarget. Only target genes showing enrichment for motifs corresponding to the respective TFs were considered direct target genes. Finally, the gene regulatory networks of Tom^+^ and Tom^−^ APCs were inferred.

To investigate the presence of cell–cell communication molecules within Tom^+^ APCs, Tom^−^ APCs, and other cell types, we utilized CellPhoneDB R packages (version 4.0.0) [25,26] to infer the intercellular communication network using the default setting based on single-cell transcriptome data. The visualization of these interactions was accomplished using the netVisual_bubble function. Then, differentially expressed signaling pathways were found by function *rankNet*, and the expression distribution of signaling genes associated with TGF-β signaling pathways across different datasets was visualized by function *plotGeneExpression*. Lastly, the most significant signals contributing to outgoing or incoming signaling within each cell group were identified by function netAnalysis_signalingRole_heatmap function.

### 2.7 RNA-seq analysis of APCs in cancer cachexia model

The total RNA of sorted Tom^+^ and Tom^−^ APCs from tumor-bearing mice was extracted by using Single Cell RNA Purification Kit (NORGEN) according to the manufacturer's instructions. Total RNA was submitted to Novogene (China) and reverse transcribed into the cDNA library. Then the cDNA samples were fragmented, end-repaired, A-tailed, and ligated with adaptors. After size selection and PCR enrichment, the RNA library was sequenced on Illumina platforms.

The sequencing data were aligned to a mouse reference genome (mm10) using Rsubread (version 2.4.3) [27]. Raw counts were obtained from read alignments through refGene, and then further transferred into CPM by edgeR (version 3.32.1) [28]. After filtering out low-expression genes with CPM lower than 10. Differential expression was analyzed with the linear model using limma (version 3.46.0) [22]. Genes with log2FC > 1 and FDR < 0.05 adjusted by B–H method were considered as significant differentially expressed genes (DEGs). For gene set enrichment analysis (GSEA), the order ranked gene list by log2 fold change was inputted into the pre-ranked GSEA function in clusterProfiler (version 3.18.1) [29], and mouse gene sets were obtained from msigdb (v7.4.1).

### 2.8 RNA-seq analysis of published datasets

To investigate the changes in visceral adipose tissue gene expression across the life span of mice, bulk RNA-seq datasets (Tabula Muris Senis project) [30] were obtained from the Gene Expression Omnibus (GEO) database, specifically the accession number GSE132042. A total of 40 visceral adipose tissue samples collected from different ages were included in the analysis. Normalization of gene expression counts was performed using the VST feature within DESeq2 (version 1.36.0) [31] implemented in R (version 4.2.1). Subsequently, the mean gene expression was calculated for each age group, consisting of four samples. From these, the top 3000 variable genes were selected for downstream analysis, which encompassed time-series analysis, Gene Ontology (GO) enrichment analysis, and Fisher's exact test. The time-series genes were subjected to clustering using the Mfuzz R package [32]. Mfuzz utilizes the fuzzy c-means algorithm for soft clustering, employing the average TPM (transcripts per million) values of individual genes as input. For the clustering analysis, the number of clusters was set to 6, and the fuzzifier coefficient (M) was set to 1.5.

To analyze bulk RNA-seq datasets of human tissues, we obtained the raw count RNA-seq datasets from the GTEx (v8) database [33,34]. A total of 371 visceral adipose tissue samples from non-diseased males aged 20–80 years old. The analysis pipeline utilized for processing the bulk RNA-seq data was similar to the approach employed in the Tabula Muris Senis project. First, genes with a read count of 0 were excluded from the samples. Subsequently, the read counts were normalized using the VST feature within DESeq2. Given that the age information of the GTEx donors was recorded in ten-year ranges, the mean gene expression within each age range was calculated. Subsequently, the top 3000 variable genes were selected for further analysis. This included downstream analysis such as time-series analysis, Gene Ontology (GO) enrichment analysis, and Fisher's exact test.

### 2.9 Cell culture

The primary APCs were obtained from the gWAT of male mice via FACS following the protocol outlined in the Flow cytometry section. For the adipogenesis induction, the APCs were directly plated in 24-well plates. The cells were stimulated with adipogenic induction media, consisting of growth media supplemented with 1 μg/ml insulin, 1 μM dexamethasone, and 0.5 mM isobutyl methylxanthine, for a duration of 48 h in a 5% CO_2_ incubator at 37 °C. After that, the media were replaced with growth media containing 1 μg/ml insulin to the growth media, and the media was changed every 2 days for a period of 6–8 days to monitor adipocyte differentiation.

For cytokine stimulation experiments, the APCs were treated with TGF-β1 at a concentration of 10 ng/ml, or with PBS as a control, for a duration of 4 days. In the case of mTOR inhibition experiments, the APCs were pre-treated with rapamycin at a concentration of 0.1 nM for 30 min prior to the stimulation together with TGF-β1 at 10 ng/ml for 4 days.

For the bone marrow-derived macrophages (BMDMs), after removing the femur from the mouse's lower limbs, a 23G needle was inserted into the end of the femur for flushing out bone marrow cells with 10 ml cold PBS. Red blood cells were lysed by RBS lysis buffer (Thermo Fisher). Cells were seeded in non-treated dishes (falcon) and cultured with DMEM + 10% FBS + 1% P/S + 10% CMG 14-12 culture supernatant for 6 days to differentiate into macrophages. The M2 polarization was induced by 20 ng/ml IL-4 (peprotech) for 4 days.

### 2.10 Oil red O staining

The adipocyte progenitor cells (APCs) were subjected to fixation by immersing them in 4% paraformaldehyde (PFA) for 30 min at room temperature. Following the fixation step, the cells were carefully rinsed with distilled water, and then briefly exposed to 60% isopropanol for 5 min. The isopropanol was removed before the application of the Oil red O working solution for 1 h, which comprised a concentration of 1.8 mg/ml Oil red O dissolved in 60% isopropanol. After completion of the incubation, the Oil red O solution was discarded, and the cells were subjected to three consecutive washes with distilled water to ensure the removal of any residual background staining. As a counterstain, a blue hematoxylin solution was added to the APCs for 1 min. Following a final wash with distilled water, the cellular images were acquired for subsequent analysis purposes.

### 2.11 ATP content measurements

The sorted APCs were seeded in 96-well plates at 5 × 10^4^ cells per well in 200 μl of growth media. Following overnight incubation, the cells were exposed to a concentration of 10 ng/ml of TGF-β1, along with fresh growth medium, for a duration of 72 h. To initiate the assays, the growth medium was carefully removed from each well and replaced with 100 μl of PBS. Subsequently, 50 μl of mammalian cell lysis solution was added to lyse the cells, and the resulting cell lysate was transferred to a White Opaque 96-well Microplate (Perkin Elmer, Villebon-sur-Yvette, France) in preparation for the ATP assay. The intracellular ATP content was quantified using the ATP-lite assay kit (Perkin Elmer, Villebon-sur-Yvette, France). Luminescence intensity emanating from each well was measured using a FLUOstar Optima plate reader (BMG Labtech, Offenberg, Germany).

### 2.12 ROS measurement

Intracellular reactive oxygen species (ROS) levels were assessed using the mtSOX Deep Red (DOJINDO) method. Following the treatment of cells based on the experimental conditions, they were incubated with 10 μM mtSOX Deep Red for 30 min at 37 °C. Subsequently, the supernatant was discarded, and the cells were washed twice with HBSS and resuspended in HBSS buffer. Fluorescence signals were quantified using IN Cell Analyzer 2500HS (GE Healthcare).

### 2.13 Immunofluorescence staining

For fluorescence cytochemistry, cells were fixed in 4% paraformaldehyde for 15 min at room temperature on glass bottom dishes. Subsequently, the cells were rinsed three times with PBS for 5 min each and then incubated in a blocking buffer (0.3% Triton X-100 and 5% normal serum in PBS) for 60 min. Following the aspiration of the blocking solution, the samples were incubated overnight at 4 °C with the primary antibody diluted in antibody dilution buffer (0.3% Triton X-100 and 1% BSA in PBS). After rinsing three times with PBS, the samples were incubated in the dark at room temperature for 1 h with a fluorochrome-conjugated secondary antibody diluted in antibody dilution buffer. Nuclei were counterstained with Hoechst 33342 (1:500). Fluorescent images for all stained adipose tissue sections were captured with IN Cell Analyzer 2500HS (GE Healthcare). The antibodies used in this study are listed in Supplementary Table 2.

### 2.14 Histology

Adipose tissues obtained from male mice were fixed in 4% paraformaldehyde for 24 h and subsequently embedded in paraffin. To perform Hematoxylin and Eosin (H&E) or Sirius red staining, the paraffin blocks were sectioned into slides with a thickness of 3 μm, following standard protocols for H&E or Sirius red staining.

For immunohistochemistry, Anti-mCherry (1:200, Invitrogen, A32933) staining was conducted to detect tdTomato expression. Paraffin blocks were sectioned into slides with a thickness of 10 μm and underwent a series of steps, including deparaffinization in xylene and rehydration in 100%, 90%, and 70% alcohol. Antigen retrieval was performed by autoclaving at 120 °C for 20 min in citrate buffer (pH 6.0).

After pre-incubation with 10% goat serum albumin to block nonspecific sites at room temperature for 10 min, the sections were incubated overnight at 4 °C in a humidified chamber with the primary antibody against mCherry. Following washing, the sections were incubated with secondary antibodies and Hoechst and were then mounted with a fluorescence mounting medium. The fluorescent signals of the sections were captured using IN Cell Analyzer 2500HS (GE Healthcare). The antibodies used in this study are listed in Supplementary Table 2.

SA-b-gal staining was performed as previously described [35]. We utilized the BZ-X800 (Keyence) to capture images of stained cells post-staining. Fields of view were randomly selected, and the area of SA-β-gal staining was quantified in the images, and further normalized by cell area.

### 2.15 Seahorse respiration analysis

APCs were counted and seeded with 20,000 cells per well overnight in an Agilent Seahorse XFp cell culture microplate. The procedures used the In vitro Seahorse XF Cell Mito Stress Test Kit (Agilent) according to the manufacturer's instructions. The final concentrations of oligomycin, FCCP, rotenone, and antimycin-A were 15 μM, 20 μM, 5 μM, and 5 μM, respectively. The Agilent Seahorse XFp extracellular flux assay plate was inserted into XFp Extracellular Flux Analyzer (Seahorse Bioscience) to perform the analysis with standard protocol.

After the experiment, Hoechst dye was introduced into the wells for cell staining, and the number of cells per well was observed and quantified using a BZ-9000 analyzer (Keyence) and ImageJ software.

### 2.16 Statistics and reproducibility

For mouse experiments, all the male mice with the same genotype were randomly assigned to each group and independently followed the same age-dependent schedule in each experimental design. Sample sizes were not predetermined by pilot studies. The blinded designs were not performed in this study because of the automatic analyses obtained using the image analyzer with the same criteria.

GraphPad Prism was used for statistical analysis and graphs. Comparisons between the two groups were made by an unpaired two-tailed Student's t-test. Multiple comparisons of one-variable data were carried out by one-way analysis of variance (ANOVA) followed by the Tukey HSD test. p < 0.05 was considered to be statistically significant. The exact statistical parameters are shown in the figures. For all representative findings, triplicate or multiple independent experiments were performed, and similar results were obtained.

## 3 Results

### 3.1 p16^high^ cells localize predominantly to the stromal vascular fraction (SVF) in adipose tissue of aged mice

Cellular senescence in adipose tissue is likely to cause multiple dysfunctions, including defective adipogenesis, inflammation, aberrant adipocytokine production, and insulin resistance. The reduced stemness and adipogenesis of aged APCs may also be a result of the accumulation of senescent cells. However, the molecular basis of senescence-induced adipose dysfunction remains largely unknown. To address this issue, we used mouse models in which p16^high^ cells can be visualized as tomato-positive cells, and isolated from different organs. We first investigated the *in vivo* dynamics of p16^high^ cells in gWAT during aging, as p16 is one of the most reliable senescent markers. In aged mice, we detected predominantly tomato-positive (Tom^+^) cells in the stromal vascular fraction (SVF), but not in the mature adipose region (Figure 1A). Cellular senescence of APCs and preadipocytes located in SVF [36] is considered one of the contributing factors to age-related dysfunction in adipose tissue [3]. In the section analysis, we found that Tom^+^ cells and PDGFRα^+^/Tom^+^ APCs [37] were significantly more abundant in the gWAT from old mice compared to young mice (Supplementary Fig. 1A and 1B). We then quantified the number of Tom^+^ cells by using FACS and found almost 20 times higher in aged SVF than that in young SVF (Figure 1B, Supplementary Fig. 1C). The up-regulation of p16 and other senescence markers such as p21, Glb1 [38], and one of the SASP factors, Igfbp5 [39], confirmed in Tom^+^ APCs (p16^high^ APCs) (Supplementary Fig. 1D). Strikingly, in obesity, the increase in the number of p16^high^ cells in the SVF was very marginal (Figure 1B). Single-cell RNA sequencing analysis (scRNA-seq) was performed to reveal the transcriptomic signatures of p16^high^ and p16^low^ adipose progenitor cells (APCs), excluding mature adipocytes (Figure 1C, Supplementary Fig. 2A).

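CD31- CD45- cells of gWAT from 18-month-old p16-CreERT2/Rosa26-LSL-tdTomato mice were sorted by tdTomato fluorescence, and 1 droplet library was made of the Tom+ cells and 1 of the Tom- cells. In these mice, tamoxifen activates a Cre recombinase expressed from the p16 gene, which removes a stop sequence before the tdTomato gene. The authors deposited the unique molecular identifiers (UMIs) that Cell Ranger counted for each gene and barcode, as whole numbers without normalization. The Tom+ library held 61119807 UMIs and the Tom- library 96872394, over the same 31054 genes, tdTomato among them. With 1 library per condition, no test, p-value or error between replicates can be given, cells of 1 library are not replicates, and a difference between the sorted groups cannot be separated from a difference between the preparations. Intervals at 95% cover counting error only, and are exact Poisson for levels and exact Clopper-Pearson for shares and ratios. For the APC-like cells, 44586052 UMIs of Tom+ cells (median 14060.5 per cell) and 53650284 UMIs of Tom- cells (median 11315) were summed per library and scaled to CPM (counts per 1000000 of these UMIs). Across the 9738 genes with a mean of at least 5 CPM, the median log2 ratio of Tom+ over Tom- was 0.14, so each ratio is given with its percentile among these genes. Scaled by median-of-ratios size factors, the median over the same genes was -0.013.

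In the APC-like cells, tdTomato RNA was at 143 CPM (140 to 147) in the Tom+ library and 13.1 CPM (12.2 to 14.1) in the Tom- library, a log2 ratio of 3.45 (3.33 to 3.56). It was the largest ratio among the genes with a mean of at least 50 CPM whose ratio kept its sign with all cells that passed quality control. At least 1 tdTomato UMI was found in 24.4% of Tom+ APC-like cells (22.9 to 25.9) and in 13.1% of Tom- APC-like cells (12.1 to 14.1). With each cell thinned to 7512 UMIs, these shares were 16.2% (14.9 to 17.6) and 9.05% (8.18 to 9.98). No cell type here is known to lack the reporter in Tom+ cells. In mesothelial-like cells the thinned shares were 72.8% (66.6 to 78.4) in the Tom+ library, at a median of 17677 UMIs before thinning, and 5.78% (4.74 to 6.97) in the Tom- library, at a median of 14581. At least 5 tdTomato UMIs were found in 163 of 3036 Tom+ APC-like cells, a share of 5.37% (4.59 to 6.23). They were found in 0 of 4505 Tom- APC-like cells, which allows a share of up to 0.0819%. The 163 cells held 88.1% of the tdTomato UMIs of the Tom+ APC-like cells, so the log2 ratio of 3.45 rests mostly on them. The limit of 5 UMIs was chosen after the distribution was seen.

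**Figure D1:**
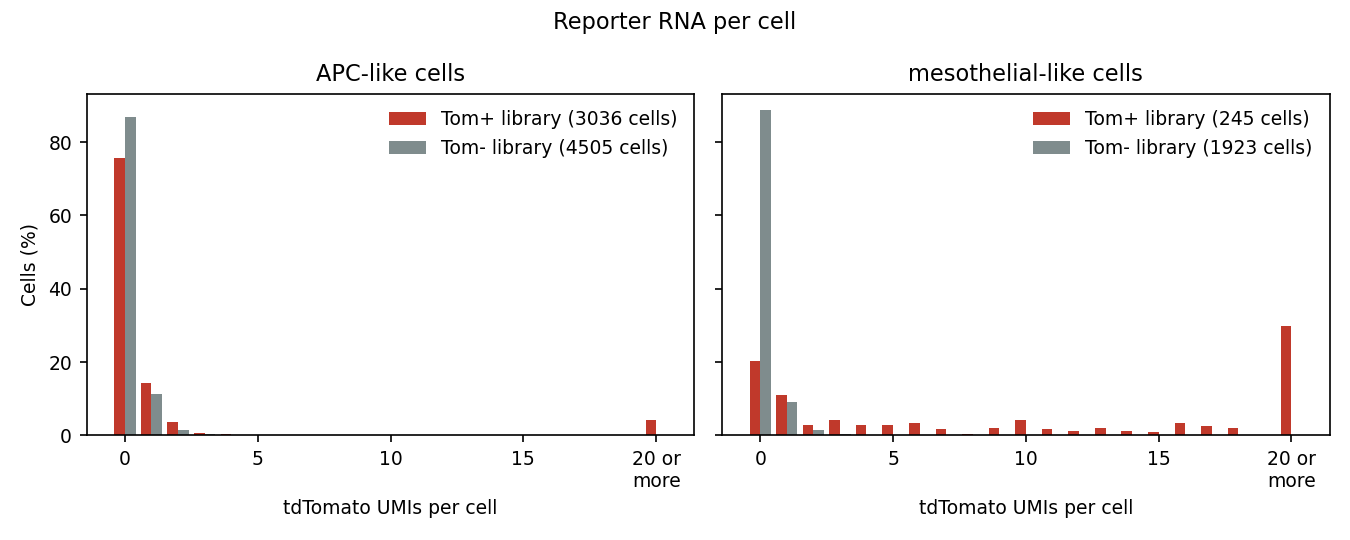
Percentage of cells at each number of tdTomato UMIs per cell, in APC-like cells (left) and mesothelial-like cells (right) of the Tom+ and Tom- libraries; the last bar holds cells with 20 or more. At least 5 UMIs were found in 5.37% of Tom+ APC-like cells and 58.8% of Tom+ mesothelial-like cells.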

**Figure 1:**
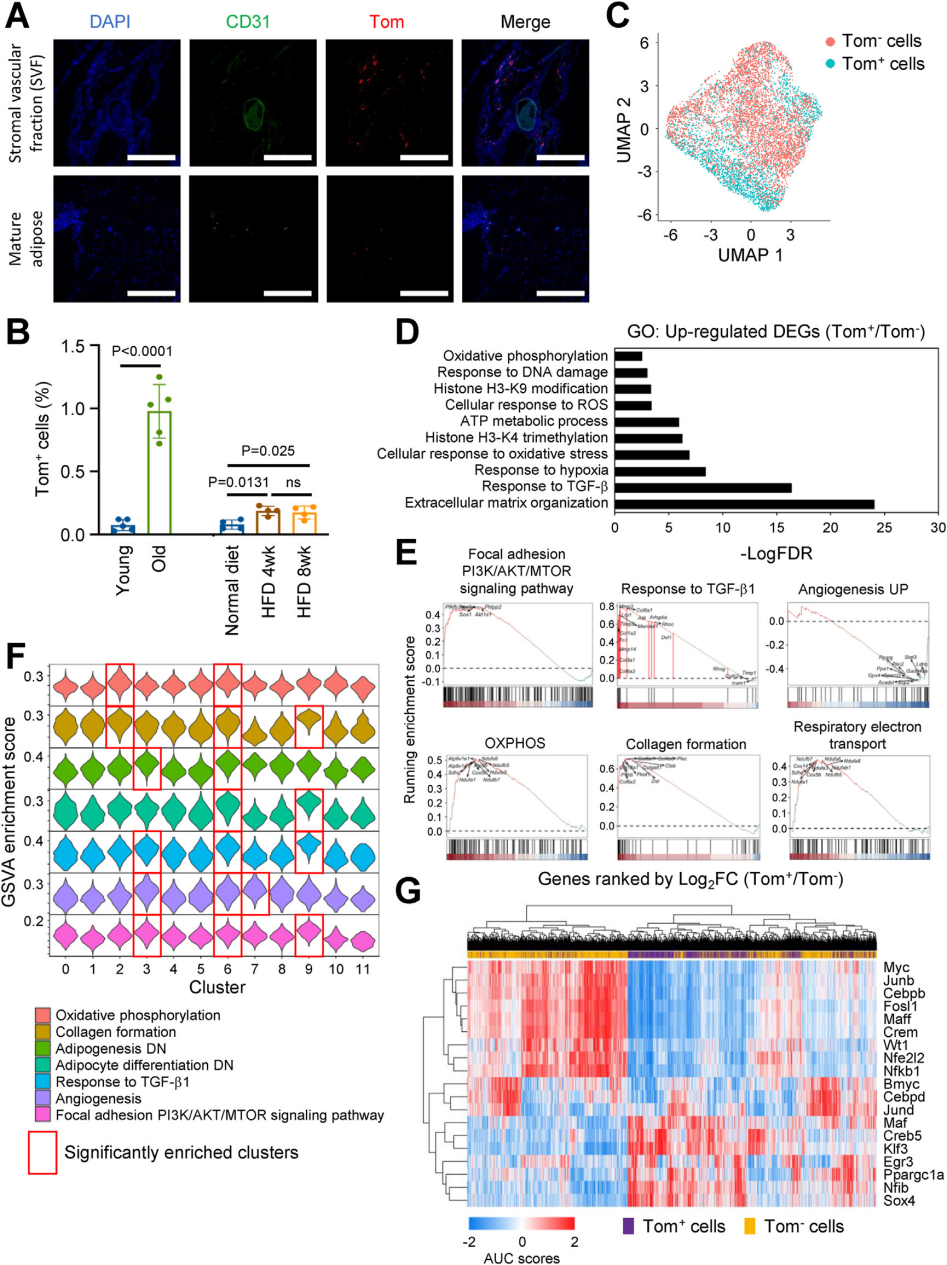
**scRNA-seq analysis reveals the loss of adipogenesis in p16^high^ APCs.A.** The immunofluorescence images of gWAT from 18-month-old p16-Tom mice using the indicated antibodies. Scale bar: 500 μm. **B.** The percentage of Tom^+^ APCs of gWAT quantified by FACS in young (3-month-old, n = 5), old (18-month-old, n = 5), normal diet (3-month-old, n = 4), 4 weeks HFD treated (3-month-old, n = 4), and 8 weeks HFD treated (3-month-old, n = 4) groups. All the mice were sacrificed 2 weeks after receiving 5 doses of TAM (80 mg/kgBW) daily via intraperitoneal injection. **C.** UMAP visualization of single-cell transcriptomes of Tom^+^ and Tom^−^ APCs isolated from old p16-Tom male mice (18-month-old). **D.** GO analysis results of up-regulated DEGs in Tom^+^ APCs compared to Tom^−^ APCs. All the GO terms were identified by FDR <0.05, and all the DEGs were qualified by Log_2_FC >0.35 and FDR <0.05. **E.** GSEA plots of indicated terms significantly enriched in the comparison between Tom^+^ APCs and Tom^−^ APCs. All the GSEA terms were determined by FDR <0.05. **F.** The violin plot showing the GSVA enrichment scores of indicated terms in each cluster. The red boxes indicate that the scores of this cluster were significantly higher than those of the other clusters. **G.** The heatmap showing the AUC scores of indicated transcription factors in each single cell transcriptome. Data are presented as means ± SEM of independent experiments **B**. Unpaired two-sided student's t-test (left panel of **B**) and one-way ANOVA with Tukey HSD test (right panel of **B** and **F**) were performed. FDR values were calculated by the B–H method.

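The APC-like cells of both libraries were clustered without correction between libraries, from 2000 variable genes and 30 principal components, at the lowest Leiden resolution that gave 12 clusters. Here the clusters are numbered in order of their share of Tom+ cells, so the numbers are not those of Supplementary Fig. 2B. Tom+ cells made up 40.3% of all APC-like cells. Their share was 78.4% (75.2 to 81.3) in cluster 1, 72.3% (68.8 to 75.7) in cluster 2, 70.5% (66.8 to 74.0) in cluster 3 and 64.9% (61.0 to 68.6) in cluster 4. These 4 clusters, the ones above 50%, held 63.6% of the Tom+ and 16.8% of the Tom- APC-like cells. In the other 8 clusters the share ran from 42.5% (38.0 to 47.1) down to 14.3% (12.1 to 16.8). Clusters found from genes that differ between the libraries separate the libraries in part by construction. With the variable genes of an absolute log2 ratio of at least 0.35 left out, an alternative chosen after the data were seen, the highest share was 69.1% and the lowest 16.0%.

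**Figure D2:**
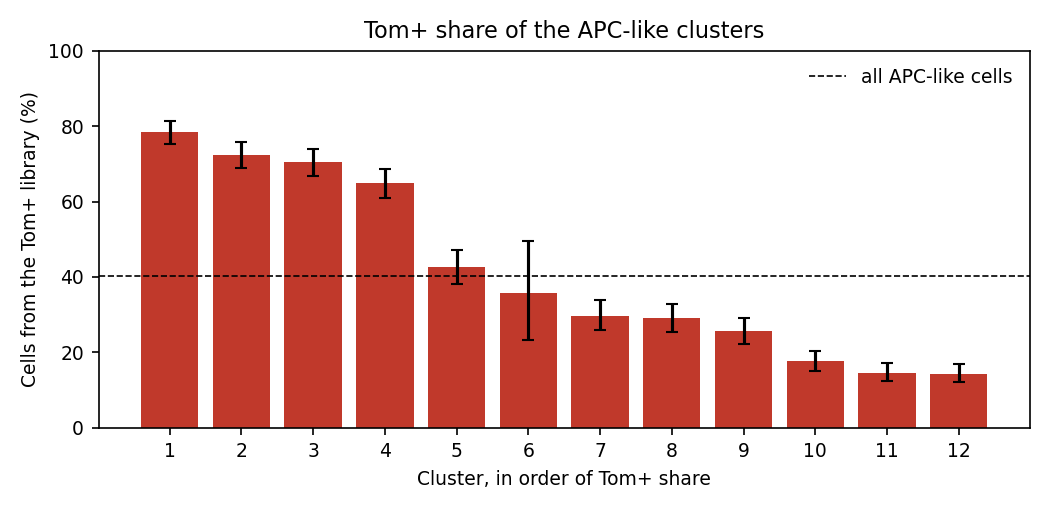
Percentage of cells from the Tom+ library in each of the 12 clusters of APC-like cells, with exact 95% intervals for counting error; the dashed line marks all APC-like cells. The shares run from 78.4% in cluster 1 to 14.3% in cluster 12.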

APCs were classified into 12 clusters and p16^high^ cells were predominantly detected in clusters 2, 3, 6, and 9 (Supplementary Fig. 2B). 

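Pparg (ENSMUSG00000000440) lies on chromosome 6 of GRCm38 from 115360951 to 115490399. Among the 12 clusters of APC-like cells in order of Tom+ share, Pparg RNA was highest in cluster 12, with 41.6 CPM from 402 UMIs, and in cluster 2, with 40.3 CPM from 452 UMIs. It was lowest in cluster 5, with 1.16 CPM from 8 UMIs. Fabp4 was at 1678 CPM in cluster 12, 2305 CPM in cluster 2 and 66.2 CPM in cluster 5. A Pparg UMI was found in 13.4% (12.1 to 14.7) of thinned Tom+ APC-like cells and 15.0% (13.9 to 16.1) of thinned Tom- APC-like cells. Without thinning the shares were 22.5% and 19.8%, in the other order, at a median of 14060.5 and 11315 UMIs per cell. In mesothelial-like cells, taken as the background, a Pparg UMI was found in 0 of 235 thinned Tom+ cells and in 0.730% (0.389 to 1.24) of 1781 thinned Tom- cells, at a median of 17677 and 14581 UMIs before thinning.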

The APC fraction also contains a preadipocyte population expressing Pparg (Supplementary Fig. 2C). The existence of Ly6C^+^ fibro-inflammatory progenitors (FIPs) [40], CD142^+^ adipose-regulatory cells (Aregs) [41], and Lgals3^+^ age-dependent regulatory cells (ARCs) [42] were identified by scRNA-seq techniques recently. 

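F3 (ENSMUSG00000028128, chromosome 3 from 121723537 to 121735048) was at 252 CPM (248 to 257) in Tom+ and 327 CPM (322 to 332) in Tom- APC-like cells, a log2 ratio of -0.38 (-0.41 to -0.34). This ratio was at percentile 5.54 of all genes. Lgals3 (ENSMUSG00000050335, chromosome 14 from 47367751 to 47386160) was at 54.8 CPM in Tom+ and 55.5 CPM in Tom- APC-like cells, a log2 ratio of -0.017 (-0.094 to 0.061) at percentile 29.0. Ly6c1 (ENSMUSG00000079018, chromosome 15 from 75044018 to 75048830) was at 591 CPM (584 to 598) and 553 CPM (547 to 560). Its log2 ratio was 0.094 (0.070 to 0.12), at percentile 44.1 of all genes and so below their median. With median-of-ratios size factors it was -0.055, and with each cluster weighted equally -0.0070. A Ly6c1 UMI was found in 81.1% (79.6 to 82.5) of thinned Tom+ and 72.2% (70.8 to 73.6) of thinned Tom- APC-like cells, and in 86.8% and 75.4% without thinning. In mesothelial-like cells, taken as the background, the thinned shares were 9.36% (5.96 to 13.8) and 8.31% (7.07 to 9.69). F3 and Lgals3 are themselves expressed in mesothelial-like cells, which therefore give no background for these genes.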

In our scRNA-seq datasets, the expression levels of CD142 (shown as F3) and Lgals3 were similar between p16^high^ and p16^low^ APCs, while the expression of Ly6c1 was higher in p16^high^ APCs than in p16^low^ APCs (Supplementary Fig. 2D). Gene ontology (GO) analysis revealed that extracellular matrix organization, TGF-β signaling, and mitochondrial activation-related terms were enriched in upregulated differentially expressed genes (DEGs) in p16^high^ cells compared to that of p16^low^ cells (Figure 1D, Supplementary Fig. 2E). 

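Gene lists written by hand were used, not the gene sets of the paper. For each list, the median log2 ratio of its members with a mean of at least 5 CPM was set beside 10000 random lists of as many genes of like expression, as a description of these libraries. The collagens had a median of 0.38 (counting interval 0.36 to 0.41), above all random lists (percentile 100). The list for extracellular matrix organization, which holds no collagens, had a median of 0.089, at percentile 92.3, and the list for the response to TGF-β a median of 0.11, at percentile 69.5. The mitochondrially encoded genes had a median of 0.19, at percentile 97.1. Cells were filtered on the share of these genes, and no ratio was computed at the stricter limit of 5%. The nuclear genes of oxidative phosphorylation had a median of 0.089, at percentile 80.4. With median-of-ratios size factors the medians were 0.23 for the collagens and 0.042 for the mitochondrially encoded genes, and fell below 0 for the other lists, to -0.060, -0.037 and -0.060 in the order given. This scaling moves every gene by the same amount and leaves the percentiles as they were. With each cluster weighted equally, the median of the collagens was 0.11 (percentile 95.5), and the response to TGF-β was at percentile 98.5. Over all alternatives, the percentile of the response to TGF-β ran from 46.5 to 100, and that of extracellular matrix organization from 84.2 to 100. The values of 100 came with all cells that passed quality control or all deposited barcodes, which include mesothelial-like cells. The value of 46.5 and a median of 0.22 for the collagens (percentile 99.5) came from cells weighted to equal UMIs per cell. From the expression of TGF-β-related genes in p16high APCs, the paper reasons that the TGF-β pathway should be followed, and focuses on it.

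**Figure D3:**
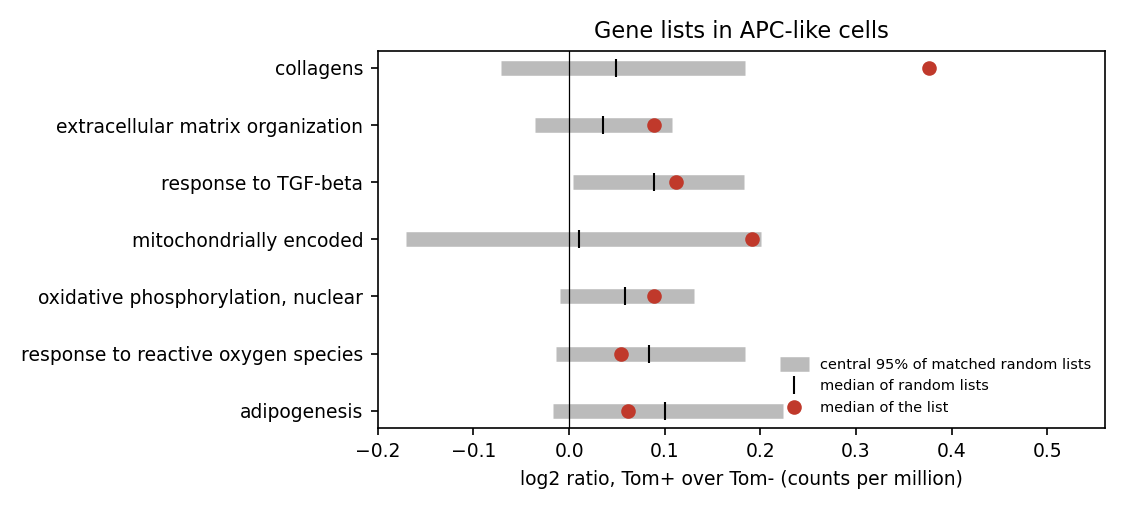
Median log2 ratio of Tom+ over Tom- in APC-like cells for 7 gene lists (points), with the central 95% of 10000 matched random lists (grey bars) and their median (black ticks), from CPM. The collagens lie at 0.38, right of their random lists; with median-of-ratios size factors, 5 of the lists, all but the collagens and the mitochondrially encoded genes, fall below 0, as every gene moves by the same amount.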

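Counted by members, 18 of 24 collagens, 40 of 67 genes for extracellular matrix organization and 12 of 13 mitochondrially encoded genes had a higher CPM in Tom+ than in Tom- APC-like cells, as did 63 of 76 nuclear genes of oxidative phosphorylation. With median-of-ratios size factors, which move every gene by the same amount, these counts were 18, 30, 10 and 25. With each cluster weighted equally they were 18, 43, 12 and 41, and with all cells that passed quality control 19, 43, 12 and 18. The central 95% of random lists ran from -0.071 to 0.18 for the collagens and from -0.035 to 0.11 for extracellular matrix organization. It ran from -0.17 to 0.20 for the mitochondrially encoded genes and from -0.0092 to 0.13 for the nuclear genes of oxidative phosphorylation. With all cells that passed quality control in place of the APC-like cells, the median of the nuclear genes of oxidative phosphorylation was -0.075 and that of the collagens 0.46.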

Gene set enrichment analysis (GSEA) also showed similar conclusions to the GO results (Figure 1E). 

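Supplementary Fig. 2F shows Col3a1, Mmp2, Cebpa and Pparg. Pparg was at 20.9 CPM (19.6 to 22.3) in Tom+ and 23.2 CPM (22.0 to 24.6) in Tom- APC-like cells, a log2 ratio of -0.15 (-0.28 to -0.031) at percentile 15.1 of all genes. Cebpa (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) was at 40.8 CPM (38.9 to 42.7) and 46.0 CPM (44.2 to 47.8), a log2 ratio of -0.17 (-0.26 to -0.086) at percentile 13.9. With all cells that passed quality control, the log2 ratios were 0.28 for Pparg and 0.23 for Cebpa. These cells include the mesothelial-like cells, 28.6% of the Tom- and 6.95% of the Tom+ cells, where a Pparg UMI was found in at most 0.730% after thinning. Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) was at 6091 CPM in Tom+ and 3767 CPM in Tom- APC-like cells, a log2 ratio of 0.69 (0.68 to 0.70). Mmp2 (ENSMUSG00000031740, chromosome 8 from 92827291 to 92853420) was at 916 CPM and 578 CPM, a log2 ratio of 0.67 (0.64 to 0.69). Of the 30 members of a hand-written adipogenesis list with a mean of at least 5 CPM, 18 were higher and 12 lower in Tom+ APC-like cells. Their median log2 ratio was 0.0615 (counting interval 0.029 to 0.12), at percentile 25.8 of random lists, and -0.087 with median-of-ratios size factors, which move every gene by the same amount and leave 12 of the 30 higher. Over all alternatives, the percentile ran from 18.7 to 99.2. In APC-like cells alone the highest was 65.5, and the values above it include mesothelial-like cells.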

Interestingly, adipogenesis-related genes were downregulated in p16^high^ APCs (Supplementary Fig. 2F). 

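A score per cell was taken as the mean log-normalized value of a list's members minus that of 100 control genes of like expression. In the 4 clusters where more than 50% of cells were Tom+, the mean score for extracellular matrix organization was 0.0534 (SD 0.141 over cells), against 0.00111 (SD 0.146) in the other clusters. For the collagens it was 0.0357 (SD 0.180) against -0.0963 (SD 0.157), and for the mitochondrially encoded genes 0.357 (SD 0.249) against 0.254 (SD 0.230). For the nuclear genes of oxidative phosphorylation it was 0.00817 (SD 0.139) against -0.0322 (SD 0.129), a difference of 0.0403, and of 0.0550 with cells thinned to 1 depth. The score for the response to TGF-β was 0.000721 (SD 0.0978) against -0.00990 (SD 0.114). Its highest means were in clusters 7 (0.0593) and 11 (0.0577), which are among the other clusters, as is cluster 12 with the lowest (-0.0629). Clusters 1 to 4 ran from -0.0177 to 0.0132. The score for adipogenesis was -0.100 (SD 0.102) against -0.0970 (SD 0.115). For adipogenesis the difference was -0.00347, and 0.0115 with cells thinned to 1 depth. Within the 11 clusters that had at least 30 cells of each library, Tom+ cells had the higher mean score in 10 for extracellular matrix organization, 11 for the collagens, 10 for the response to TGF-β, 11 for the mitochondrially encoded genes, 4 for the nuclear genes of oxidative phosphorylation and 3 for adipogenesis.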

Consistent with this, gene set variation analysis (GSVA) revealed that the scores of extracellular matrix organization, TGF-β signaling, mitochondrial activation, and downregulation of adipogenesis-related terms were significantly high in the clusters 2, 3, 6, and 9, where p16^high^ cells were abundant (Figure 1F, Supplementary Fig. 2G). 

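Regulon activity was not analysed here, and the values that follow are the RNA of the factors themselves. Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) was at 179 CPM (175 to 183) in Tom+ and 329 CPM (325 to 334) in Tom- APC-like cells, a log2 ratio of -0.88 (-0.91 to -0.84). The log2 ratio of Junb (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) was -0.51 (-0.51 to -0.50), from 4657 CPM and 6615 CPM. For Fosl1 (ENSMUSG00000024912, chromosome 19 from 5447547 to 5455946) it was -1.06 (-1.15 to -0.98), from 32.8 CPM and 68.6 CPM. Cebpb (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) was at 1759 CPM and 3128 CPM, a log2 ratio of -0.83 (-0.84 to -0.82). Each of these 4 ratios lay at or below percentile 3.30 of all genes. Sox4 (ENSMUSG00000076431, chromosome 13 from 28948919 to 28953713) was at 248 CPM (244 to 253) in Tom+ and 111 CPM (108 to 114) in Tom- APC-like cells, a log2 ratio of 1.16 (1.11 to 1.20) at percentile 99.7. Of the 19 factors labelled in Figure 1G or named in the text, 12 were lower and 7 higher in Tom+ APC-like cells. Their median log2 ratio was -0.40, below all 10000 random lists (percentile 0). With each cluster weighted equally it was -0.16 (percentile 0.08). The paper shows these factors from the same cells, so their place among random lists is not an independent test. A hand-written list of 34 genes of the response to tissue dissociation, which holds none of the 19 factors, had a median of -0.17 (percentile 0.03).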

Gene regulatory network inference revealed that p16^high^ cells had low proliferative capacity (low Myc, Junb, and Fosl1) [43], and adipose differentiation potential (Cebpb and Sox4) [44,45] (Figure 1G).

### 3.2 M2 ATMs-derived TGF-β is involved in APC senescence *in vivo*

To investigate which signaling pathways induce senescence in APCs with age, we performed scRNA-seq analysis using sorted CD45^+^ cells and CD45^−^ cells from gWAT except for mature adipocytes (Figure 2A, Supplementary Fig. 3A). APCs were the most abundant cell types of Tom^+^ cells in CD45^−^ population (Supplementary Fig. 3B). The ligand–receptor interaction between each cell type revealed that downstream of TGF-β, PDGF, BMP, EGF, and IL6 signaling pathways were activated in p16^high^ APCs compared to p16^low^ cells (Supplementary Fig. 4A). Expression of ANGPTL, MK, MIF, PEIOSTIN, and non-canonical WNT signaling factors was upregulated in p16^high^ APCs compared to p16^low^ cells. Since p16^high^ APCs showed high expression of TGF-β-related genes (Figure 1D, E), we focused on the TGF-β signaling pathway. TGF-β was mainly derived from ATMs to p16^high^ APCs (Figure 2B, C). Consistently, the expression of Tgfbr2 was upregulated in the p16^high^ APCs (Figure 2D, Supplementary Fig. 4B). Extracellular matrix–receptor interaction revealed that collagen production and fibronectin were increased in p16^high^ APCs (Supplementary Fig. 4C). ATMs exhibit functional heterogeneity; M1 ATMs produce inflammatory cytokines and M2 have anti-inflammatory potential by secreting TGF-β. Indeed, scRNA-seq analysis revealed predominant expression of Arg1, a marker for M2, and marginal expression of Nos2, a marker for M1, suggesting that the majority of ATMs in aged mice are M2 (Supplementary Fig. 4D) [46]. The higher expression levels of Arg1 and Tgfb1 were confirmed in ATMs collected from the aged group compared to the young group (Supplementary Fig. 4E). On the other hand, Tnfa, pro-inflammatory cytokine and one of the M1 marker genes, were up-regulated in ATMs from obesity group. This result indicates that macrophages within aging adipose tissue exhibit different polarization states from obese adipose tissue.

**Figure 2:**
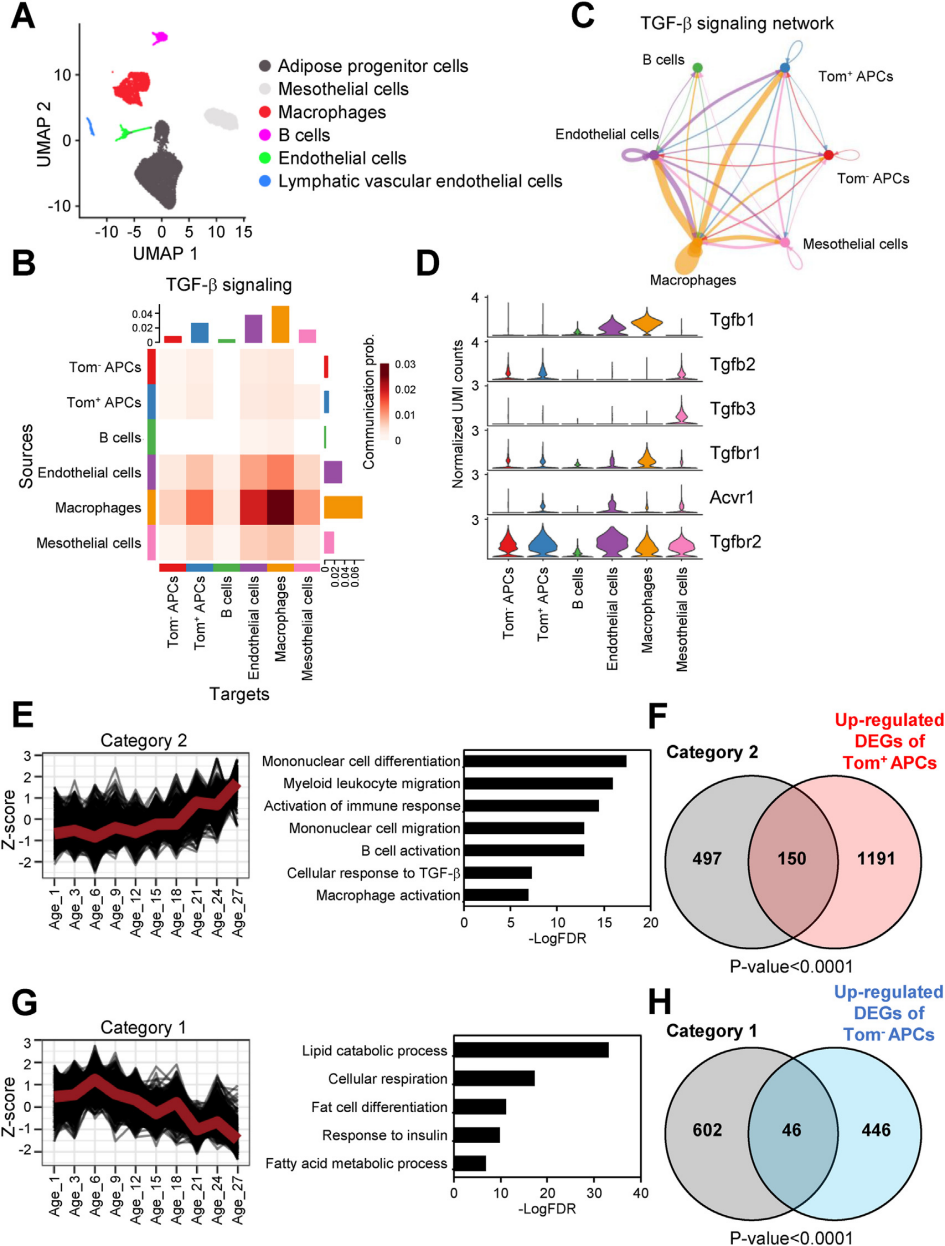
**scRNA-seq analysis implies the source of TGF-β signaling is ATM.A.** UMAP visualization of single-cell transcriptomes of gWAT cells isolated from old p16-Tom male mice (18-month-old). **B. and C.** The heatmap (**B**) and network plot (**C**) showing the ligand–receptor communication probabilities of TGF-β signaling between indicated cell types. **D.** Violin plots showing the expression levels of indicated cells in indicated cell types. **E.** The line graph depicting the average Z-score of genes in category 2 as they alter with the age of mice (left panel). The GO analysis results of genes in category 2 (right panel). **F.** The Venn diagram showing the intersection of genes in category 2 and up-regulated DEGs in Tom^+^ APC identified in scRNA-seq data. **G.** The line graph depicting the average Z-score of genes in category 1 as they alter with the age of mice (left panel). The GO analysis results of genes in category 1 (right panel). **H.** The Venn diagram showing the intersection of genes in category 1 and up-regulated DEGs in Tom^−^ APC identified in scRNA-seq data. All the GO terms were identified by FDR <0.05, and Fisher's exact test was performed to calculate the significance of the intersection (**F** and **H**). FDR values were calculated by the B–H method.

To confirm that the transcriptional signature in p16^high^ APCs correlates with that of aging, we performed a time-series analysis of the published bulk RNA-seq dataset derived from WAT (Supplementary Fig. 5A) [30]. Highly variable genes were classified into 6 categories according to their time-dependent alteration patterns (Supplementary Fig. 5B). Among them, we noted that the average gene levels within category 2 showed a rise that was dependent on age. Genes related to TGF-β response and macrophage activation were significantly enriched in category 2 (Figure 2E). Genes found in category 2 displayed a significant overlap with upregulated DEGs in p16^high^ APCs (Figure 2F). 

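Tgfbr2 (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360) was at 170 CPM (166 to 174) in Tom+ and 150 CPM (147 to 153) in Tom- APC-like cells. Its log2 ratio was 0.18 (0.13 to 0.23), at percentile 56.5 of all genes. The median gene was at 0.14, so Tgfbr2 was little above it, and below the limit of 0.35 in the paper's figure legends. A Tgfbr2 UMI was found in 62.9% (61.1 to 64.7) of thinned Tom+ and 59.8% (58.2 to 61.3) of thinned Tom- APC-like cells, and in 80.6% and 70.5% without thinning. Mesothelial-like cells express Tgfbr2 as well, in 64.7% (58.2 to 70.8) and 59.1% (56.7 to 61.4) of thinned cells, at a median of 17677 and 14581 UMIs before thinning, and give no background for it. In the hand-written list for the response to TGF-β, which is not the list of the paper, 32 of 51 genes had a higher CPM in Tom+ than in Tom- APC-like cells, and 24 of 51 were higher with median-of-ratios size factors.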

Importantly, among the 26 genes related to the TGF-β response, 9 genes were shared by upregulated DEGs in p16^high^ APCs including Tgfbr2. Interestingly, we investigated 19 marker genes and found that determining M1 and M2 [47], and found 4 M2 marker genes such as CD115, CD206, CD163, and CD301, were enriched in the gene category 2. On the other hand, genes in category 1 showed an age-dependent decrease, and genes related to lipid catabolism and fat cell differentiation were enriched in this category (Figure 2G). Moreover, genes found in category 1 demonstrated an overlap with the downregulated DEGs in p16^high^ cells (Figure 2H).

Similar analyses were performed on human datasets from 20 to 79-year-old samples (Supplementary Fig. 6A) [33,34]. The highly variable genes were categorized into 6 categories, with category 4 displaying an age-dependent increase (Supplementary Fig. 6B–D). Notably, category 4 was enriched in response to TGF-β and genes related to macrophage activation exhibited a significant overlap with the upregulated DEGs in p16^high^ APCs (Supplementary Fig. 6E). In contrast, category 3 genes showed an age-dependent decrease and were enriched for genes related to protein folding and apoptosis (Supplementary Fig. 6F). These genes in category 3 overlapped with the downregulated DEGs in p16^high^ APCs (Supplementary Fig. 6G). The MHC-II antigen presentation-related terms were significantly enriched in genes belonging to another age-dependent decrease category 2, which suggested that the function of M1 macrophages likely declined with aging (Supplementary Fig. 6H).

### 3.3 TGF-β-induced senescence in APCs impairs adipogenesis

To investigate the effects of TGF-β on cellular senescence and adipogenesis in APCs, we isolated APCs from gWAT for subsequent *in vitro* experiments. APCs exhibit differentiation properties similar to mesenchymal stem cells (MSCs) [48], and TGF-β has been known to induce MSC differentiation into myofibroblasts [49]. To exclude the effects of myofibroblast differentiation from senescence, we divided the Sca-1^+^ APC population into DPP4^+^ and DPP4^−^ subsets followed by TGF-β1 treatment. We then found that the expression of myofibroblast marker, Acta2, was only up-regulated in DPP4^+^ cells but not in DPP4^−^ cells (Supplementary Fig. 7A). In our scRNA-seq data, Dpp4^+^ cells co-distributed with Ly6c1^+^ in the same population (Supplementary Fig. 2C), suggesting that DPP4^+^ cells may belong to the fibro-inflammatory progenitors (FIP) cell population [40,50]. Therefore, in our *in vitro* experiments, we focused on Sca-1^+^/DPP4^−^ APCs. 

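Dpp4 (ENSMUSG00000035000) lies on chromosome 2 of GRCm38 from 62330073 to 62412231. Among thinned Tom+ APC-like cells, a Ly6c1 UMI was found in 687 of 744 cells with a Dpp4 UMI, a share of 92.3% (90.2 to 94.1), and in 77.0% (75.1 to 78.8) of the 2065 cells without one. In thinned Tom- APC-like cells the shares were 90.7% (88.5 to 92.6) and 67.6% (66.0 to 69.3). Cells with a Dpp4 UMI held 6.78 Ly6c1 UMIs on average in the Tom+ library and 7.86 in the Tom- library, against 3.54 and 3.08 in cells without. By cluster in order of Tom+ share, both genes were highest in cluster 5, with Dpp4 at 345 CPM and Ly6c1 at 1462 CPM. Dpp4 was next highest in cluster 4 at 144 CPM, and Ly6c1 in cluster 7 at 1187 CPM. In mesothelial-like cells, which express Dpp4, a Ly6c1 UMI was found in 8.31% of thinned Tom- cells, at a median of 14581 UMIs before thinning.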

To confirm the low adipogenic capacity of p16^high^ (Figure 1E), p16^low^ and p16^high^ APCs were isolated from gWAT of aged mice and differentiated into adipocytes *in vitro*. p16^high^ APCs showed lower adipocyte differentiation potential than p16^low^ APCs assessed by oil red staining (Figure 3A). We then investigated whether macrophage-derived TGF-β could induce senescent phenotypes in APCs (Figure 2B). TGF-β1 treated APCs from young and old mice showed upregulation of p16 and p21 and downregulation of adipogenesis-related genes (Supplementary Fig. 7B). Interestingly, old APCs were more sensitive to TGF-β1 for senescence induction, so APCs from aged mice were used thereafter. The SA-β-gal staining was conducted to confirm the senescent characteristics of TGF-β1 treated APCs (Supplementary Fig. 7C). A previous study suggested that a cell-autonomous effect of TGF-β on adipocytes regulates their metabolism [51]. We found that Tgfb1 and Tgfb2 showed positive feedback triggered by TGF-β1 stimulation in APCs (Supplementary Fig. 7D). TGF-β1 treatment reduced the adipogenic capacity of APCs in a dose-dependent manner (Supplementary Fig. 7E). To determine whether M2 macrophages could reduce adipogenic capacity and increase p16 expression of APCs, we co-cultured M2 bone marrow-derived macrophages (BMDMs) polarized by IL-4 treatment with APCs. We observed an increase in p16 expression and a reduction in adipogenesis-related genes 4 days after co-culture (Supplementary Fig. 7F).

**Figure 3:**
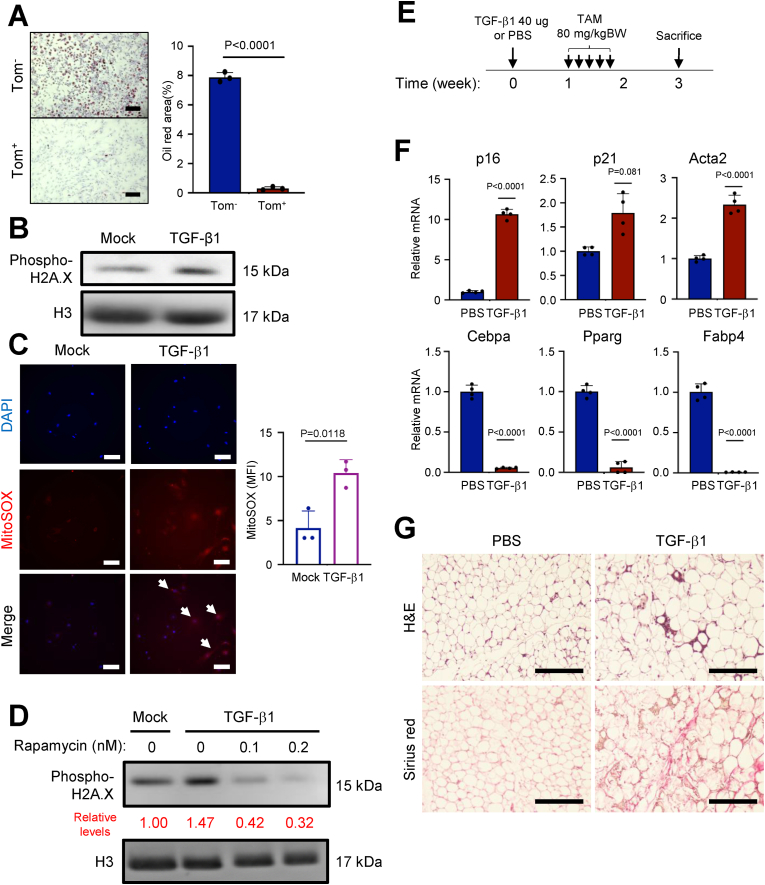
**TGF-β1 induces mitochondrial ROS and represses adipogenesis of APCs.A.** Quantitative results of Oil Red staining for Tom^+^ and Tom^−^ APCs isolated from 18-month-old p16-Tom male mice. The representative images were shown on the left panel. Scale bar: 100 μm. **B.** Immunoblotting of cell lysates with indicated antibodies. The APCs were treated by mock or 10 ng/ml TGF-β1 for 4 days. **C.** The MitoSOX staining of mitochondrial ROS for APCs with indicated treatments. The representative images were shown on the left panel. Scale bar: 100 μm. **D.** Immunoblotting of cell lysates with indicated antibodies. The APCs were treated by mock or 10 ng/ml TGF-β1 and rapamycin with indicated concentration for 4 days. The quantification of phospho-H2A.X was normalized against H3 and indicated in red text. **E.** The scheme of the TGF-β1 in situ injection experiment. All the male mice were 30-week-old and received one dose of PBS or 40 μg of TGF-β1 in gWAT. The administration of TAM was conducted daily for two weeks before the sacrifice. **F.** The relative mRNA levels of indicated genes for gWAT APCs sorted from mice treated as in **E**. **G.** The H&E (upper panel) and Sirius red (lower panel) staining images of gWAT from mice treated as in **E**. Scale bar: 200 μm. Data are presented as means ± SD of three or more independent experiments. An unpaired two-sided student's t-test (**A, C, and F**) was performed.

TGF-β1 increased the amount of γH2AX and γH2AX-positive cells (Figure 3B, Supplementary Fig. 8A), suggesting that TGF-β1 may induce senescence of APCs due to DNA damage. Together with the observation that the response to ROS-related genes was upregulated in p16^high^ APCs (Figure 1D, Supplementary Fig. 8B), we examined the induction of ROS by TGF-β and found that TGF-β1 increased the level of mitochondrial ROS (Figure 3C), mitochondrial activity (Supplementary Fig. 8C), expression of mitochondrial genes (Supplementary Fig. 8D), and ATP production (Supplementary Fig. 8E). 

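Of the measurements named, the response to reactive oxygen species in Tom+ and Tom- APC-like cells was analysed here, with a hand-written list of 40 genes. Of these, 22 had a higher and 18 a lower CPM in Tom+ than in Tom- APC-like cells. The median log2 ratio was 0.055 (counting interval 0.0012 to 0.066), at percentile 28.9 of matched random lists. It was -0.094 with median-of-ratios size factors, -0.083 with all cells that passed quality control and -0.056 with each cluster weighted equally. Of the 6 mitochondrial genes that Supplementary Fig. 8B shows by qPCR, 5 had a higher CPM in Tom+ than in Tom- APC-like cells. Their median log2 ratio was 0.17, at percentile 81.2, and 0.023 with median-of-ratios size factors.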

The mTOR inhibition by rapamycin could enhance mitophagy and rescue the DNA damage-induced senescence by TGF-β1 treatment (Figure 3D, Supplementary Fig. 8F).

Injection of TGF-β1 into gWAT of p16-tdTomato mice (Figure 3E) upregulated p16, p21, and Acta2 expression and downregulated adipogenesis-related genes in sorted APCs (Figure 3F). Consistent with this, the fibrotic area was increased in gWAT treated with TGF-β1 (Figure 3G). The body weight would not be affected by TGF-β1 injection (Supplementary Fig. 8G).

### 3.4 Cancer cachexia induces gWAT atrophy through APCs senescence

WAT atrophy is one of the most typical phenotypes of cancer cachexia. Therefore, we asked whether APC senescence plays a role in this process. We subcutaneously transplanted mouse pancreatic ductal adenocarcinoma (PDAC) into p16-tdTomato mice (Figure 4A) and found that the size and weight of gWAT were dramatically reduced in cancer-bearing mice (Figure 4B, C), which were not caused by reduced food intake (Supplementary Fig. 9A). Importantly, we also found that the proportion of p16^high^ cells was increased in APCs (Figure 4D). Bulk RNA-seq analysis revealed that fatty acid consumption-related genes were upregulated in p16^high^ APCs compared to p16^low^ APCs (Figure 4E). GSEA showed that adipogenesis-related and E2F target genes were downregulated in p16^high^ APCs (Figure 4F).

**Figure 4:**
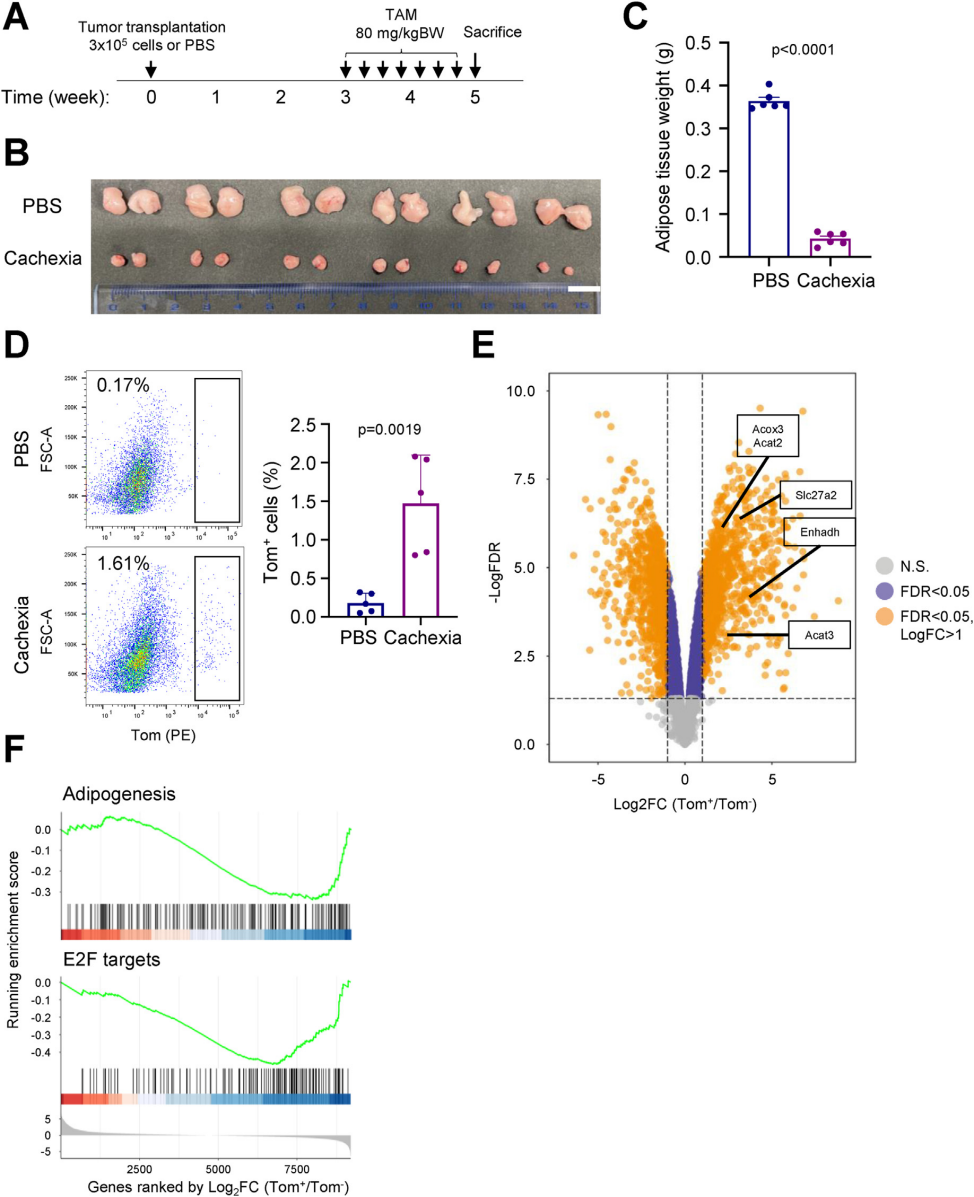
**The p16^high^ APCs correlate with lower adipogenesis ability in the cancer cachexia model.A.** The scheme of the allograft cancer cachexia model. All the p16-Tom male mice were 10-week-old and transplanted with PBS or 3 × 10^5^ PDAC cells subcutaneously. TAM injections were administered every two days, and a total of seven doses were given within the two weeks before the sacrifice. **B.** The pictures of gWAT collected from the mice treated as in **A**. Scale bar: 1 cm. **C.** The weight of the gWAT collected from the mice treated as in **A**. (n = 6 for each) **D.** The percentage of Tom^+^ APCs of gWAT quantified by FACS in PBS (n = 4), and cachexia (n = 5) groups. The representative scatter plots were shown in the left panel. **E.** The DEG analysis of bulk RNA-seq data between Tom^+^ (n = 3) and Tom^−^ (n = 3) APCs isolated from cachexia model of p16-Tom mice. All DEGs were determined by Log_2_FC >1 and FDR <0.05. Several genes related to lipid catabolism were labeled on the graph. **F.** The GSEA plots showing that indicated terms were significantly enriched in the Tom^−^ APCs compare to Tom^+^ APCs. Data are presented as means ± SD of three or more independent experiments. Unpaired two-sided student's t-test (**C** and **D**) was performed. FDR values were calculated by the B–H method.

However, we analyze the correlation of p16-dependent transcriptome alterations between aging scRNA-seq and cachexia bulk RNA-seq datasets. Although the adipogenesis-related genes were down-regulated in p16^high^ APCs from both datasets, the correlation was not significant (Supplementary Fig. 9B). We treated TGFBR inhibitor, SB431542 [[51], [52], [53]], in cachexia model and found that TGF-β blockade did not affect the population of p16^high^ APCs without the effects on food intake, adipose weight, and body weight (Supplementary Fig. 9C–9F). We confirmed that the ATMs collected from the cachexia model were M2 polarized as well (Arg1^+^). However, the dominant secreted cytokine of M2 ATMs derived from the cachexia model was Vegf but not Tgfb1 (Supplementary Fig. 9G), indicating that those belonged to the M2d subtype under the cancer cachexia [54]. This result suggests that p16^high^ APCs indeed have impaired adipogenic ability, but it might be caused by a different induction mechanism in the cachexia model from that in aging.

## 4 Discussion

Aging of adipose tissue alters several biological and physiological processes such as systemic glucose, lipid, and energy homeostasis. During aging, changes in the mass and redistribution of adipose tissue are common phenomena. Total fat mass increases in individuals as early as middle age and then decreases in old age. Adipose tissue is composed of not only adipocytes and APCs but also ATMs and vascular endothelial cells. Adipose tissue function and adipogenic capacity are regulated by their cross-talk but the precise mechanisms remain largely unknown. In addition, although obesity is considered to be a state of accelerated aging, its relationships concerning adipose function are also unknown.

Strikingly, in this study, we found that the population of senescent APCs was different between aging and obesity, showing a dramatic increase of the senescent APCs in aged but not obese gWAT. scRNA-seq analysis of aged gWAT revealed that macrophage-derived TGF-β induced senescence of APCs, which suppressed the adipogenic ability. Consistent with this, the majority of macrophages in aged gWAT polarized to the M2 state which was confirmed by upregulation of Arg1 and Tgfb1 in ATM. In this regard, previous studies showed that most macrophages in obese gWAT polarized to the M1 state [55,56]. M1 polarization was described to correlate with inflammation, and insulin resistance [57]. In contrast, M2 polarization was mentioned to be involved in lipid consumption and suppressing mitochondrial clearance [58], which was also observed in our setting. Therefore, the heterogeneity of ATMs in aged and obese gWAT likely determines the characteristics of APCs. A previous study showed that M1 macrophages are abundant in the aged WAT showing the high production of IL-6 [59]. The polarization of macrophages is highly heterogeneous and sensitive to the cytokine combination [60,61]. Rather than acute inflammation, it was reported that chronic inflammation positively correlated to the accumulation of M2 macrophages [62,63]. IL-6 is the typical marker of M1 macrophage. However, the pro-inflammatory cytokine, IL-6, has been described to enhance the sensitivity of macrophages to IL-4, which stimulates M2-polarization [64]. Indeed, M2-polarization and IL-10 expression were up-regulated in the lean-aged mice compared with middle-aged mice [65]. In this respect, it should be noted that aged animals used in the current study were mostly in the range of 30–35 g, which was considered as lean aged mice. Our results suggest that during the middle age, adipose expansion was accompanied by M1 polarization. In the lean-aged mice, M2 re-polarization caused by low-level chronic inflammation led to adipose atrophy through TGF-β1-dependent induction of APC senescence.

It has been recently reported that age-related accumulation of B cells [30] and their interaction with macrophage contributed to non-canonical lipolysis in adipose tissue [66]. In our scRNA-seq data, a part of B cells slightly expressed IL-10. The expanded B cell population with aging may be associated with M2 polarization. Although the effect of reprograming M2 macrophages in aged adipose tissue remains largely unknown, reprogramming tumor-associated M2 macrophages to anti-tumor M1 macrophages was expected to provide the therapeutic potential in the field of cancer study [67]. Targeting CSF1/CSF1R signaling might be a candidate to prevent M2 polarization, but there is no clear evidence demonstrating that CSF1 blockade treatment could redirect M2 to M0 or M1. Therefore, further research is needed to determine whether reprogramming M2 macrophages could improve age-related adipose atrophy and dysfunction.

TGF-β responses and macrophage activation are also common features of aging in both human and mouse WAT. Taken together, our results suggest that the polarization of M2 ATMs with age leads to a decline in adipogenic capacity through the induction of senescent APCs, resulting in the loss of fat mass in old age. Although senescent APCs have been reported to secrete activin A, which in turn suppresses the adipogenic potential of surrounding APCs, in our experimental condition, we did not detect an increase in the expression of activin A in senescent APCs, suggesting that the source of activin A was not senescent APCs.

The effect of TGF-β1 on the induction of APCs senescence and loss of adipogenic capacity was also confirmed *in vitro* [68]. Importantly, TGF-β1 treatment altered mitochondrial activity and oxidative stress through the induction of mitochondria-related genes. Dysregulation of mitochondrial activity has been proposed to induce senescence by producing high levels of ROS. Indeed, we observed high levels of mitochondrial ROS in TGF-β1 treated APCs. It has been reported that mTOR activity is required for mitochondrial biogenesis [69]. TGF-β signaling activates the mTOR pathway by activating the PI3K-AKT pathway [70]. As a positive feedback loop, mTOR activates SMAD2 and SMAD3, which further enhances TGF-β signaling [71].

Similar lipodystrophy is also a common feature of cancer-associated cachexia. A dramatic increase in the population of senescent APCs was also observed in tumor-bearing mice. Consistent with aged mice, senescent APCs showed a marked reduction in adipogenic capacity. However, bulk RNA-seq analysis did not show the activation of downstream TGF-β signaling in senescent APCs under cancer cachexia. Thus, other unidentified signaling pathways may be involved in the induction of senescent APCs in cachexic gWAT. Alternatively, systemic upregulation of TGF-β in the circulation may induce senescent APCs under cancer cachexia.

## CRediT authorship contribution statement

**Xinyi Zeng:** Writing – original draft, Methodology, Investigation, Formal analysis, Data curation. **Teh-Wei Wang:** Writing – original draft, Validation, Supervision, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Kiyoshi Yamaguchi:** Investigation, Formal analysis, Data curation. **Seira Hatakeyama:** Investigation, Formal analysis. **Satoshi Yamazaki:** Resources. **Eigo Shimizu:** Formal analysis. **Seiya Imoto:** Formal analysis. **Yoichi Furukawa:** Formal analysis. **Yoshikazu Johmura:** Supervision, Funding acquisition. **Makoto Nakanishi:** Writing – review & editing, Supervision, Funding acquisition, Conceptualization.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Makoto Nakanishi reports financial support was provided by 10.13039/501100001691Japan Society for the Promotion of Science. Makoto Nakanishi reports financial support was provided by 10.13039/100009619Japan Agency for Medical Research and Development. Yoshikazu Johmura reports financial support was provided by Japan Society for the Promotion of Science. Yoshikazu Johmura reports financial support was provided by Japan Agency for Medical Research and Development. Makoto Nakanishi reports a relationship with reverSASP Therapeutics that includes: consulting or advisory. Satoshi Yamazaki reports a relationship with Celaid Therapeutics that includes: consulting or advisory. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The scRNA-seq and bulk RNA-seq datasets described in this article are available in Gene Expression Omnibus (GEO) with accession number GSE264329, GSE263998, and GSE264000. The bulk RNA-seq analysis of public data were downloaded from GSE132040 and GTEx (v8) databases. All other data needed to evaluate the conclusions in the paper are presented in the paper and/or provided by corresponding authors.

# Supplementary material for: M2 macrophage-derived TGF-β induces age-associated loss of adipogenesis through progenitor cell senescence
**Source:** Mol Metab. 2024 Apr 23;84:101943. doi: 10.1016/j.molmet.2024.101943
**Supplement:** Multimedia component 1

**Table S1 Primer lists**

| **Primers** | **Gene symbols** | **Sequences** |
| --- | --- | --- |
| qP-mmu-Fabp4-F | FABP4 | AAGGTGAAGAGCATCATAACCCT |
| qP-mmu-Fabp4-R | FABP4 | TCACGCCTTTCATAACACATTCC |
| qP-mmu-Pparg-F | PPARG | GCATGGTGCCTTCGCTGA |
| qP-mmu-Pparg-R | PPARG | TGGCATCTCTGTGTCAACCATG |
| qP-mmu-Cebpa-F | CEBPA | AAACAACGCAACGTGGAGA |
| qP-mmu-Cebpa-R | CEBPA | GCGGTCATTGTCACTGGTC |
| qP-mmu-Atp6-F | ATP6 | ACTTGCCCACTTCCTTCCACAA |
| qP-mmu-Atp6-R | ATP6 | TAAGCCGGACTGCTAATGCCA |
| qP-mmu-Cox3-F | COX3 | CTTCACCATCCTCCAAGCTTCA |
| qP-mmu-Cox3-R | COX3 | GTCCATGGAATCCAGTAGCCA |
| qP-mmu-Cox5b-F | COX5B | GCTGCATCTGTGAAGAGGACAAC |
| qP-mmu-Cox5b-R | COX5B | CAGCTTGTAATGGGTTCCACAGT |
| qP-mmu-Cycs-F | CYCS | CCAAATCTCCACGGTCTGTTC |
| qP-mmu-Cycs-R | CYCS | ATCAGGGTATCCTCTCCCCAG |
| qP-mmu-p16ink4a-F | p16ink4a | CCGCTGCAGACAGACTGG |
| qP-mmu-p16ink4a-R | p16ink4a | CCATCATCATCACCTGAATCG |
| qP-mmu-p21cip-F | p21cip | CCTGGTGATGTCCGAC |
| qP-mmu-p21cip-R | p21cip | CCATGAGCGCATCGCA |
| qP-mmu-Tfam-F | TFAM | TGGCTGAAGTTGGACGAAGT |
| qP-mmu-Tfam-R | TFAM | TGGGCCTAATCCCAATGACA |
| qP-mmu-Nrf1-F | NRF1 | ACCTTTGGAGAATGTGGTGCCA |
| qP-mmu-Nrf1-R | NRF1 | TGAATTAACCTCCTGTGGCGCA |
| qP-mmu-Acta2-F | ACTA2 | GTCCCAGACATCAGGGAGTAA |
| qP-mmu-Acta2-R | ACTA2 | TCGGATACTTCAGCGTCAGGA |
| qP-mmu-Arg1-F | ARG1 | CTCCAAGCCAAAGTCCTTAGAG |
| qP-mmu-Arg1-R | ARG1 | AGGAGCTGTCATTAGGGACATC |
| qP-mmu-Tnfa-F | TNFa | GGTGCCTATGTCTCAGCCTCTT |
| qP-mmu-Tnfa-R | TNFa | GCCATAGAACTGATGAGAGGGAG |
| qP-mmu-Vegf-F | VEGF | GCACATAGAGAGAATGAGCTTCC |
| qP-mmu-Vegf-R | VEGF | CTCCGCTCTGAACAAGGCT |
| qP-mmu-Igfbp5-F | IGFBP5 | AGACAGGAATCCGAACAAGGC |
| qP-mmu-Igfbp5-R | IGFBP5 | GTAGAATCCTTTGCGGTCACA |
| qP-mmu-Tgfbr1-F | TGFBR1 | TCTGCATTGCACTTATGCTGA |
| qP-mmu-Tgfbr1-R | TGFBR1 | AAAGGGCGATCTAGTGATGGA |
| qP-mmu-Tgfbr2-F | TGFBR2 | GACTGTCCACTTGCGACAAC |
| qP-mmu-Tgfbr2-R | TGFBR2 | GGCAAACCGTCTCCAGAGTAA |
| qP-mmu-Glb1-F | GLB1 | GCACGGCATCTATAATGTCACC |
| qP-mmu-Glb1-R | GLB1 | GTATCGGAATGGCTGTCCATC |
| qP-mmu-Tgfb1-F | TGFB1 | CTCCCGTGGCTTCTAGTGC |
| qP-mmu-Tgfb1-R | TGFB1 | GCCTTAGTTTGGACAGGATCTG |
| qP-mmu-Tgfb2-F | TGFB2 | TCGACATGGATCAGTTTATGCG |
| qP-mmu-Tgfb2-R | TGFB2 | CCCTGGTACTGTTGTAGATGGA |
| qP-mmu-bactin-F | ACTIN | GGCTGTATTCCCCTCCATCG |
| qP-mmu-bactin-R | ACTIN | CCAGTTGGTAACAATGCCATGT |

**Table S2 Antibodies**

| **For FACS** | | | |
| --- | --- | --- | --- |
| **Antibodies** | **Species** | **Catalog numbers** | **Suppliers** |
| APC Anti-mouse-CD31 | Rabbit | 102410 | BioLegend |
| APC Anti-mouse-CD45 | Rabbit | 103112 | BioLegend |
| BV605 Anti-mouse-Ly6A/E (Sca1) | Rabbit | 108134 | BioLegend |
| FITC Anti-mouse-CD26(DPP4) | Rabbit | 137805 | BioLegend |
| BV421 Anti-mouse-F4/80 | Rat | 123131 | BioLegend |
| PerCP/Cy5.5 Anti-mouse/human CD11b | Rat | 101228 | BioLegend |
| **For immunostaining** |  |  |  |
| **Antibodies** | **Species** | **Catalog numbers** | **Suppliers** |
| Anti-mouse-mCherry | Chicken | ab205402 | abcam |
| Anti-mouse-CD31 | Rabbit | ab222783 | abcam |
| Anti-mouse-Phospho-Histone H2A.X | Rabbit | 9718 | Cell Signaling Technology |
| Anti-mouse-CD140a | Rat | 14-1401-82 | Invitrogen |
| Anti-Chicken-IgG AF647 | Goat | A32933 | Invitrogen |
| Anti-Rabbit-IgG AF488 | Goat | ab150077 | abcam |
| Anti-Rabbit IgG AF647 | Donkey | ab150063 | abcam |

| **For immunoblotting** | | | |
| --- | --- | --- | --- |
| **Antibodies** | **Species** | **Catalog numbers** | **Suppliers** |
| Anti-mouse-Phospho-Histone H2A.X | Rabbit | 9718 | Cell Signaling Technology |
| Anti-mouse-Histone H3 | Mouse | 3638 | Cell Signaling Technology |
| Anti-mouse IgG HRP | Sheep | NA931 | Cyvita |
| Anti-rabbit IgG HRP | Donkey | NA934 | Cyvita |

# Supplementary material for: M2 macrophage-derived TGF-β induces age-associated loss of adipogenesis through progenitor cell senescence
**Source:** Mol Metab. 2024 Apr 23;84:101943. doi: 10.1016/j.molmet.2024.101943
**Supplement:** Multimedia component 2

## Slide 1
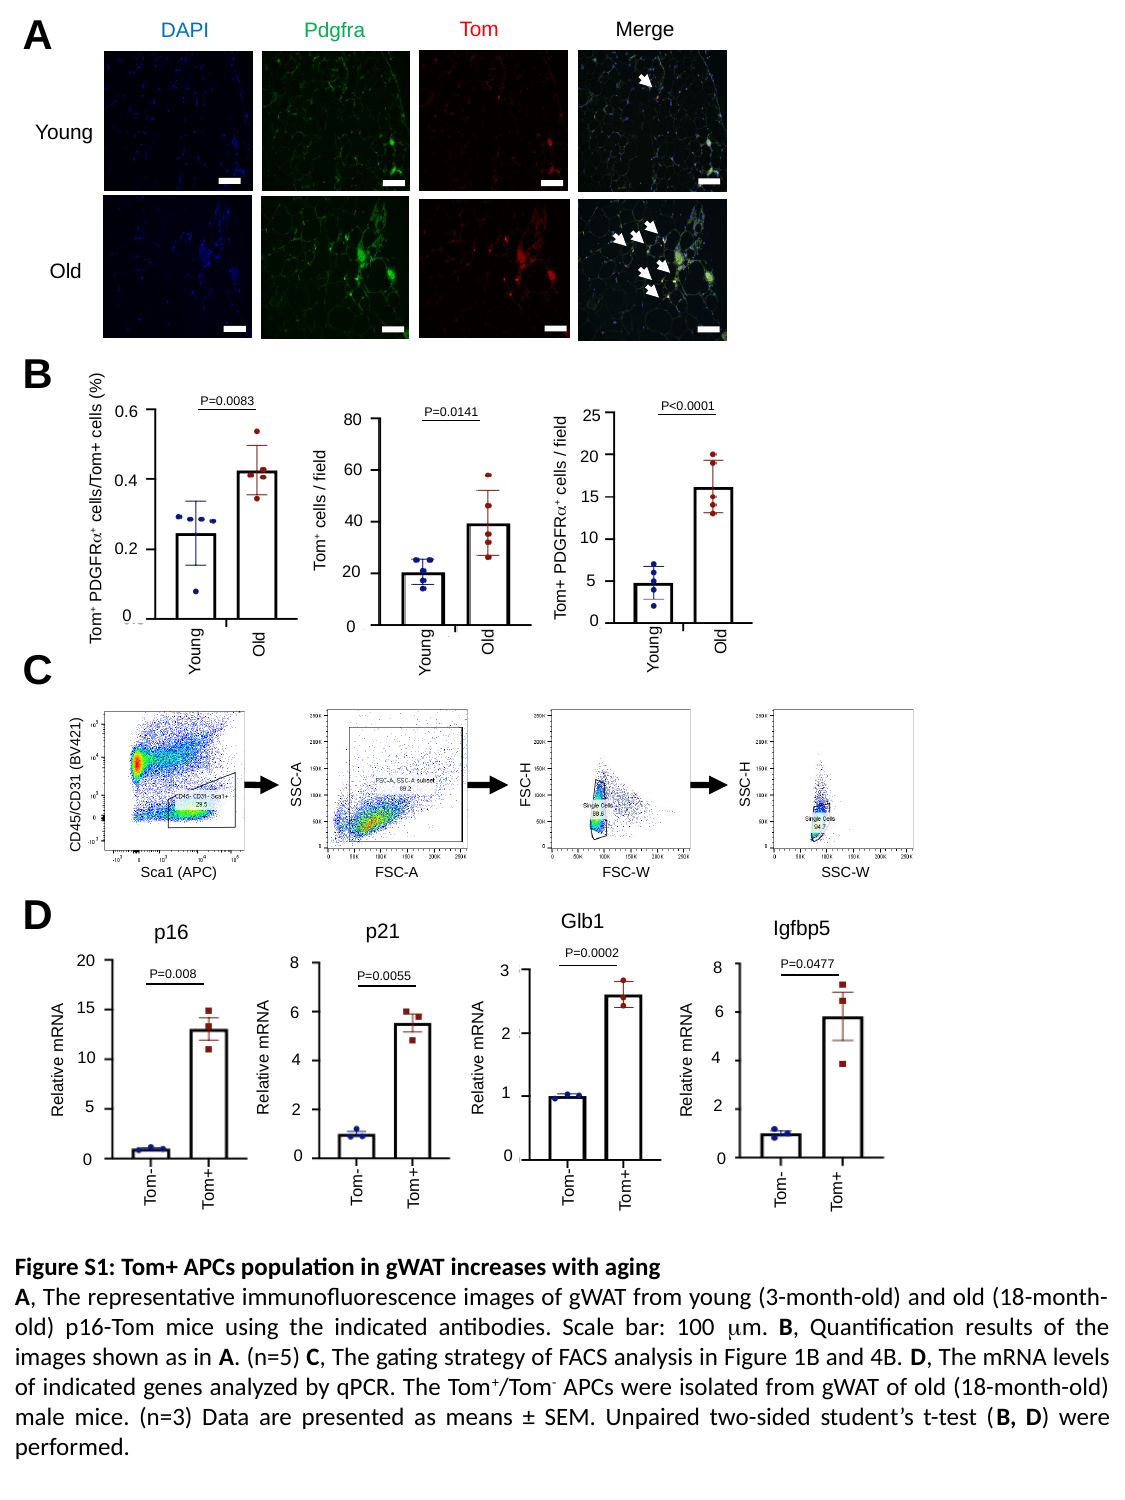

A
Tom
Merge
Pdgfra
DAPI
Young
Old
B
P=0.0083
0.6
0.4
Tom+ PDGFRa+ cells/Tom+ cells (%)
0.2
0
Old
Young
P=0.0141
60
Tom+ cells / field
40
20
0
Old
Young
P<0.0001
15
Tom+ PDGFRa+ cells / field
10
5
0
Old
Young
25
20
80
C
CD45/CD31 (BV421)
SSC-A
FSC-H
SSC-H
Sca1 (APC)
FSC-A
FSC-W
SSC-W
D
Glb1
P=0.0002
3
2
Relative mRNA
1
0
Tom+
Tom-
P=0.0055
6
Relative mRNA
4
2
0
Tom+
Tom-
p21
8
Igfbp5
P=0.0477
6
4
Relative mRNA
2
0
Tom+
Tom-
8
P=0.008
15
10
Relative mRNA
5
0
Tom+
Tom-
p16
20
Figure S1: Tom+ APCs population in gWAT increases with aging
A, The representative immunofluorescence images of gWAT from young (3-month-old) and old (18-month-old) p16-Tom mice using the indicated antibodies. Scale bar: 100 mm. B, Quantification results of the images shown as in A. (n=5) C, The gating strategy of FACS analysis in Figure 1B and 4B. D, The mRNA levels of indicated genes analyzed by qPCR. The Tom+/Tom- APCs were isolated from gWAT of old (18-month-old) male mice. (n=3) Data are presented as means ± SEM. Unpaired two-sided student’s t-test (B, D) were performed.

## Slide 2
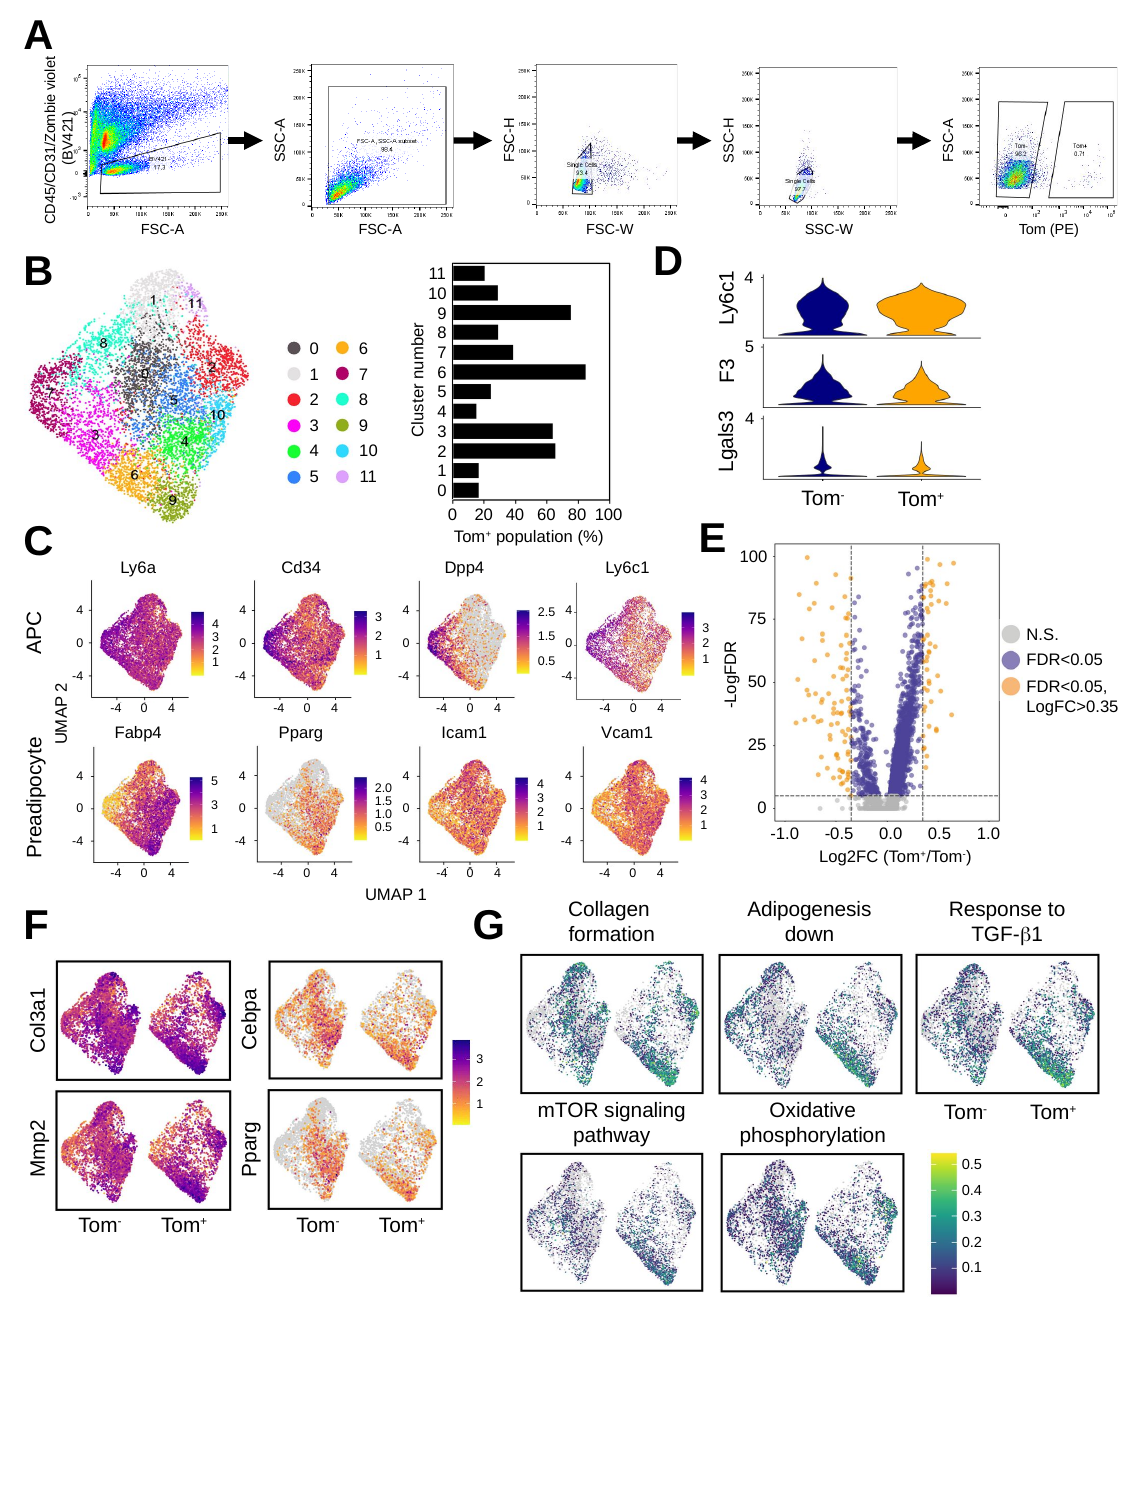

A
CD45/CD31/Zombie violet
 (BV421)
SSC-A
FSC-H
SSC-H
FSC-A
FSC-A
FSC-A
FSC-W
SSC-W
Tom (PE)
D
B
4
Ly6c1
5
F3
4
Lgals3
Tom-
Tom+
11
10
9
8
7
6
Cluster number
5
4
3
2
1
0
0
20
40
60
80
100
Tom+ population (%)
0
6
1
7
2
8
3
9
4
10
5
11
E
C
100
Ly6a
4
0
-4
-4
0
4
Cd34
4
0
-4
-4
0
4
Dpp4
4
0
-4
-4
0
4
Ly6c1
4
0
-4
-4
0
4
2.5
1.5
0.5
3
2
1
4
3
2
1
3
2
1
APC
UMAP 2
Fabp4
4
0
-4
-4
0
4
Pparg
4
0
-4
-4
0
4
Icam1
4
0
-4
-4
0
4
Vcam1
4
0
-4
-4
0
4
4
3
2
1
5
3
1
4
3
2
1
2.0
1.5
1.0
0.5
Preadipocyte
UMAP 1
75
N.S.
FDR<0.05
-LogFDR
50
FDR<0.05,
LogFC>0.35
25
0
-1.0
-0.5
0.0
0.5
1.0
Log2FC (Tom+/Tom-)
Collagen
formation
Adipogenesis
down
Response to TGF-b1
mTOR signaling pathway
Oxidative phosphorylation
Tom-
Tom+
0.5
0.4
0.3
0.2
0.1
F
G
Cebpa
Col3a1
3
2
1
Mmp2
Pparg
Tom-
Tom+
Tom-
Tom+

## Slide 3
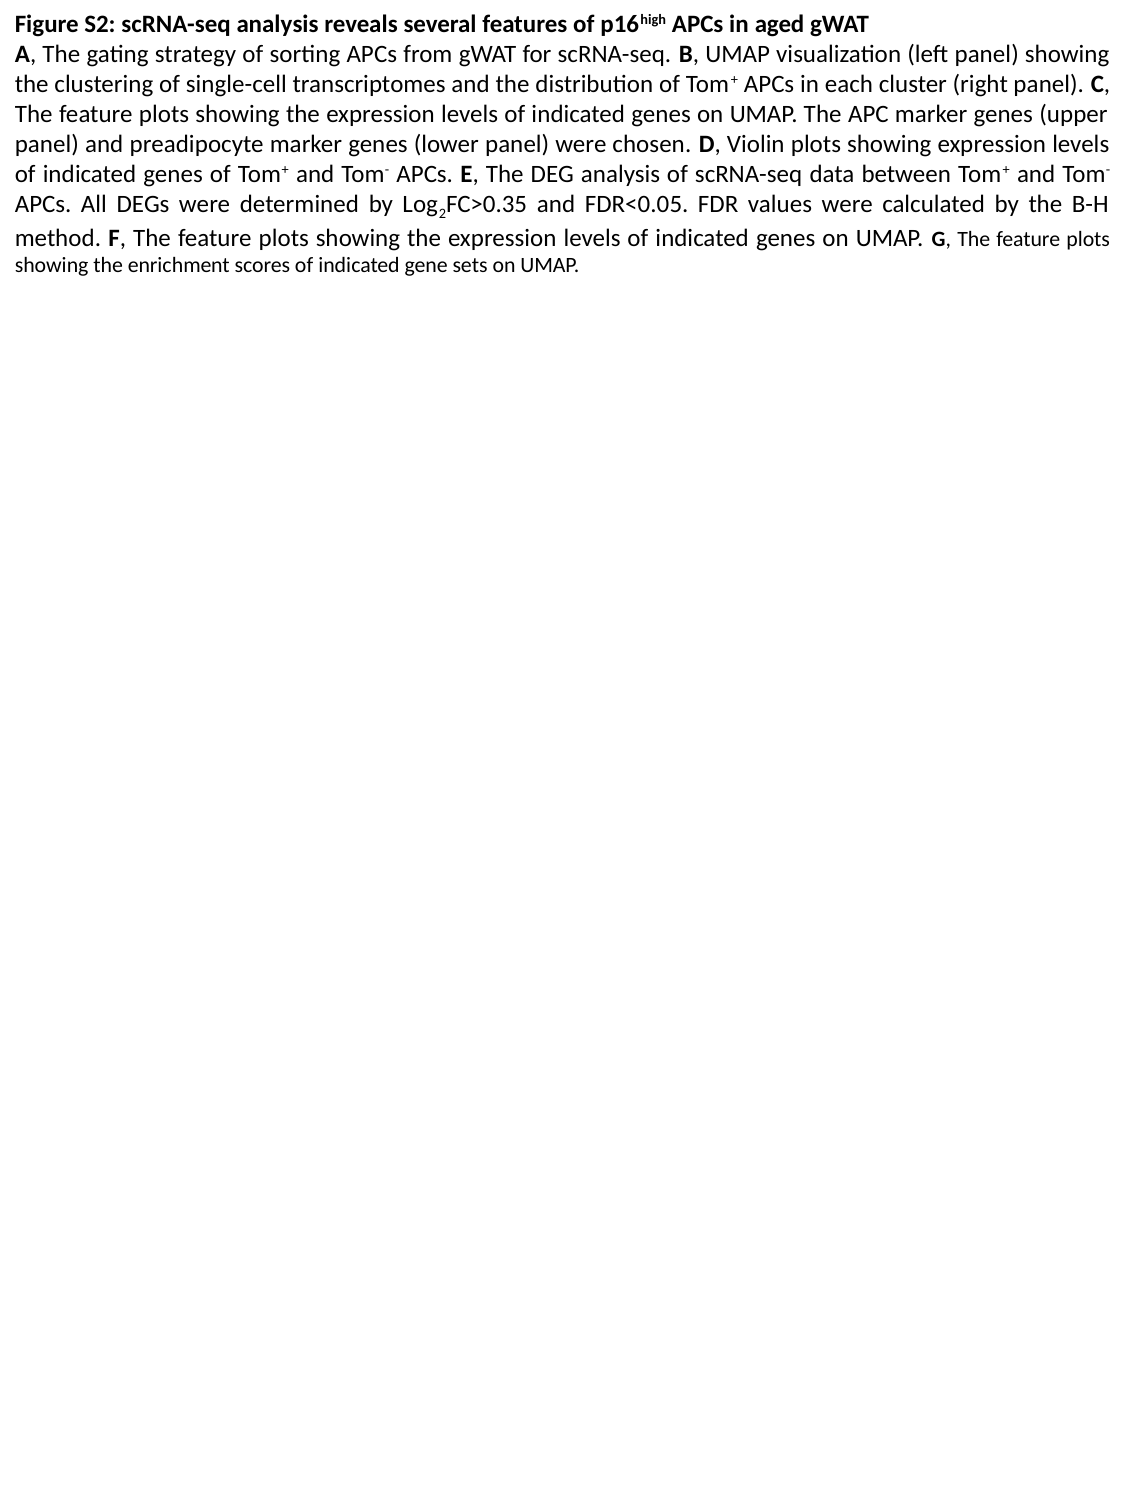

Figure S2: scRNA-seq analysis reveals several features of p16high APCs in aged gWAT
A, The gating strategy of sorting APCs from gWAT for scRNA-seq. B, UMAP visualization (left panel) showing the clustering of single-cell transcriptomes and the distribution of Tom+ APCs in each cluster (right panel). C, The feature plots showing the expression levels of indicated genes on UMAP. The APC marker genes (upper panel) and preadipocyte marker genes (lower panel) were chosen. D, Violin plots showing expression levels of indicated genes of Tom+ and Tom- APCs. E, The DEG analysis of scRNA-seq data between Tom+ and Tom- APCs. All DEGs were determined by Log2FC>0.35 and FDR<0.05. FDR values were calculated by the B-H method. F, The feature plots showing the expression levels of indicated genes on UMAP. G, The feature plots showing the enrichment scores of indicated gene sets on UMAP.

## Slide 4
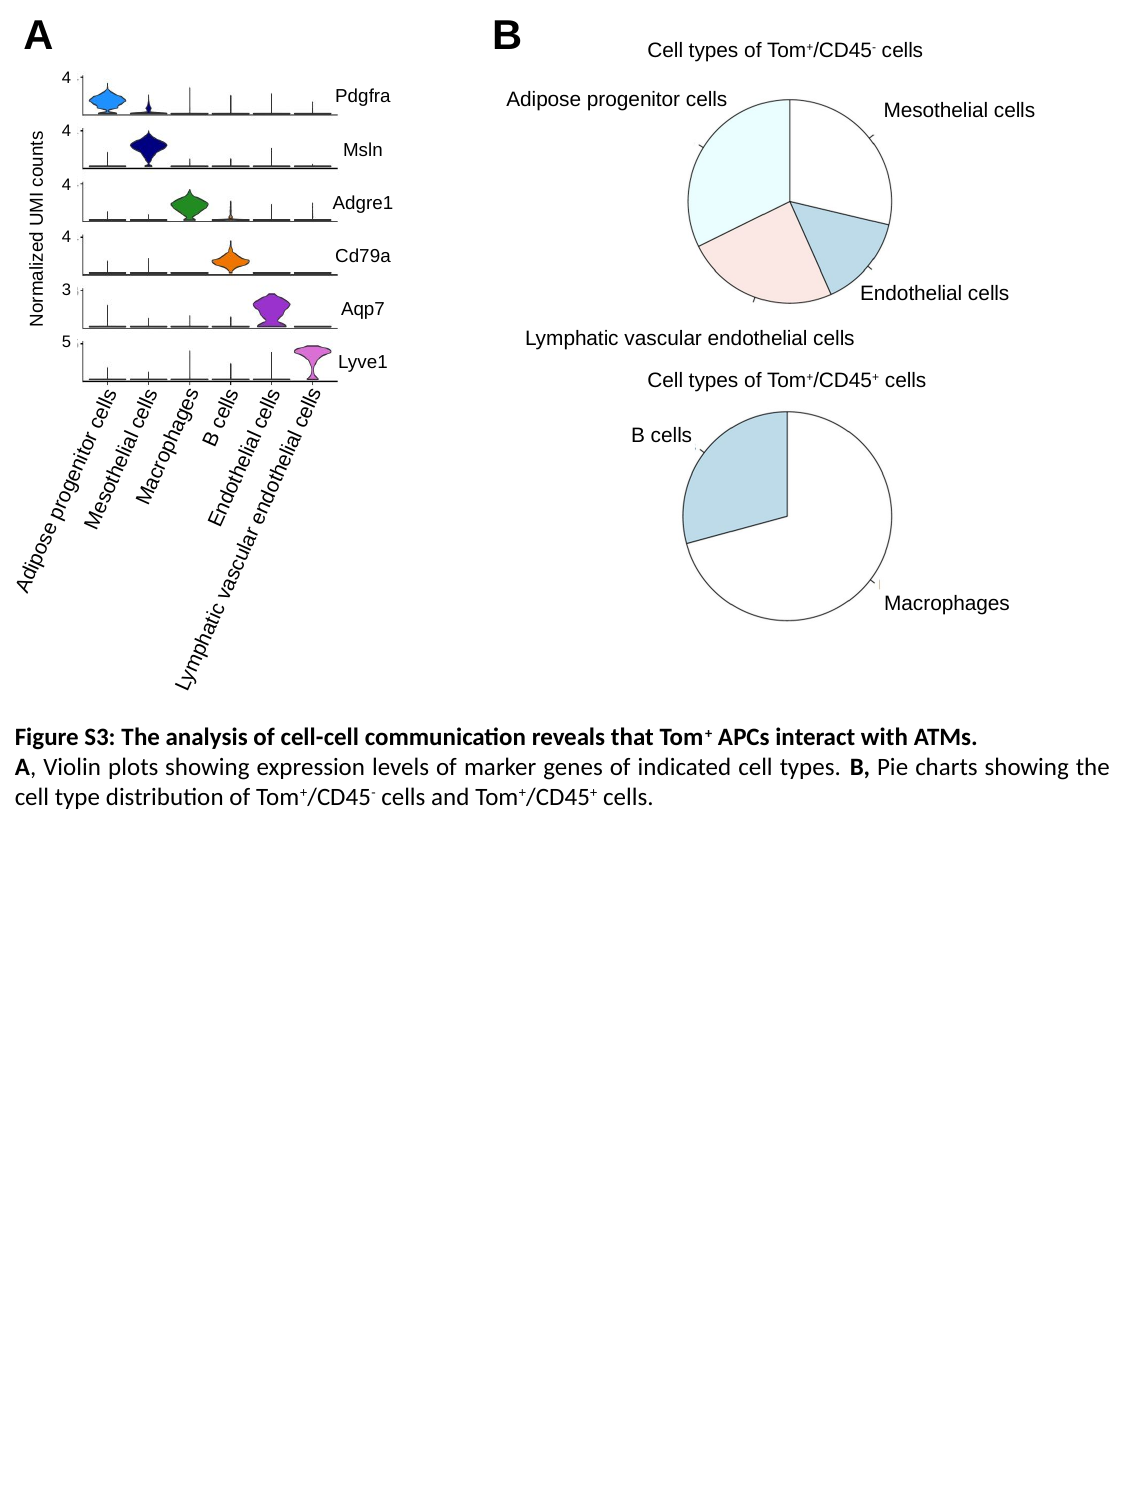

A
B
Cell types of Tom+/CD45- cells
4
Pdgfra
4
Msln
4
Adgre1
Normalized UMI counts
4
Cd79a
3
Aqp7
5
Lyve1
B cells
Macrophages
Endothelial cells
Mesothelial cells
Adipose progenitor cells
Lymphatic vascular endothelial cells
Adipose progenitor cells
Mesothelial cells
Endothelial cells
Lymphatic vascular endothelial cells
Cell types of Tom+/CD45+ cells
B cells
Macrophages
Figure S3: The analysis of cell-cell communication reveals that Tom+ APCs interact with ATMs.
A, Violin plots showing expression levels of marker genes of indicated cell types. B, Pie charts showing the cell type distribution of Tom+/CD45- cells and Tom+/CD45+ cells.

## Slide 5
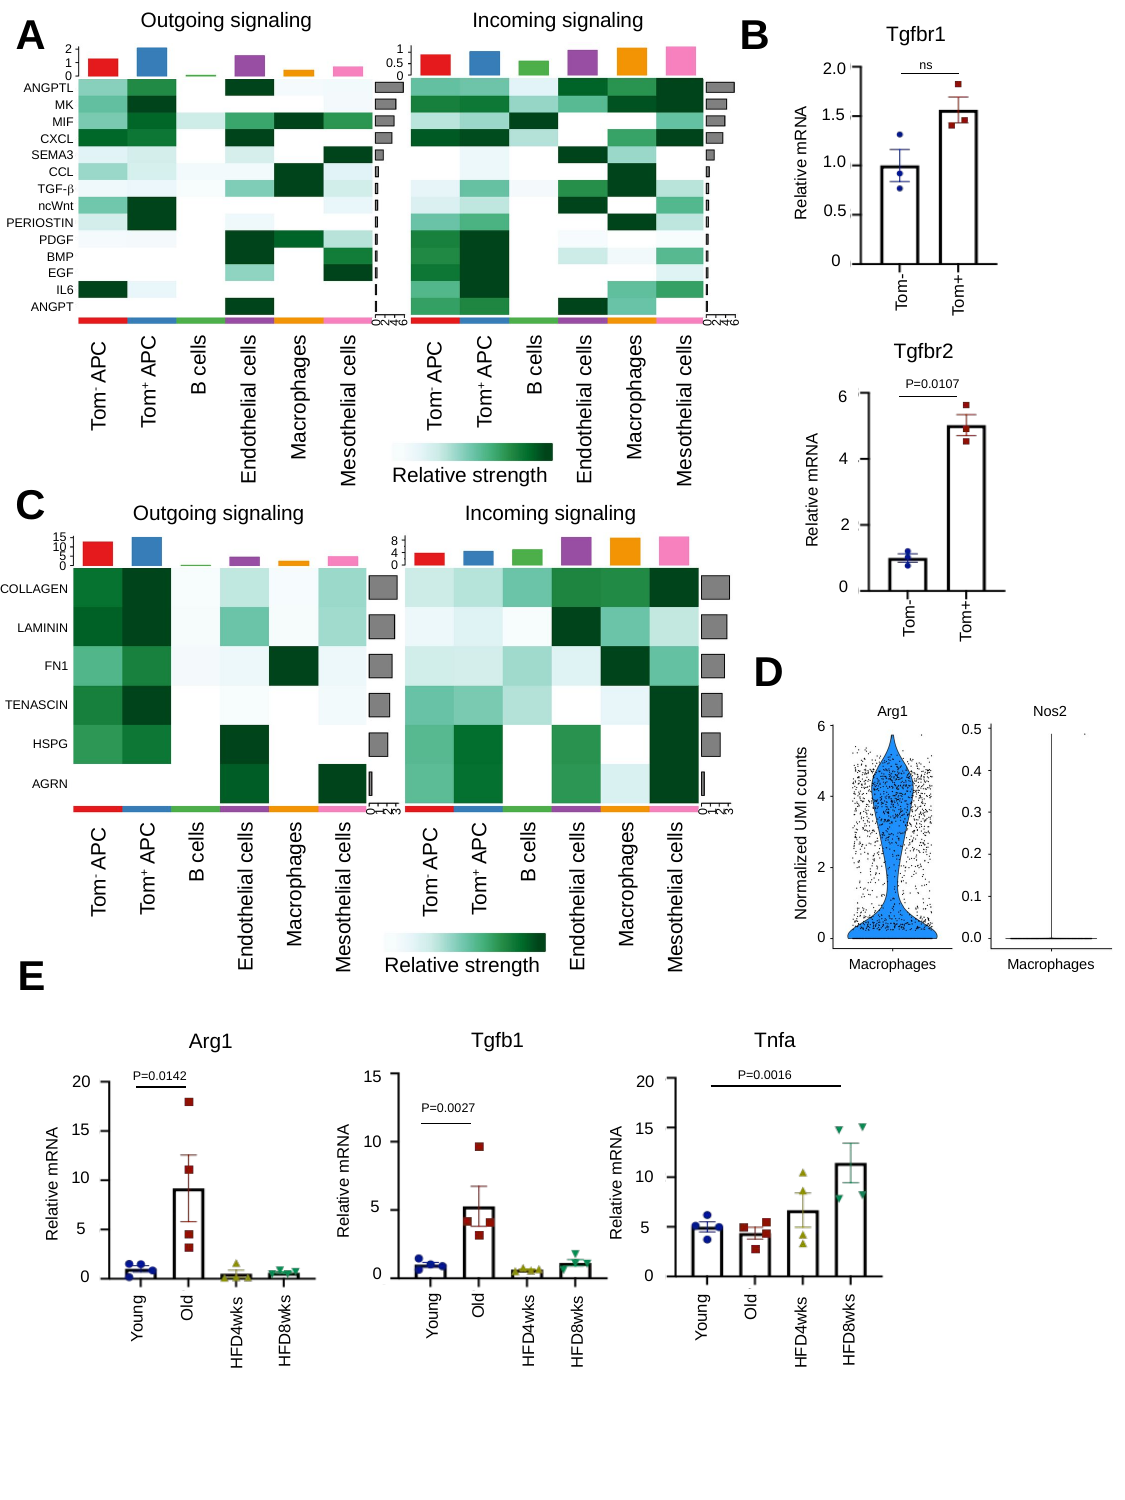

A
B
Outgoing signaling
Incoming signaling
2
1
1
0.5
0
0
ANGPTL
MK
MIF
CXCL
SEMA3
CCL
TGF-b
ncWnt
PERIOSTIN
PDGF
BMP
EGF
IL6
ANGPT
0
2
4
6
0
2
4
6
B cells
B cells
Tom+ APC
Tom+ APC
Tom- APC
Tom- APC
Macrophages
Macrophages
Endothelial cells
Endothelial cells
Mesothelial cells
Mesothelial cells
Relative strength
ns
1.5
1.0
Relative mRNA
0.5
0
Tom+
Tom-
Tgfbr1
2.0
Tgfbr2
P=0.0107
6
4
Relative mRNA
2
0
Tom+
Tom-
C
Outgoing signaling
Incoming signaling
15
8
10
4
5
0
0
COLLAGEN
LAMININ
FN1
TENASCIN
HSPG
AGRN
0
1
2
3
0
1
2
3
B cells
B cells
Tom+ APC
Tom+ APC
Tom- APC
Tom- APC
Macrophages
Macrophages
Endothelial cells
Endothelial cells
Mesothelial cells
Mesothelial cells
Relative strength
D
Arg1
6
4
Normalized UMI counts
2
0
Macrophages
Nos2
0.5
0.4
0.3
0.2
0.1
0.0
Macrophages
E
Tgfb1
15
P=0.0027
10
Relative mRNA
5
0
Old
Young
HFD4wks
HFD8wks
Tnfa
P=0.0016
20
15
10
Relative mRNA
5
0
Old
HFD8wks
Young
HFD4wks
Arg1
P=0.0142
20
15
10
Relative mRNA
5
0
Old
HFD8wks
Young
HFD4wks

## Slide 6
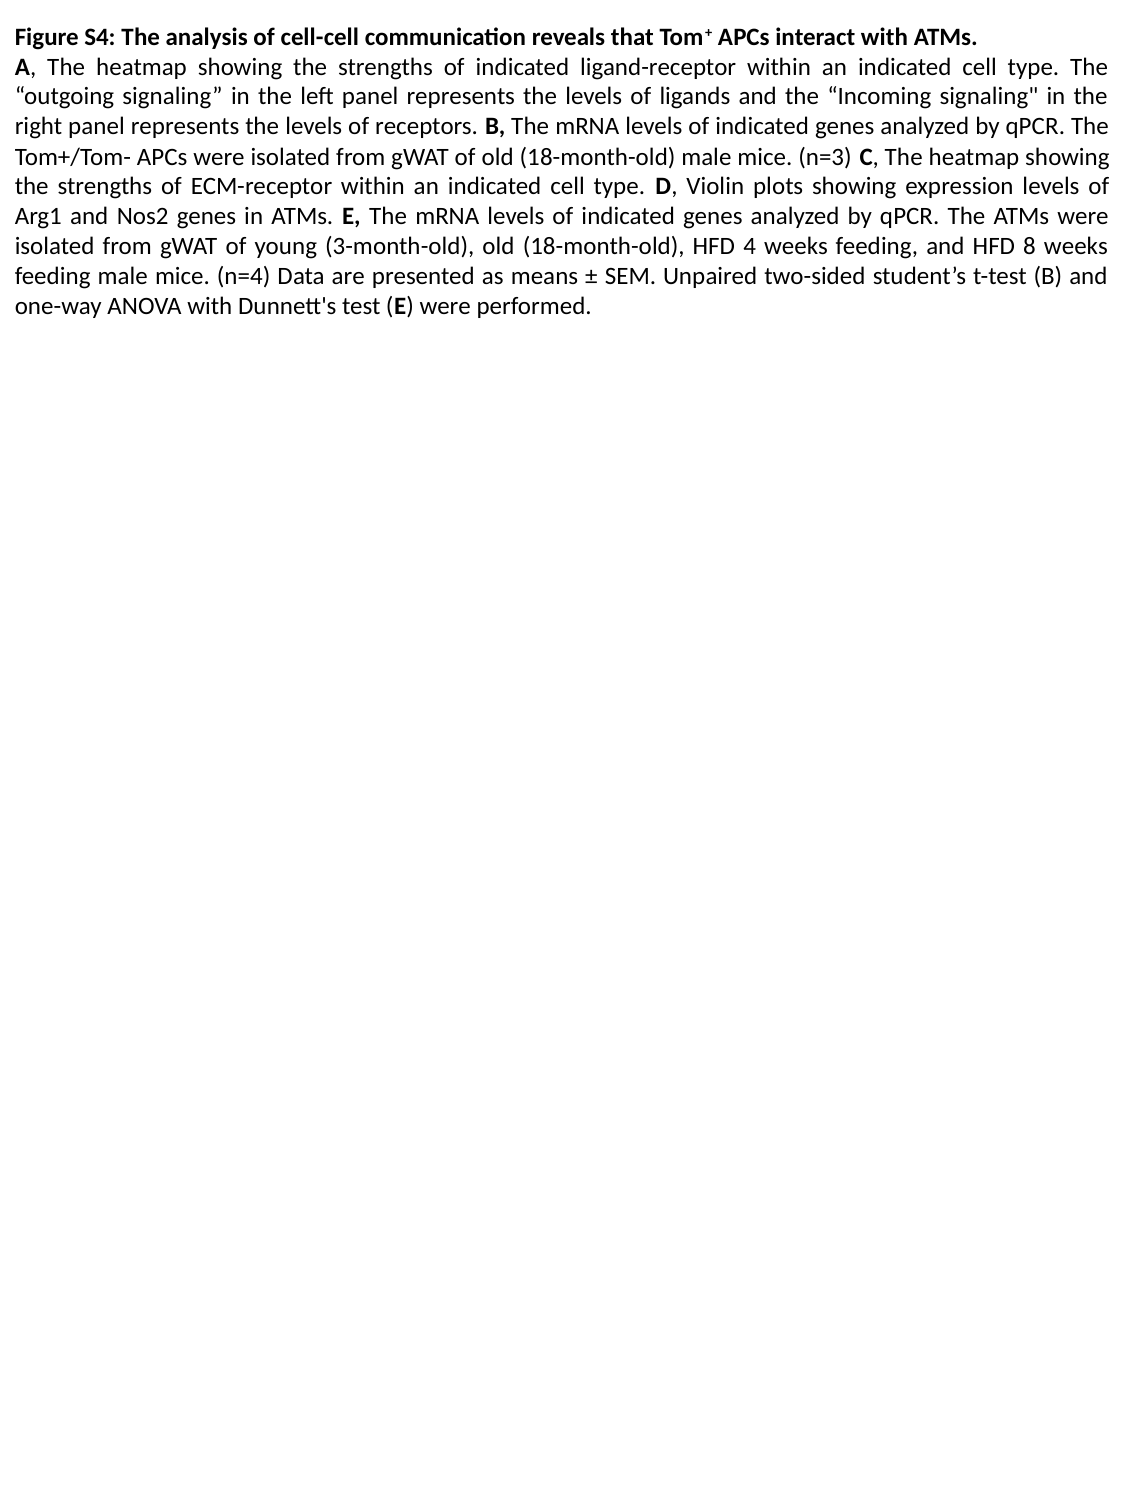

Figure S4: The analysis of cell-cell communication reveals that Tom+ APCs interact with ATMs.
A, The heatmap showing the strengths of indicated ligand-receptor within an indicated cell type. The “outgoing signaling” in the left panel represents the levels of ligands and the “Incoming signaling" in the right panel represents the levels of receptors. B, The mRNA levels of indicated genes analyzed by qPCR. The Tom+/Tom- APCs were isolated from gWAT of old (18-month-old) male mice. (n=3) C, The heatmap showing the strengths of ECM-receptor within an indicated cell type. D, Violin plots showing expression levels of Arg1 and Nos2 genes in ATMs. E, The mRNA levels of indicated genes analyzed by qPCR. The ATMs were isolated from gWAT of young (3-month-old), old (18-month-old), HFD 4 weeks feeding, and HFD 8 weeks feeding male mice. (n=4) Data are presented as means ± SEM. Unpaired two-sided student’s t-test (B) and one-way ANOVA with Dunnett's test (E) were performed.

## Slide 7
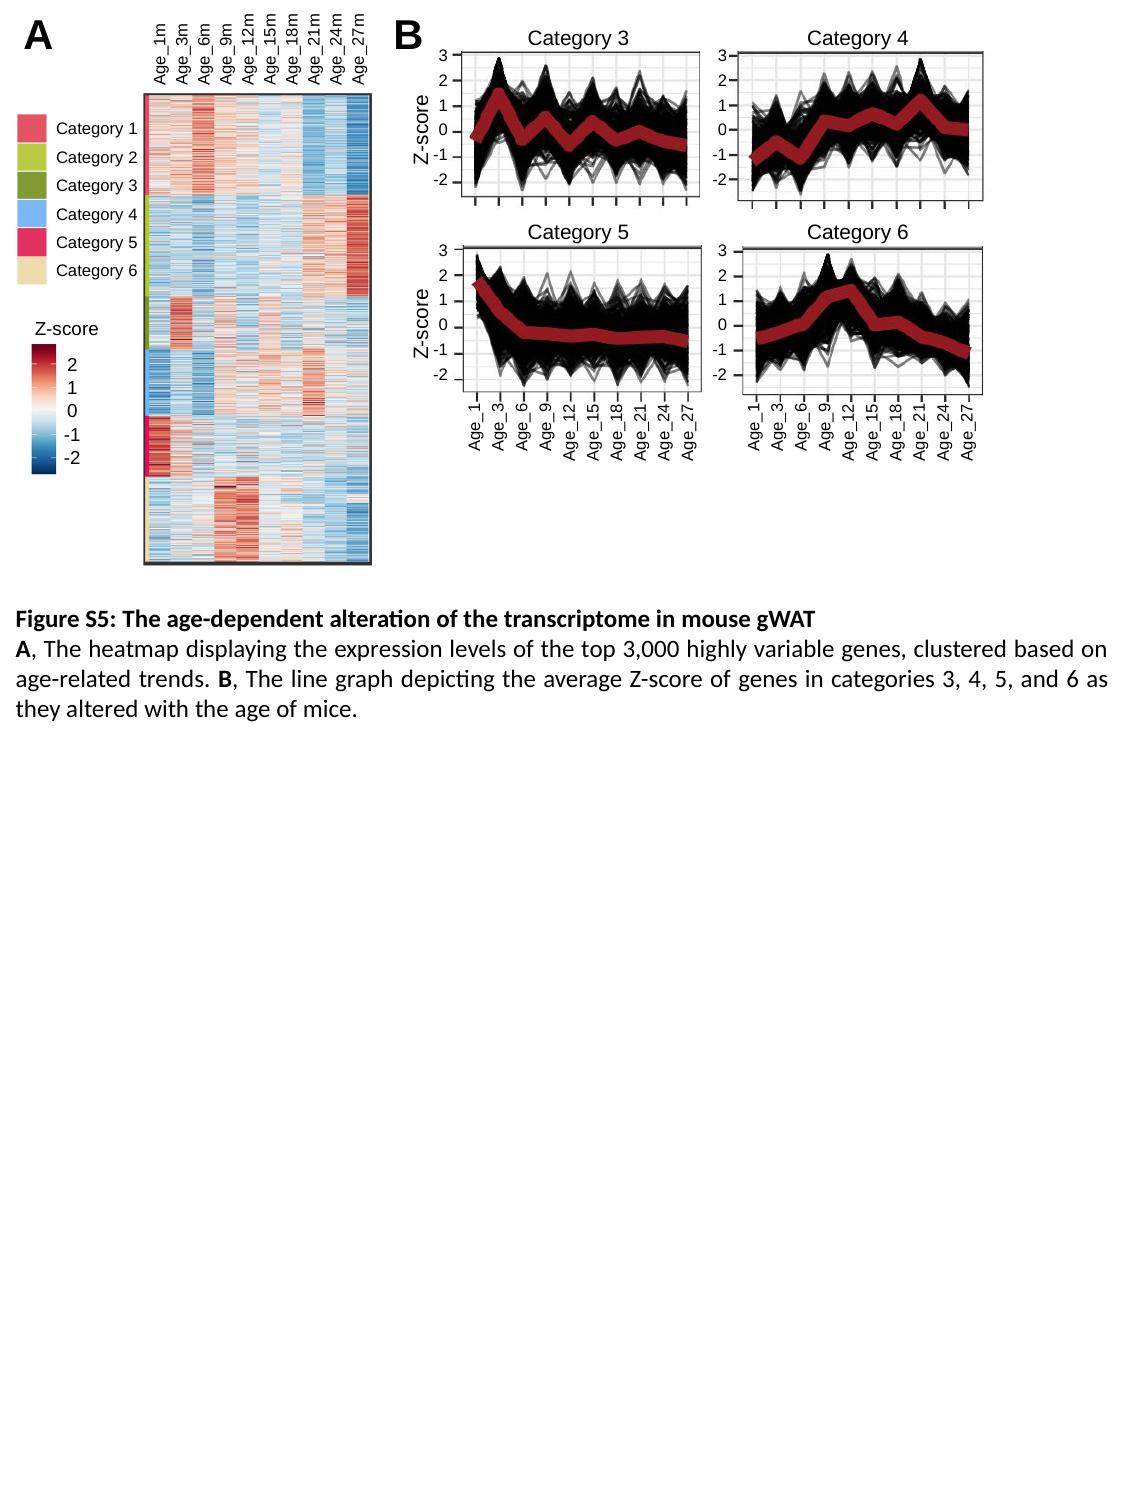

A
B
Category 3
Category 4
3
3
2
2
1
1
Z-score
0
0
-1
-1
-2
-2
Category 5
Category 6
3
3
2
2
1
1
Z-score
0
0
-1
-1
-2
-2
Age_1
Age_3
Age_6
Age_9
Age_12
Age_15
Age_18
Age_21
Age_24
Age_27
Age_1
Age_3
Age_6
Age_9
Age_12
Age_15
Age_18
Age_21
Age_24
Age_27
Age_12m
Age_15m
Age_18m
Age_21m
Age_24m
Age_27m
Age_1m
Age_3m
Age_6m
Age_9m
Category 1
Category 2
Category 3
Category 4
Category 5
Category 6
Z-score
2
1
0
-1
-2
Figure S5: The age-dependent alteration of the transcriptome in mouse gWAT
A, The heatmap displaying the expression levels of the top 3,000 highly variable genes, clustered based on age-related trends. B, The line graph depicting the average Z-score of genes in categories 3, 4, 5, and 6 as they altered with the age of mice.

## Slide 8
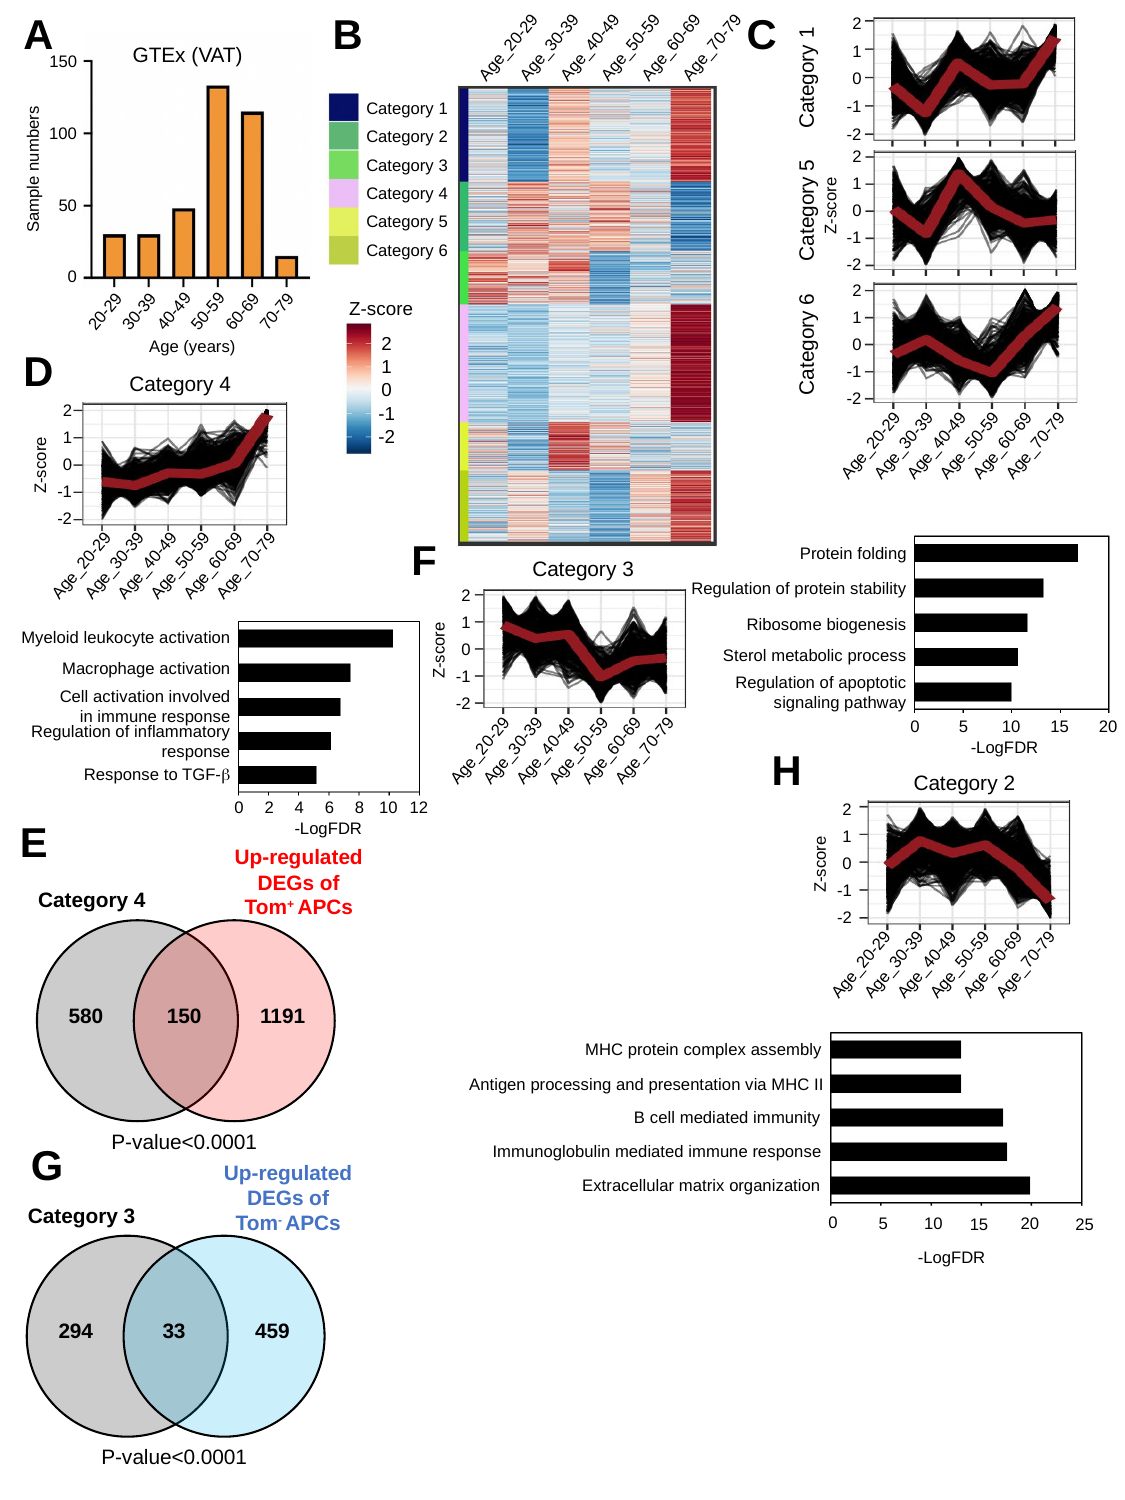

A
B
C
Age_20-29
Age_30-39
Age_40-49
Age_50-59
Age_60-69
Age_70-79
Category 1
Category 2
Category 3
Category 4
Category 5
Category 6
Z-score
2
1
0
-1
-2
2
GTEx (VAT)
150
100
Sample numbers
50
0
20-29
30-39
40-49
50-59
60-69
70-79
Age (years)
1
Category 1
0
-1
-2
2
1
Z-score
Category 5
0
-1
-2
2
1
Category 6
0
D
-1
Category 4
2
1
0
Z-score
-1
-2
Age_20-29
Age_30-39
Age_40-49
Age_50-59
Age_60-69
Age_70-79
-2
Age_20-29
Age_30-39
Age_40-49
Age_50-59
Age_60-69
Age_70-79
F
Protein folding
Regulation of protein stability
Ribosome biogenesis
Sterol metabolic process
Regulation of apoptotic signaling pathway
0
5
10
15
20
-LogFDR
Category 3
2
1
0
Z-score
-1
-2
Age_20-29
Age_30-39
Age_40-49
Age_50-59
Age_60-69
Age_70-79
Myeloid leukocyte activation
Macrophage activation
Cell activation involved
 in immune response
Regulation of inflammatory
 response
Response to TGF-b
0
2
4
6
8
10
12
-LogFDR
H
Category 2
2
1
0
Z-score
-1
-2
Age_20-29
Age_30-39
Age_40-49
Age_50-59
Age_60-69
Age_70-79
E
Up-regulated DEGs of Tom+ APCs
Category 4
580
150
1191
P-value<0.0001
MHC protein complex assembly
Antigen processing and presentation via MHC II
B cell mediated immunity
Immunoglobulin mediated immune response
Extracellular matrix organization
0
5
10
20
15
25
-LogFDR
G
Up-regulated DEGs of Tom- APCs
Category 3
294
33
459
P-value<0.0001

## Slide 9
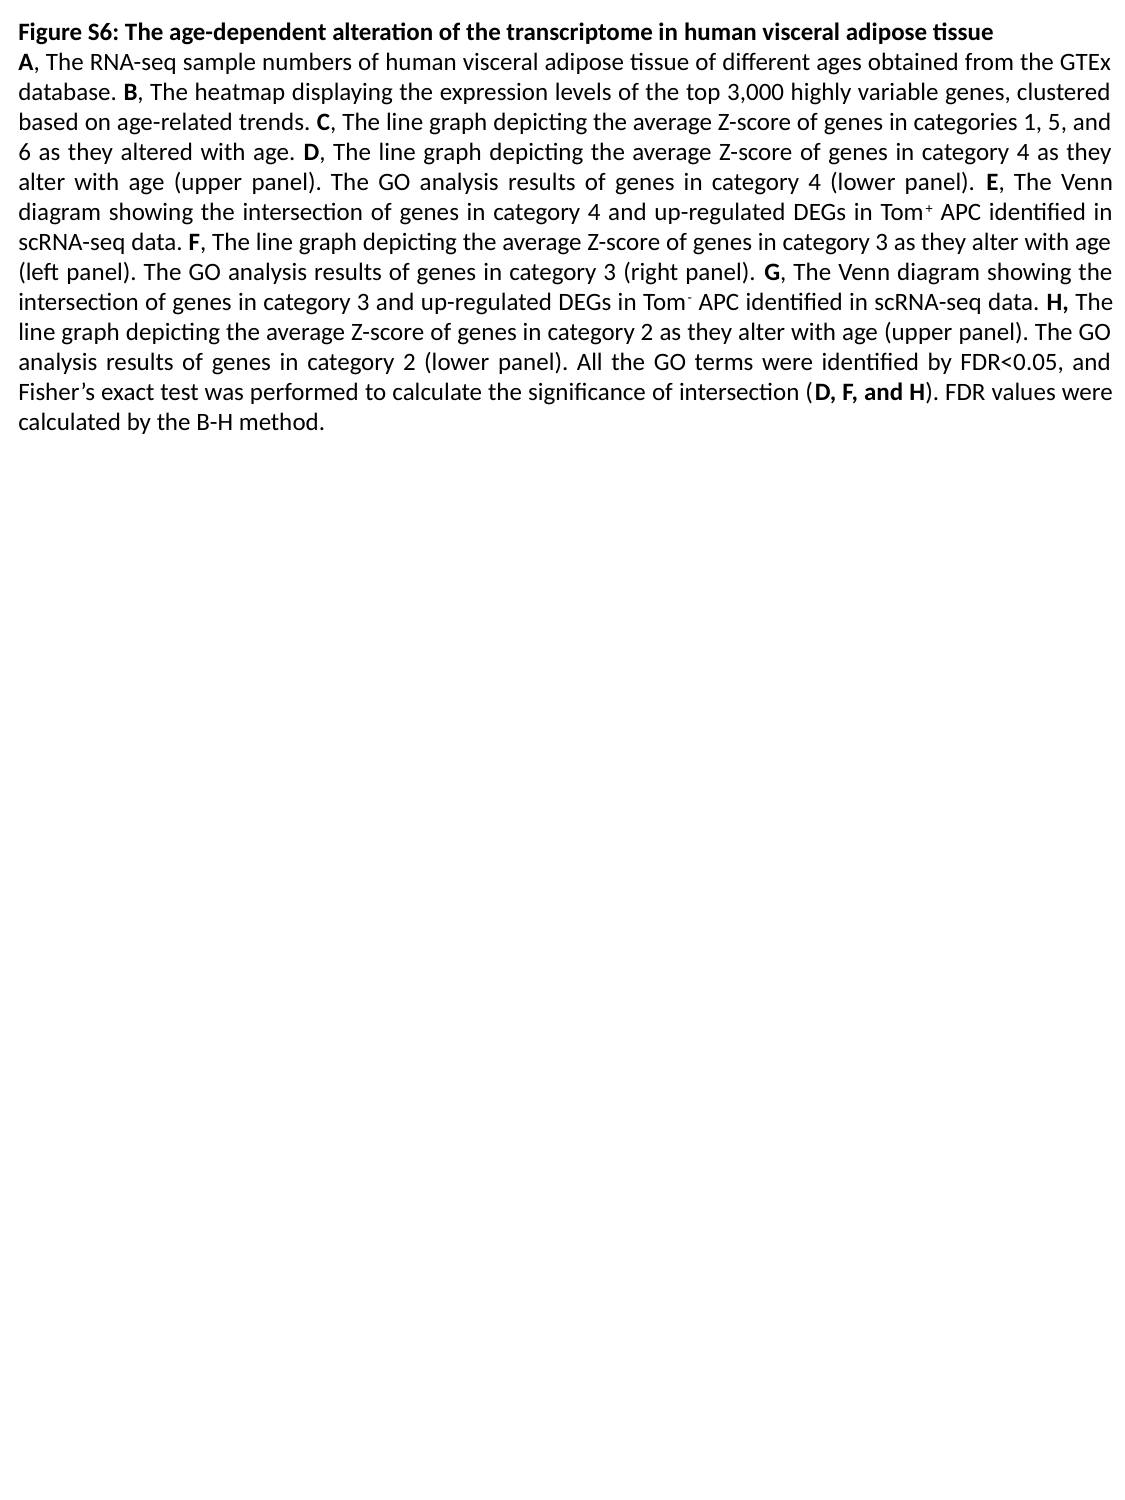

Figure S6: The age-dependent alteration of the transcriptome in human visceral adipose tissue
A, The RNA-seq sample numbers of human visceral adipose tissue of different ages obtained from the GTEx database. B, The heatmap displaying the expression levels of the top 3,000 highly variable genes, clustered based on age-related trends. C, The line graph depicting the average Z-score of genes in categories 1, 5, and 6 as they altered with age. D, The line graph depicting the average Z-score of genes in category 4 as they alter with age (upper panel). The GO analysis results of genes in category 4 (lower panel). E, The Venn diagram showing the intersection of genes in category 4 and up-regulated DEGs in Tom+ APC identified in scRNA-seq data. F, The line graph depicting the average Z-score of genes in category 3 as they alter with age (left panel). The GO analysis results of genes in category 3 (right panel). G, The Venn diagram showing the intersection of genes in category 3 and up-regulated DEGs in Tom- APC identified in scRNA-seq data. H, The line graph depicting the average Z-score of genes in category 2 as they alter with age (upper panel). The GO analysis results of genes in category 2 (lower panel). All the GO terms were identified by FDR<0.05, and Fisher’s exact test was performed to calculate the significance of intersection (D, F, and H). FDR values were calculated by the B-H method.

## Slide 10
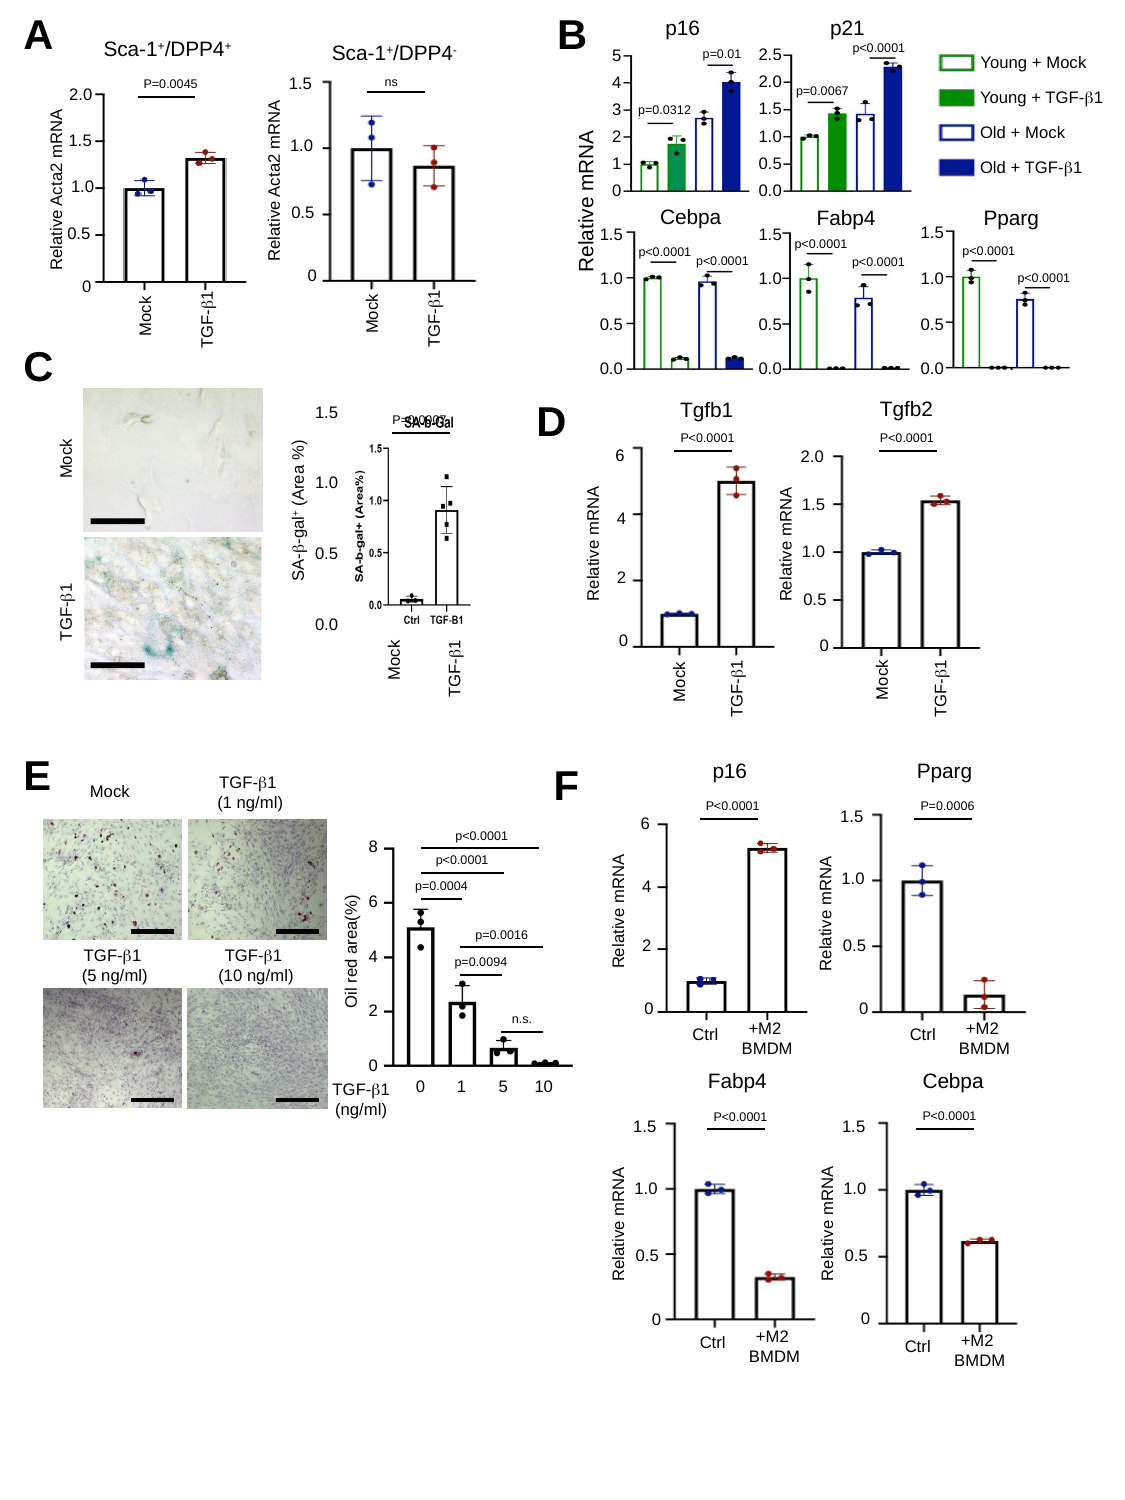

A
B
p16
p21
p<0.0001
2.5
5
p=0.01
2.0
4
p=0.0067
1.5
3
p=0.0312
1.0
2
0.5
1
0
0.0
Relative mRNA
Cebpa
Fabp4
Pparg
1.5
1.5
1.5
p<0.0001
p<0.0001
p<0.0001
p<0.0001
p<0.0001
1.0
1.0
1.0
p<0.0001
0.5
0.5
0.5
0.0
0.0
0.0
Young + Mock
Young + TGF-b1
Old + Mock
Old + TGF-b1
Sca-1+/DPP4+
P=0.0045
1.5
1.0
Relative Acta2 mRNA
0.5
0
Mock
TGF-b1
2.0
1.5
ns
1.0
Relative Acta2 mRNA
0.5
0
Mock
TGF-b1
Sca-1+/DPP4-
C
D
Tgfb2
P<0.0001
2.0
1.5
Relative mRNA
1.0
0.5
0
TGF-b1
Mock
Tgfb1
P<0.0001
6
4
Relative mRNA
2
0
TGF-b1
Mock
1.5
P=0.0007
1.0
SA-b-gal+ (Area %)
0.5
0.0
TGF-b1
Mock
Mock
TGF-b1
E
p16
P<0.0001
6
4
Relative mRNA
2
0
+M2 BMDM
Ctrl
Pparg
P=0.0006
1.5
1.0
Relative mRNA
0.5
0
+M2 BMDM
Ctrl
Cebpa
P<0.0001
1.5
1.0
Relative mRNA
0.5
0
Fabp4
P<0.0001
1.5
1.0
Relative mRNA
0.5
0
+M2 BMDM
+M2 BMDM
Ctrl
Ctrl
F
TGF-b1
(1 ng/ml)
Mock
TGF-b1
(5 ng/ml)
TGF-b1
(10 ng/ml)
p<0.0001
8
p<0.0001
p=0.0004
6
p=0.0016
Oil red area(%)
4
p=0.0094
2
n.s.
0
0
1
5
10
TGF-b1
(ng/ml)

## Slide 11
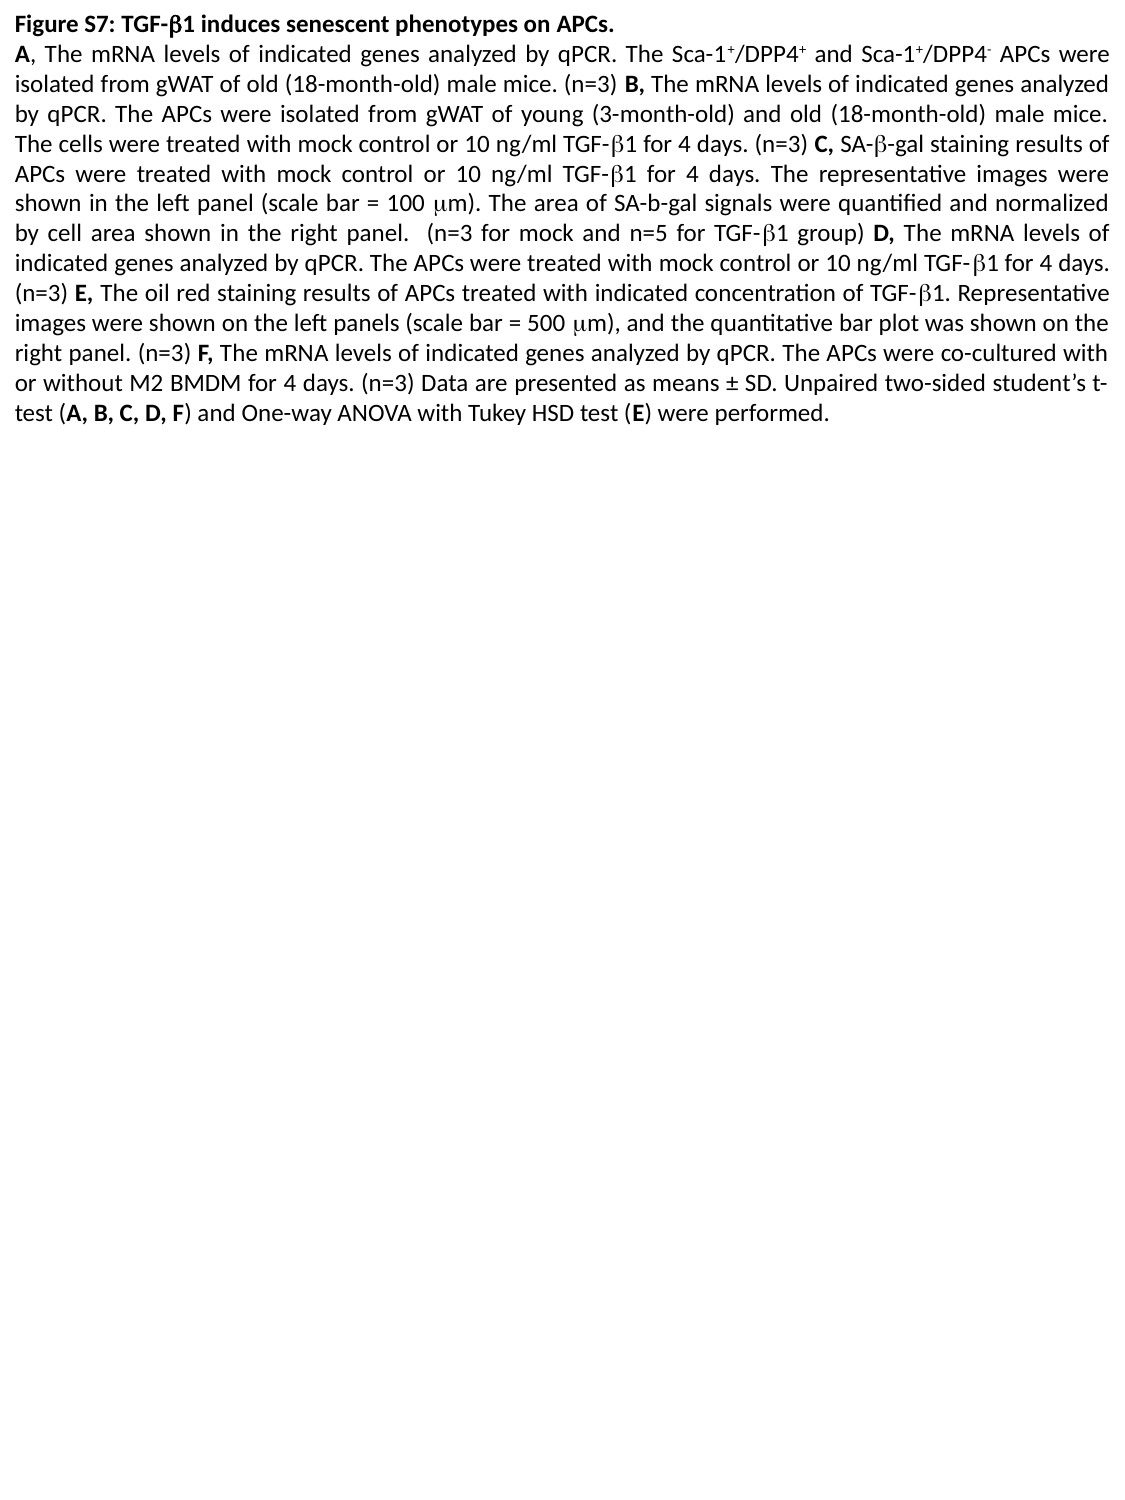

Figure S7: TGF-b1 induces senescent phenotypes on APCs.
A, The mRNA levels of indicated genes analyzed by qPCR. The Sca-1+/DPP4+ and Sca-1+/DPP4- APCs were isolated from gWAT of old (18-month-old) male mice. (n=3) B, The mRNA levels of indicated genes analyzed by qPCR. The APCs were isolated from gWAT of young (3-month-old) and old (18-month-old) male mice. The cells were treated with mock control or 10 ng/ml TGF-b1 for 4 days. (n=3) C, SA-b-gal staining results of APCs were treated with mock control or 10 ng/ml TGF-b1 for 4 days. The representative images were shown in the left panel (scale bar = 100 mm). The area of SA-b-gal signals were quantified and normalized by cell area shown in the right panel. (n=3 for mock and n=5 for TGF-b1 group) D, The mRNA levels of indicated genes analyzed by qPCR. The APCs were treated with mock control or 10 ng/ml TGF-b1 for 4 days. (n=3) E, The oil red staining results of APCs treated with indicated concentration of TGF-b1. Representative images were shown on the left panels (scale bar = 500 mm), and the quantitative bar plot was shown on the right panel. (n=3) F, The mRNA levels of indicated genes analyzed by qPCR. The APCs were co-cultured with or without M2 BMDM for 4 days. (n=3) Data are presented as means ± SD. Unpaired two-sided student’s t-test (A, B, C, D, F) and One-way ANOVA with Tukey HSD test (E) were performed.

## Slide 12
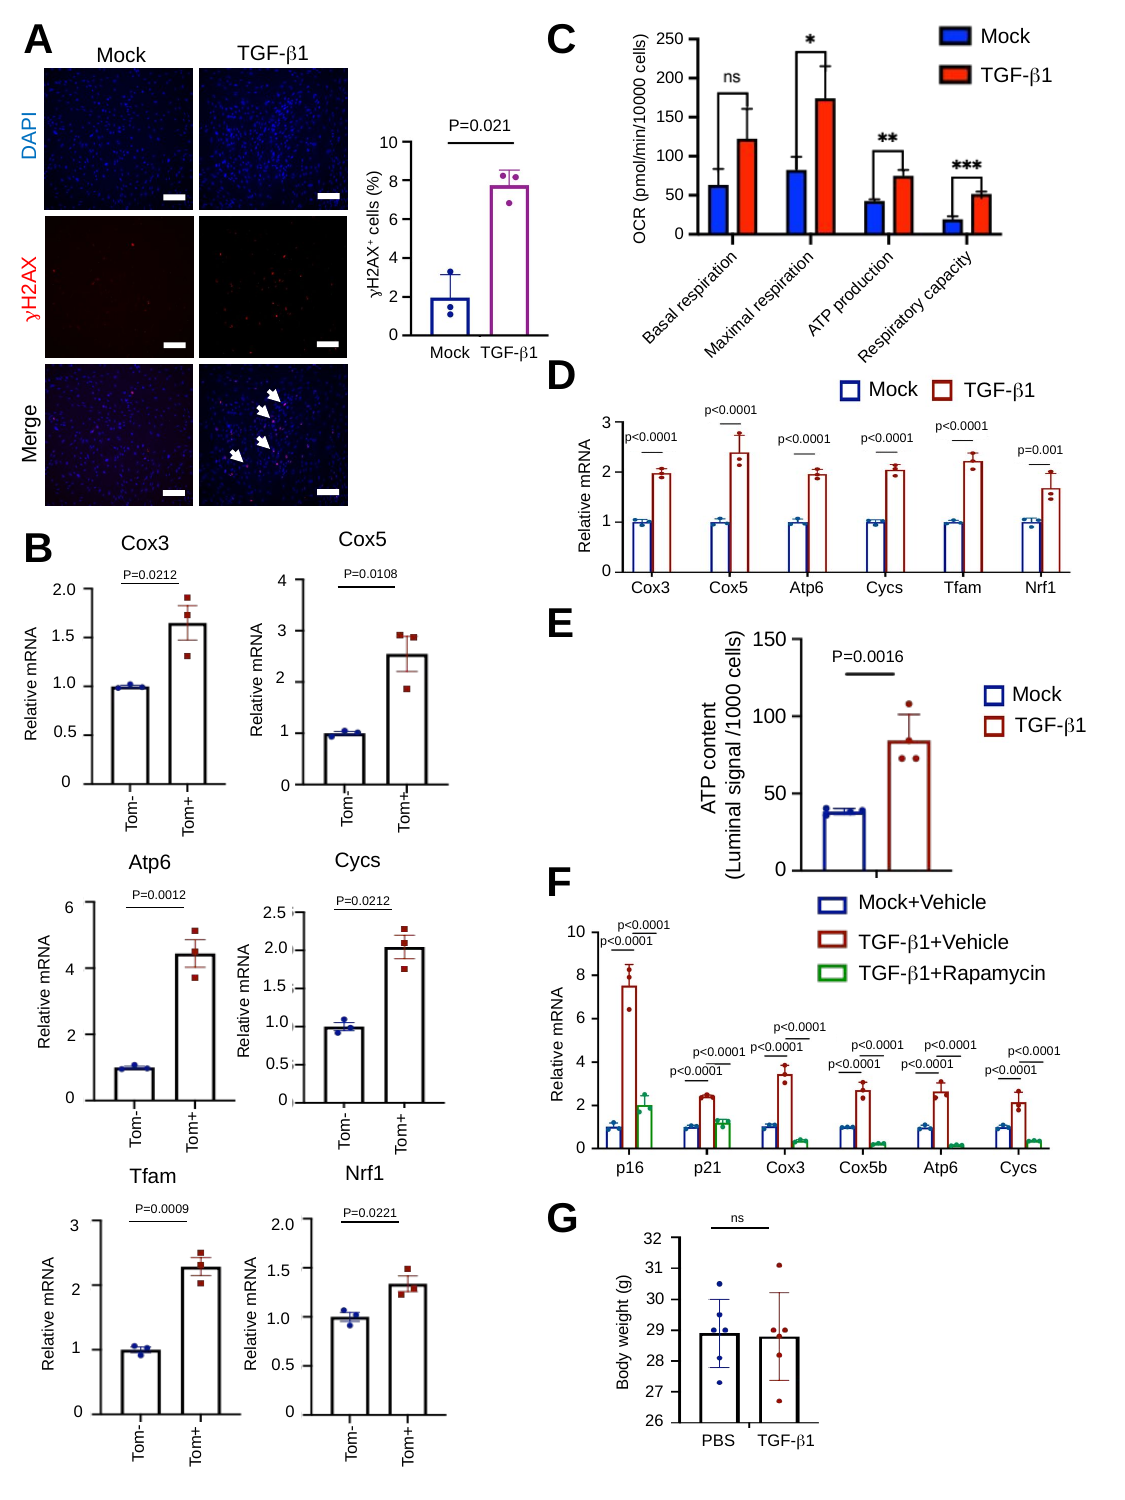

A
C
Mock
250
TGF-b1
200
150
OCR (pmol/min/10000 cells)
100
50
0
ATP production
Respiratory capacity
Basal respiration
Maximal respiration
TGF-b1
Mock
DAPI
gH2AX
Merge
P=0.021
10
8
6
gH2AX+ cells (%)
4
2
0
Mock
TGF-b1
D
Mock
TGF-b1
p<0.0001
3
p<0.0001
p<0.0001
p<0.0001
p<0.0001
p=0.001
2
Relative mRNA
1
0
Cox3
Cox5
Atp6
Cycs
Tfam
Nrf1
B
Cox5
P=0.0108
3
2
Relative mRNA
1
0
Tom+
Tom-
4
Cox3
P=0.0212
1.5
1.0
Relative mRNA
0.5
0
Tom+
Tom-
2.0
E
150
P=0.0016
Mock
100
TGF-b1
ATP content
(Luminal signal /1000 cells)
50
0
Cycs
P=0.0212
1.5
Relative mRNA
1.0
0.5
0
Tom+
Tom-
2.0
2.5
P=0.0012
6
4
Relative mRNA
2
0
Tom+
Tom-
Atp6
F
Mock+Vehicle
p<0.0001
10
TGF-b1+Vehicle
p<0.0001
TGF-b1+Rapamycin
8
6
p<0.0001
Relative mRNA
p<0.0001
p<0.0001
p<0.0001
p<0.0001
p<0.0001
4
p<0.0001
p<0.0001
p<0.0001
p<0.0001
2
0
p16
p21
Cox3
Cox5b
Atp6
Cycs
Nrf1
P=0.0221
1.5
Relative mRNA
1.0
0.5
0
Tom+
Tom-
2.0
Tfam
P=0.0009
3
2
Relative mRNA
1
0
Tom+
Tom-
ns
Body weight (g)
28
26
PBS
TGF-b1
32
31
30
29
27
G

## Slide 13
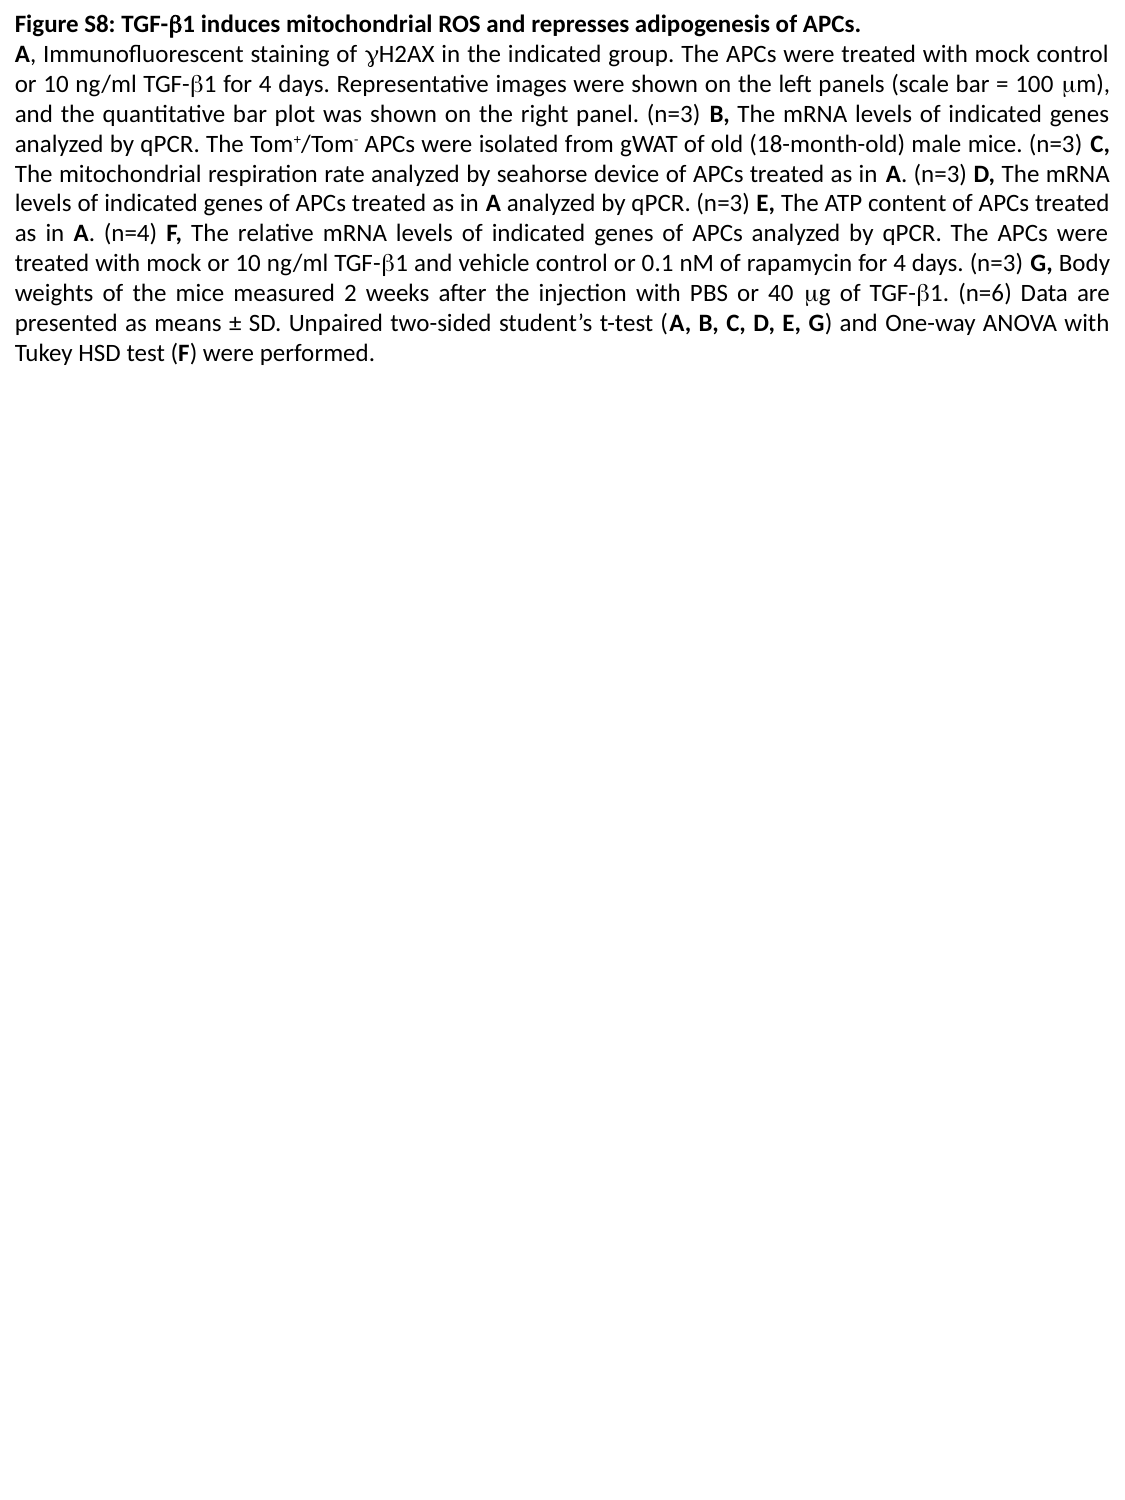

Figure S8: TGF-b1 induces mitochondrial ROS and represses adipogenesis of APCs.
A, Immunofluorescent staining of gH2AX in the indicated group. The APCs were treated with mock control or 10 ng/ml TGF-b1 for 4 days. Representative images were shown on the left panels (scale bar = 100 mm), and the quantitative bar plot was shown on the right panel. (n=3) B, The mRNA levels of indicated genes analyzed by qPCR. The Tom+/Tom- APCs were isolated from gWAT of old (18-month-old) male mice. (n=3) C, The mitochondrial respiration rate analyzed by seahorse device of APCs treated as in A. (n=3) D, The mRNA levels of indicated genes of APCs treated as in A analyzed by qPCR. (n=3) E, The ATP content of APCs treated as in A. (n=4) F, The relative mRNA levels of indicated genes of APCs analyzed by qPCR. The APCs were treated with mock or 10 ng/ml TGF-b1 and vehicle control or 0.1 nM of rapamycin for 4 days. (n=3) G, Body weights of the mice measured 2 weeks after the injection with PBS or 40 mg of TGF-b1. (n=6) Data are presented as means ± SD. Unpaired two-sided student’s t-test (A, B, C, D, E, G) and One-way ANOVA with Tukey HSD test (F) were performed.

## Slide 14
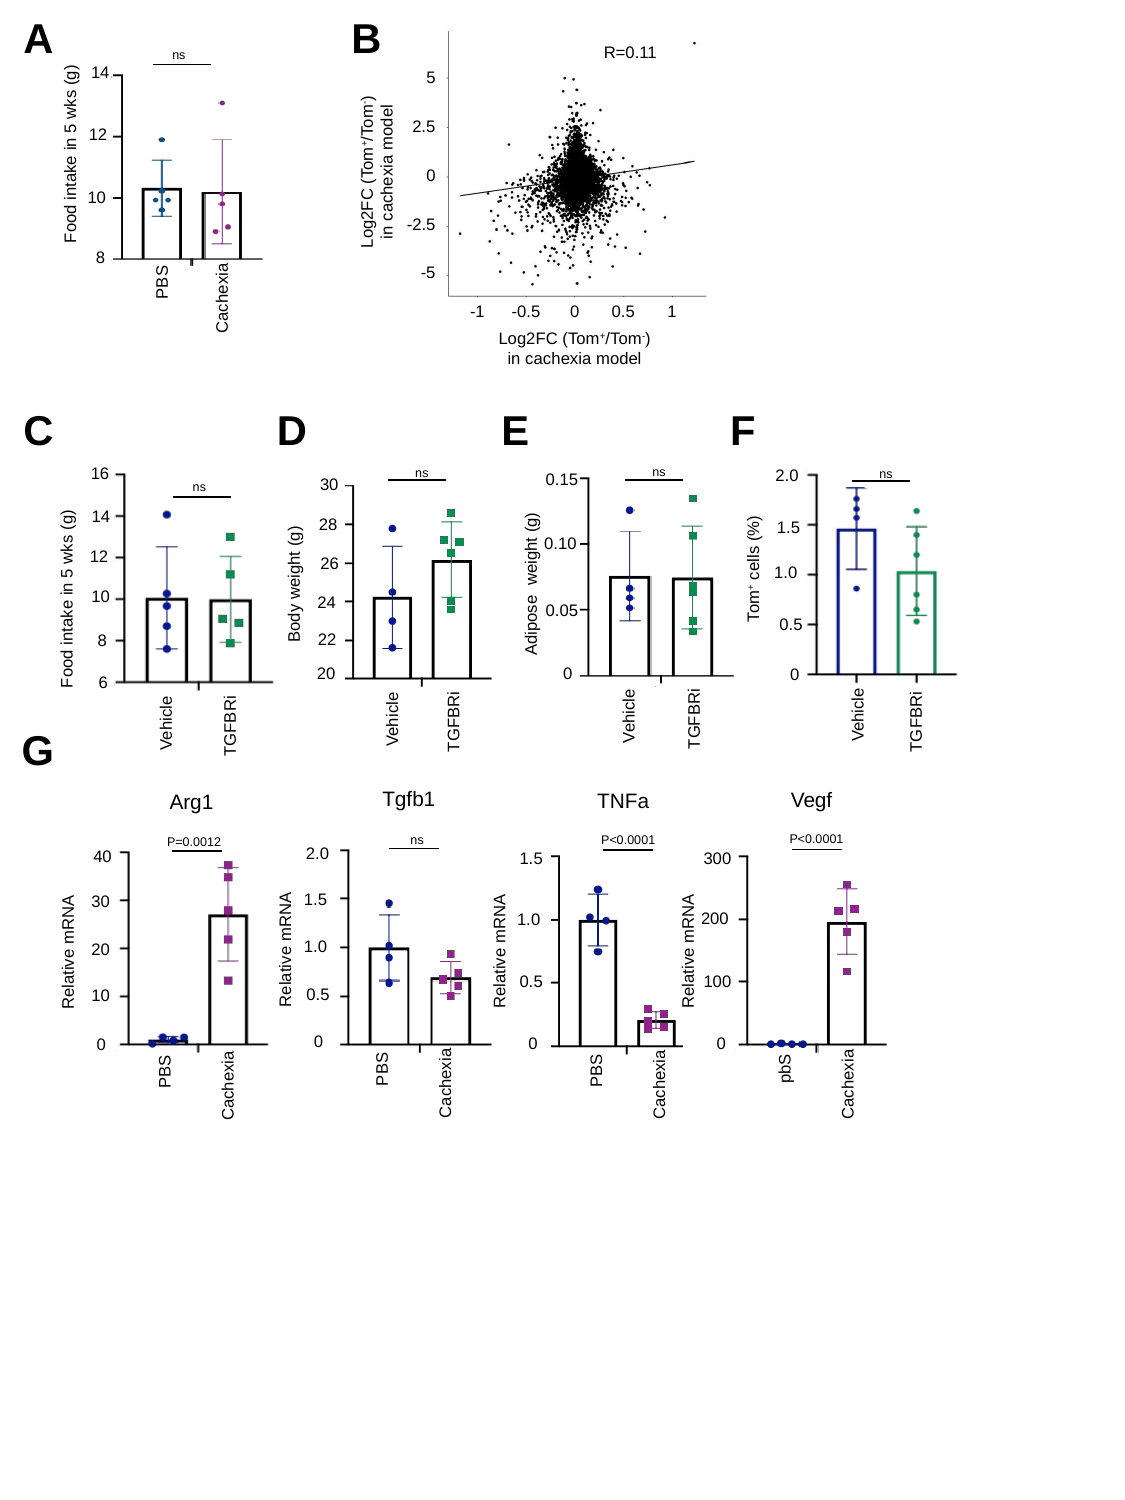

ns
14
12
Food intake in 5 wks (g)
10
8
PBS
Cachexia
A
B
R=0.11
5
2.5
Log2FC (Tom+/Tom-)
in cachexia model
0
-2.5
-5
-1
-0.5
0
0.5
1
Log2FC (Tom+/Tom-)
in cachexia model
C
D
E
F
ns
Tom+ cells (%)
0.5
0
Vehicle
TGFBRi
1.5
1.0
ns
Adipose weight (g)
0.05
0
Vehicle
TGFBRi
0.15
0.10
ns
Body weight (g)
24
20
Vehicle
TGFBRi
30
28
26
22
ns
14
10
Food intake in 5 wks (g)
8
6
Vehicle
TGFBRi
16
2.0
12
G
Tgfb1
ns
2.0
1.5
1.0
Relative mRNA
0.5
0
Cachexia
PBS
Vegf
P<0.0001
300
200
Relative mRNA
100
0
Cachexia
pbS
TNFa
P<0.0001
1.5
1.0
Relative mRNA
0.5
0
Cachexia
PBS
Arg1
P=0.0012
40
30
20
Relative mRNA
10
0
Cachexia
PBS

## Slide 15
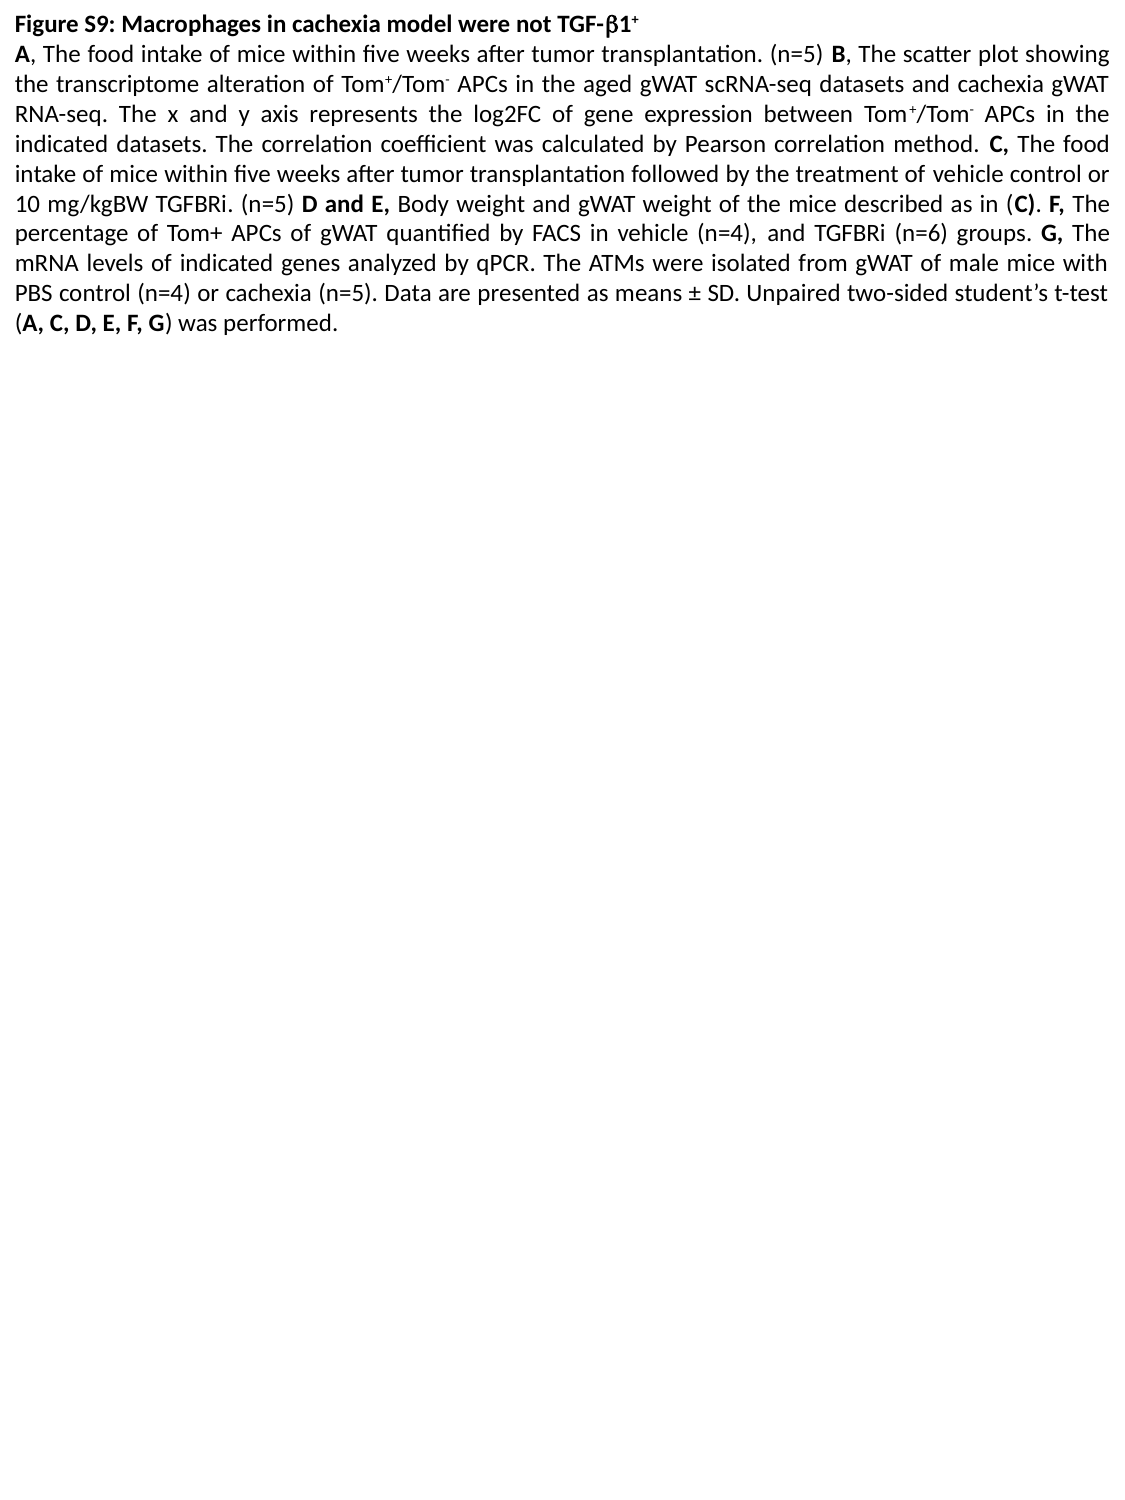

Figure S9: Macrophages in cachexia model were not TGF-b1+
A, The food intake of mice within five weeks after tumor transplantation. (n=5) B, The scatter plot showing the transcriptome alteration of Tom+/Tom- APCs in the aged gWAT scRNA-seq datasets and cachexia gWAT RNA-seq. The x and y axis represents the log2FC of gene expression between Tom+/Tom- APCs in the indicated datasets. The correlation coefficient was calculated by Pearson correlation method. C, The food intake of mice within five weeks after tumor transplantation followed by the treatment of vehicle control or 10 mg/kgBW TGFBRi. (n=5) D and E, Body weight and gWAT weight of the mice described as in (C). F, The percentage of Tom+ APCs of gWAT quantified by FACS in vehicle (n=4), and TGFBRi (n=6) groups. G, The mRNA levels of indicated genes analyzed by qPCR. The ATMs were isolated from gWAT of male mice with PBS control (n=4) or cachexia (n=5). Data are presented as means ± SD. Unpaired two-sided student’s t-test (A, C, D, E, F, G) was performed.

How the deposited data were processed for this re-analysis (not part of the article)

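CD31- CD45- cells of gWAT from 18-month-old p16-CreERT2/Rosa26-LSL-tdTomato male mice, sorted as Tom+ or Tom-, were measured in 1 droplet library per condition (10x Genomics, 3′ chemistry v3.1). The authors made the count tables with Cell Ranger, and the deposited values are raw UMI counts per gene and barcode, with no normalization and without the quality control of the methods. The paper's text does not name the number of mice pooled per library. The other libraries of the paper (CD45+ and CD45- cells, bulk RNA-seq and the culture experiments) were not used here.

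Cells with more than 1000 and fewer than 7000 genes and a mitochondrial share under 8% were kept, as in the methods. The lowest barcode of either library had 500 UMIs. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, with a fixed seed of 0. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes, 30 principal components and 20 neighbours were used for Leiden clustering. Coarse clusters were named from lists of marker genes fixed before the data were examined. The scoring rule (at least 3 markers detected, and markers among the 10 top genes) was written after the clusters were seen. The coarse resolution was not fixed beforehand: 5 resolutions from 0.05 to 0.5 were looked at, 0.1 was taken and 0.2 was carried as an alternative. Neighbour weights were rounded to 5 decimals so that the clustering can be repeated exactly. An earlier run with 3 decimals merged the unnamed cluster led by Calca and Ncam1 with the APC-like cells. Its gene ratios were seen and not used, since that rounding removes weak links between cells, and the merged group is carried as an alternative for every ratio and list.

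UMIs of the APC-like cells were summed per library and scaled to CPM. The log2 ratio of Tom+ over Tom- has an exact conditional (Clopper-Pearson) 95% interval for counting error. No test was made, since each condition is 1 library. The genes named are those that the paper names in its text or figure labels, with the senescence genes, and the 10 largest and 10 smallest ratios among genes with a mean of at least 50 CPM that keep their sign with all cells that pass quality control. This rule was set before the data were examined, as were the main settings, most alternatives and the 20 gene lists, which are hand-written or follow a rule on the symbol. List members with a mean of at least 5 CPM entered, and each list's median was set beside 10000 random lists drawn from 20 bins of expression. Coordinates are from GENCODE vM21 (GRCm38), on which tdTomato is not placed.

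Of the lists that bear on senescence, the median was -0.44 for secretory genes of senescent cells (SASP; percentile 0). It was 0.024 for the senescence and qPCR genes (percentile 21.8) and -0.0045 for proliferation genes (percentile 7.40). Further medians were 0.050 for ribosomal proteins (percentile 93.7), 0.67 for the named matrix genes (percentile 99.9) and 0.34 for the named ligands and receptors (percentile 99.7). The named mitochondrial qPCR genes had 0.17 (percentile 81.2), the named progenitor markers -0.069 (percentile 9.64), and Y-linked genes and Xist -0.013 (percentile 18.0). Mesothelial genes had -2.07 (percentile 0, 3 members) and immune genes 0.032 (percentile 27.1, 2 members).

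For shares of cells with a UMI, cells were thinned to 7512 UMIs, the 10th percentile of the APC-like cells. This left out 227 Tom+ and 527 Tom- APC-like cells that had fewer. Scores used 100 control genes per list. Scrublet called 5 Tom+ cells (0.142%) and 151 Tom- cells (2.25%) doublets at its automatic thresholds of 0.402 and 0.258, so it removed few cells of the Tom+ library.

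The calculation was tested on simulated data, in which 200 of 9738 genes were given a change between libraries of the depth of these. The sign was right for 100% of the changed genes, and the intervals covered the true ratio for 95.0% of genes, as counting error alone was simulated. The simulated changes were larger than most list medians here, so the rate of right signs does not carry over to ratios near 0. The mean absolute error was 0.050 on the log2 scale.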

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

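In this part, the limit of 5 tdTomato UMIs and the test of barcodes listed in both libraries were chosen only after results were seen. The 3 results below are signals that the paper does not report on, in these libraries.

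At least 5 tdTomato UMIs were found in 5.37% of the Tom+ APC-like cells (163 of 3036), against 58.8% of the mesothelial-like and 70.9% of the immunoglobulin-led cells of the same library. These 163 cells held 88.1% of the tdTomato UMIs of the Tom+ APC-like cells. A lower depth in APC-like cells is argued against: with all cells at 1 depth, a tdTomato UMI was found in 16.2% of Tom+ APC-like and 72.8% of Tom+ mesothelial-like cells. Doublets with reporter-bearing mesothelial cells are argued against as well, since the mesothelial genes Msln, Upk3b, Krt19, Lrrn4 and Upk1b were at 0.0842% of their mesothelial-like level in the 163 cells (9 UMIs). What stays open, and was not tested, is a lower transcription of the reporter in APCs with lasting tdTomato protein, recombination that differs between cell types, and sorting of cells without the reporter into the Tom+ gate. The sorting gate is the biological condition of this design, and RNA cannot show which cells were fluorescent.

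A tdTomato UMI was found in 13.1% of the Tom- APC-like cells (590 of 4505), of which 502 had exactly 1. UMIs of Tom+ cells counted under a barcode listed in both libraries are argued against for most of these cells: of the 846 Tom- cells that passed quality control and had a tdTomato UMI, 60 (7.09%, 5.46 to 9.04) had a barcode listed in the Tom+ library, and in 2 of them the Tom+ barcode had a tdTomato UMI. Among the 5871 Tom- cells without a tdTomato UMI, 224 (3.82%, 3.34 to 4.34) had such a barcode, and 7.04% at the depth of the 846 cells. Barcodes not listed in the Tom+ library were not seen. Free reporter RNA cannot be told apart from low expression. With all cells at 1 depth the share was 9.05% in APC-like and 5.78% in mesothelial-like cells, while without thinning it was 13.1% (12.1 to 14.1) and 11.2% (9.81 to 12.7). Thinning takes more of a fixed amount of free RNA from the deeper mesothelial-like cells, so the lower thinned share does not decide. A biological explanation, low expression of the reporter in Tom- cells, stays open and untested.

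The cells led by immunoglobulin genes made up 6.04% of the Tom+ cells that passed quality control (213 cells) and 1.55% of the Tom- cells (104 cells), after sorting for CD45- cells. Their leading genes were Igkc, Ighm, Igha and Jchain. In APC-like cells Igkc was at 642 CPM in the Tom+ and 300 CPM in the Tom- library, a log2 ratio of 1.10. Free RNA of these cells is a candidate explanation for that ratio: in mesothelial-like cells, which should not express it, the log2 ratio of Igkc was 1.76 (1.69 to 1.83). Whether the cells are plasma cells that passed the sort was not tested, and a difference between the sorted groups stays open.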

How the results depend on the processing

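No paired analysis was possible because each condition is 1 library, and for the same reason no library could be left out and no other split of the samples exists. The alternatives chosen after the data were seen are the coarse resolution of 0.2, the Calca cluster counted with the APC-like cells, the fixed Scrublet score of 0.25, clustering without genes that differ between the libraries, cells with a barcode of both libraries left out, and cells weighted to equal UMIs per cell; the others were set before the data were examined. Where a value below changed, the cause was not tested, unless stated. A value counts as changed when it leaves the counting interval of the value reported. Changes of sign are named below for results whose counting interval excludes 0. For 13 results whose interval includes 0, the sign also changed under 1 or more alternatives: Acvr1, Cdkn2a, Cdkn2b, Glb1, Lgals3, Lmnb1, Tgfb1, Tgfb3, Tgfbr1, and the medians of the Y-linked genes and Xist, immune genes, proliferation genes, and senescence and qPCR genes.

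The number of APC-like cells changed with a mitochondrial share under 5%, to 2386 Tom+ and 4059 Tom- cells, and with a minimum of 500 genes, to 4655 Tom- cells. With all cells that passed quality control it was 3524 and 6717. It was 4690 Tom- cells with the Calca cluster and 2758 Tom+ cells without the barcodes of both libraries. These alternatives change the number of cells by construction.

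The highest share of Tom+ cells in a cluster was 82.6% with 15 principal components and 82.4% without Scrublet doublets, where the lowest was 6.67%. When 8 clusters were asked for, 7 was the nearest number reached, with 73.8% and 17.1%. Without genes that differ between the libraries the highest share was 69.1%. In each of these settings, and with cells thinned to 1 depth, clusters above 50% remained, from 3 to 5 of them.

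With median-of-ratios size factors, these medians of lists changed sign: adipogenesis (-0.087), extracellular matrix organization (-0.060), nuclear oxidative phosphorylation (-0.060), the response to TGF-β (-0.037), the response to reactive oxygen species (-0.094) and ribosomal proteins (-0.099). The collagens moved to 0.23 and the mitochondrially encoded genes to 0.042. Single genes that changed sign were Cd34 (-0.035), Cox5b (-0.013), Ly6c1 (-0.055) and Trp53 (-0.061). The size factors move every gene by the same amount, and the median of all genes from 0.14 to -0.013, so these changes of sign follow from the scaling, and the percentiles among random lists stayed as they were. Under it, Acvr1 (-0.092), Tgfb1 (-0.037) and Tgfb3 (-0.13), and the median of the senescence and qPCR genes (-0.12), also fell below 0. So did Cdkn2a (-0.090), Cdkn2b (-0.098) and the median of the immune genes (-0.12), without leaving their counting intervals.

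With all cells that passed quality control, the medians of nuclear oxidative phosphorylation (-0.075), the response to reactive oxygen species (-0.083), ribosomal proteins (-0.060) and the named progenitor markers (0.078) changed sign. The medians moved to 0.16 for adipogenesis, 0.46 for the collagens, 0.14 for extracellular matrix organization and 0.18 for the response to TGF-β. Genes that changed sign were Angptl1 (0.033), Cd34 (-0.13), Cebpa (0.23), Cox5b (-0.062), Dpp4 (-0.65), Igfbp5 (-0.99), Ly6a (0.27), Pparg (0.28), Tfam (-0.0016) and Trp53 (-0.14). The Tom- library holds more mesothelial-like cells (28.6% against 6.95%), which these values include.

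With all deposited barcodes, the medians of nuclear oxidative phosphorylation (-0.075), the response to reactive oxygen species (-0.081), ribosomal proteins (-0.079) and the named progenitor markers (0.061) changed sign, and those of adipogenesis (0.16) and the collagens (0.32) moved. Genes that changed sign were Cd34 (-0.13), Cebpa (0.22), Cox5b (-0.054), Dpp4 (-0.55), Igfbp5 (-0.75), Ly6a (0.22), Pparg (0.27) and Trp53 (-0.15).

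With each cluster weighted equally, the median of the response to reactive oxygen species changed sign (-0.056), and those of the collagens (0.11), extracellular matrix organization (0.065) and nuclear oxidative phosphorylation (0.0046) moved. Genes that changed sign were Cdkn1a (0.17), Fabp4 (-0.067), Icam1 (0.018) and Ly6c1 (-0.0070).

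With the difference of log2 of the mean normalized UMIs plus 1, which shrinks genes of low expression by construction, the medians were 0.010 for adipogenesis, 0.22 for the collagens, 0.046 for extracellular matrix organization, 0.15 for the mitochondrially encoded genes, 0.040 for nuclear oxidative phosphorylation and 0.030 for the response to TGF-β. With members of at least 50 CPM, they were 0.53 for the collagens, 0.13 for extracellular matrix organization, 0.17 for the mitochondrially encoded genes and 0.18 for the response to TGF-β, and those of the response to reactive oxygen species (-0.066) and the named progenitor markers (0.039) changed sign.

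With cells thinned to 1 depth, the median of the response to TGF-β was 0.16, and the score difference between clusters for adipogenesis changed sign (0.0115). Thinning cannot show an effect of depth on these medians, since CPM already divides by it. With cells weighted to equal UMIs per cell, so that the median was 13280 in Tom+ and 13262 in Tom- cells, the medians were 0.22 for the collagens, 0.057 for extracellular matrix organization and 0.066 for nuclear oxidative phosphorylation, and Cdkn1a (0.027) and Ly6c1 (-0.047) changed sign. Without the barcodes of both libraries, which are those of the deeper cells, the median of the collagens was 0.32.

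Of the other results, which are ratios of single genes, medians of other lists, cluster scores and shares of cells, 535 values under an alternative left the counting interval without a change of sign named above, 20 of them with another sign where the interval includes 0, and 591 did not leave it, 30 of these with another sign. For scores the SD between cells stood in for this interval, which says little about their stability. Of the shares of cells, 46 of 48 moved without thinning, which adds depth. The collagens kept a median above that of all genes in every alternative run. Counts limit Cdkn2a, whose interval of 0.059 (-0.22 to 0.34) leaves its direction open.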

Differences from the paper's values

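The APC-like cells numbered 3036 Tom+ and 4505 Tom- cells, against the paper's 3031 and 4493. These numbers of cells were the only values compared, and neither differed by more than 1.5 times. They followed from the paper's own thresholds, and no expression value, cluster share or score was compared by size.

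Some directions that the paper states were not found in the same form. By qPCR of other samples, the paper finds p16, p21, Glb1 and Igfbp5 up in Tom+ APCs. Here the log2 ratio was 0.059 (-0.22 to 0.34) for Cdkn2a, the p16 gene, and -0.053 (-0.16 to 0.050) for Glb1. These intervals leave both directions open. For Cdkn1a, the p21 gene, it was -0.061 (-0.096 to -0.027), against the paper's direction. It was 0.17 with each cluster weighted equally and 0.027 at equal UMIs per cell. For Igfbp5 it was 0.50, the paper's direction. The paper states that Ly6c1 is higher in p16high APCs. Its log2 ratio here was 0.094, below the 0.14 of the median gene, and -0.055 with median-of-ratios size factors, which move every gene by the same amount. It was -0.047 with cells weighted to equal UMIs per cell, which was chosen after seeing the values, while a Ly6c1 UMI was found in a larger share of thinned Tom+ cells (81.1% against 72.2%), as the paper has it. The paper states that F3 is similar in both groups, and its log2 ratio here was -0.38. The paper characterizes senescent cells by secreted factors (SASP) and describes p16high APCs as senescent. In the SASP list, 20 of 28 genes were lower in Tom+ APC-like cells, with a median of -0.44 (percentile 0). The percentile was at most 0.01 in every alternative, and Tom+ cells had the higher mean score in 0 of 11 clusters. The paper states no direction for such a list, only for single factors such as Igfbp5.

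The paper states that adipogenesis-related genes are downregulated in p16high APCs. In the hand-written list, 18 of 30 genes were higher and 12 lower in Tom+ APC-like cells, with a median log2 ratio of 0.0615, at percentile 25.8 of random lists of like expression. Over all alternatives the percentile ran from 18.7 to 99.2. It was 20.3 with cells thinned to 1 depth, 44.9 with each cluster weighted equally and 65.5 with members of at least 50 CPM. It was 99.0 with all cells that passed quality control and 99.2 with all deposited barcodes. All these settings were set before the data were examined. The values of 99.0 and 99.2 include mesothelial-like cells, 28.6% of the Tom- and 6.95% of the Tom+ cells that passed quality control. They therefore do not describe APC-like cells alone, where the highest percentile was 65.5. The percentile was 18.7 without the barcodes of both libraries and 60.8 with cells weighted to equal UMIs per cell, which were chosen after seeing the values. With median-of-ratios size factors, set before the data were examined, the median was -0.087 and 12 of 30 genes were higher, but this scaling moves every gene by the same amount and left the percentile at 25.8. Within clusters that had at least 30 cells of each library, Tom+ cells had the lower mean score in 8 of 11, as the paper has it. Pparg (-0.15) and Cebpa (-0.17), which its figure shows, were lower.

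For TGF-β signaling, mitochondrial activation and the response to ROS, which the paper finds enriched among upregulated genes, the lists used here, which are not the gene sets of the paper, had medians of 0.11 for the response to TGF-β (percentile 69.5 of random lists of like expression, whose median was 0.089), 0.19 for mitochondrially encoded genes (percentile 97.1), 0.089 for nuclear oxidative phosphorylation (percentile 80.4) and 0.055 for the response to ROS (percentile 28.9). Each of these lay within the central 95% of its random lists. The response to ROS lay below their median and the others above it, which is the paper's direction for the others. Cells were also filtered on the share of mitochondrially encoded RNA, and no ratio was computed with that share under 5%. That limit left 2386 Tom+ and 4059 Tom- APC-like cells, against 3036 and 4505, so cell quality was not tested as an explanation. For TGF-β the percentile was 98.5 with each cluster weighted equally, 97.9 with members of at least 50 CPM and 92.9 with cells thinned to 1 depth. It was 100 with all cells that passed quality control and with all deposited barcodes. All these settings were set before the data were examined. It was 46.5 with cells weighted to equal UMIs per cell, chosen after seeing the values. In this paragraph, values with all cells or all deposited barcodes include mesothelial-like cells, a larger part of the Tom- library. For the response to ROS it was 1.08 with each cluster weighted equally and 1.50 with members of at least 50 CPM, below the central 95%. For nuclear oxidative phosphorylation it was 22.5 with each cluster weighted equally, 18.7 with all cells that passed quality control and 90.2 with members of at least 50 CPM. It was 88.2 without the barcodes of both libraries, chosen after seeing the values. For mitochondrially encoded genes it was 98.7 with each cluster weighted equally, 99.1 with members of at least 50 CPM and 99.5 with all deposited barcodes. Within clusters, Tom+ cells had the higher mean score in 10 of 11 for the response to TGF-β, 11 for mitochondrially encoded genes, 4 for nuclear oxidative phosphorylation and 0 for the response to ROS.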

Other observations

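Of the tests in this part, those on cells with tdTomato UMIs, on UMIs per cell, on a few genes that take most of the UMIs, on the dissociation response and on the likeness of paired barcodes were chosen only after the result was seen, as was the pattern each of them starts from.

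Genes that the paper measures in other samples had these values in the APC-like cells. Among them are p16, p21, Glb1 and Igfbp5, which the paper reports as upregulated in Tom+ APCs by qPCR. Cdkn2a, the p16 gene, was at 4.49 CPM (3.89 to 5.15) in Tom+ and 4.31 CPM (3.77 to 4.90) in Tom- cells, a log2 ratio of 0.059 (-0.22 to 0.34), from 200 and 231 UMIs. These counts cannot separate the p16 and Arf transcripts, which share an end. The log2 ratio was -0.061 (-0.096 to -0.027) for Cdkn1a, -0.053 (-0.16 to 0.050) for Glb1 and 0.50 (0.45 to 0.54) for Igfbp5. For signaling genes it was -0.028 for Tgfbr1, 1.15 for Mdk, 0.73 for Mif, 1.16 for Postn, 0.40 for Wnt5a, -0.35 for Angptl1, 0.49 for Angptl2, 0.58 for Angptl4, 0.54 for Fn1 and -0.50 for Inhba. For mitochondrial genes it was 0.15 for mt-Co3, 0.24 for mt-Atp6, 0.14 for Cox5b, -0.062 for Cycs, 0.19 for Tfam and 0.38 for Nrf1.

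Among genes with a mean of at least 50 CPM, the largest log2 ratios after tdTomato were Chchd10 (1.84), Postn (1.16), Sox4 (1.16), Mdk (1.15) and Igkc (1.10), and the smallest were Cxcl2 (-1.71), Adamts9 (-1.62), Lcn2 (-1.55), Spon1 (-1.49) and Cpxm2 (-1.47). All of these kept their sign with all cells that passed quality control, which the choice required.

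The collagens had a median log2 ratio of 0.38 between the libraries in APC-like cells, against 0.14 for all genes. Several technical explanations were tested. More UMIs per Tom+ cell is argued against as the whole cause: with cells weighted so that both libraries had as many cells in each of 20 bins of UMIs per cell, the median was 0.22 (percentile 99.5), against 0.12 for all genes. Part of the difference went with depth, and cells with more UMIs may be of another kind. A few genes that take most of the UMIs would move every other gene by the same amount, as size factors do, and are argued against for the collagens, which lay above all random lists of like expression (percentile 100). They are not argued against for the median of all genes. The mix of clusters cannot be told apart from the difference itself: with each cluster weighted equally the median was 0.11, against 0.056 for all genes, and the clusters were found from genes that differ between the libraries. Each condition is 1 library, so a difference between the preparations stays open too.

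Cells with tdTomato UMIs as the carriers of this difference are argued against. With every cell that held a tdTomato UMI left out, 2296 Tom+ and 3915 Tom- APC-like cells remained, and the median of the collagens was 0.40. A change that goes with reporter RNA from cell to cell cannot be told apart from a kind of cell that has the reporter RNA and differs in its own right. Within the Tom+ library, the log2 ratios of the 163 cells with at least 5 tdTomato UMIs over cells with none had a Spearman correlation of -0.60, across 2927 genes, with the log2 ratios between the libraries. The cells with none were split at random, so that no cell entered both ratios, and 100 random draws of as many cells with none gave correlations from -0.25 to 0.22. The cells with none still stand on opposite sides of the ratios, which by itself lowers the correlation when the 163 cells differ from them. Genes are not independent replicates, and these are cells of 1 library, not samples. Col3a1 was -0.59 (-0.62 to -0.56) and Sox4 -1.08 (-1.26 to -0.90) in the cells with at least 5 UMIs over those with none, while Cebpb was 0.52 and Myc 0.45. For Cdkn2a, 10 UMIs in the 163 cells gave 0.14 (-0.95 to 1.06), which decides nothing.

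Against the Tom- library, the 163 cells had a collagen median of 0.081 (0.044 to 0.12), and the Tom+ cells with no tdTomato UMI 0.38 (0.36 to 0.40), where the medians of all genes were 0.048 and 0.14. The 163 cells differed from the Tom- library in the same direction as the cells with none, and by less, for SASP genes (-0.26, percentile 0, against -0.42) and the named transcription factors (-0.14, percentile 0.52, against -0.40). The dissociation list was at -0.077 (percentile 5.62) against -0.19, and extracellular matrix organization at -0.019 (percentile 30.7) against 0.11. Across genes, the log2 ratios of the 163 cells over the Tom- library had a Spearman correlation of 0.66 with those between the libraries, against 0.86 to 0.90 for the random draws of cells with none. The Tom- cells stand on the same side of both ratios, which by itself raises the correlation when the 163 cells differ from them. No value was computed for cells that do not share the change, so the 0.66 does not decide. Of the 163 cells, 26.4% (19.8 to 33.8) lay in the 4 clusters where more than 50% of cells were Tom+, against 65.0% (63.0 to 66.9) of the Tom+ cells with none and 16.8% (15.7 to 18.0) of Tom- cells. A technical difference that touches every Tom+ cell alike cannot be told apart from these values, because the 163 cells may be of another kind that differs in its own right.

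Lower RNA of transcription factors in Tom+ APC-like cells was weighed against a weaker response to tissue dissociation. That explanation is consistent with the dissociation list, which lay at percentile 0.03 of random lists, although Egr1 was at 0.11 and Fos and Jun at -0.15, against 0.14 for all genes. Free RNA of mesothelial cells in the Tom- library is argued against: for the 12 factors that were lower, the median was -0.76 before and -0.76 after the mesothelial part was subtracted. The mix of clusters cannot be told apart from the difference itself: with each cluster weighted equally, the median of the 19 factors was -0.16 (percentile 0.08), against -0.40. The factors are those that the paper shows from the same cells, so their direction here is not an independent result. A biological difference between the sorted groups stays open, as untested.

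The libraries listed 2224 barcodes in common, 40.0% of the Tom+ and 18.8% of the Tom- barcodes. Chance is argued against: the profiles of paired barcodes had a median correlation of 0.137 across genes, and mismatched pairs had medians from -0.00725 to -0.00193. In 533 pairs the barcode had more than 1000 genes in the Tom+ library alone, and the Tom- library held 2.37% as many UMIs (median). In 298 pairs it had more than 1000 genes in the Tom- library alone, and the Tom+ library held 1.87% as many. UMIs of cells of 1 library counted in the other library are a candidate explanation of these pairs: where the Tom+ barcode had at least 5 tdTomato UMIs, 38.6% (31.4 to 46.3) of 176 Tom- barcodes had a tdTomato UMI, against 0.433% (0.0110 to 2.39) of 231 where it had none. The other 1380 pairs with no more than 1000 genes in both libraries, at medians of 622 and 918 UMIs, were not explained by this test. In 13 pairs both barcodes had more than 1000 genes. Of the cells that passed quality control, 506 of 3524 Tom+ and 284 of 6717 Tom- cells had a barcode of both libraries, among them 278 Tom+ and 27 Tom- APC-like cells, and without these the median of the collagens was 0.32. The step of the processing at which this arose was not tested.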
